# Prostate cancer resistance leads to a global deregulation of translation factors and unconventional translation

**DOI:** 10.1093/narcan/zcac034

**Published:** 2022-11-04

**Authors:** Emeline I J Lelong, Gabriel Khelifi, Pauline Adjibade, France-Hélène Joncas, Valérie Grenier St-Sauveur, Virginie Paquette, Typhaine Gris, Amina Zoubeidi, Etienne Audet-Walsh, Jean-Philippe Lambert, Paul Toren, Rachid Mazroui, Samer M I Hussein

## Abstract

Emerging evidence associates translation factors and regulators to tumorigenesis. However, our understanding of translational changes in cancer resistance is still limited. Here, we generated an enzalutamide-resistant prostate cancer (PCa) model, which recapitulated key features of clinical enzalutamide-resistant PCa. Using this model and poly(ribo)some profiling, we investigated global translation changes that occur during acquisition of PCa resistance. We found that enzalutamide-resistant cells exhibit an overall decrease in mRNA translation with a specific deregulation in the abundance of proteins involved in mitochondrial processes and in translational regulation. However, several mRNAs escape this translational downregulation and are nonetheless bound to heavy polysomes in enzalutamide-resistant cells suggesting active translation. Moreover, expressing these corresponding genes in enzalutamide-sensitive cells promotes resistance to enzalutamide treatment. We also found increased association of long non-coding RNAs (lncRNAs) with heavy polysomes in enzalutamide-resistant cells, suggesting that some lncRNAs are actively translated during enzalutamide resistance. Consistent with these findings, expressing the predicted coding sequences of known lncRNAs *JPX, CRNDE* and *LINC00467* in enzalutamide-sensitive cells drove resistance to enzalutamide. Taken together, this suggests that aberrant translation of specific mRNAs and lncRNAs is a strong indicator of PCa enzalutamide resistance, which points towards novel therapeutic avenues that may target enzalutamide-resistant PCa.

## INTRODUCTION

Translation is one of the last processes in the flow of genetic information. It is a multistep and highly controlled protein synthesis process consisting of three major steps, namely initiation, elongation and termination (1). Translation initiation depends on a network of interacting translation initiation factors (eIFs) which are highly regulated. In particular, regulation of the activity and expression of eIFs, for example eIF4F or eIF2α, is under extensive study, and has revealed an important role for translation regulation in cellular processes such as cell differentiation, growth and cell stress response (2,3). Dysregulation of eIFs and altered expression or activity of components of the eIF4F complex such as eIF4E and eIF4G, have been observed to support cancer cell growth by activating translation initiation of mRNAs encoding key cell cycle regulators, as well as survival and oncogenic factors (4). Furthermore, eIF4E phosphorylation promotes prostate tumorigenesis and is elevated in prostate cancer (PCa), most notably in the castrate resistant form of the disease. This correlates with disease progression and poor clinical outcomes in patients with PCa (5). On the other hand, while phosphorylation of eIF2α blocks general translation in cases of cellular stress, it allows the preferential translation of a specific set of target mRNAs involved in cell adaptation to stress and survival (6). This is in line with recent evidence associating alterations in the phosphorylated eIF2α translational pathway with cancer, a process highly linked to the cellular stress response (7). Moreover, altered phosphorylation of eIF2α has been observed to occur as an adaptive stress response in both murine and humanized models of aggressive and resistant PCa (8). Perturbations in translation regulation may therefore represent key indicators of PCa severity.

PCa resistance is a highly prevalent and common cause of cancer-related death worldwide (9,10). Despite effective local treatments, many patients experience recurrences and eventually develop metastases (11–13). Highly dependent on androgens for growth, recurrent or metastatic PCa is treated with androgen deprivation therapy (ADT). Concomitant or subsequent use of enzalutamide (ENZ), a potent androgen receptor (AR) antagonist, significantly delays the consequences of treatment failure (14–16). However, not all patients benefit from the therapeutic effects of ENZ, and all eventually develop resistance (17). This highlights an urgent need to find reliable markers that can predict patient response and development of resistance. Recent genomics studies have addressed some of these issues and led to the discovery of promising PCa biomarkers (18–20). Due to the relative ease of nucleic acid sequencing, a large majority of existing PCa-related data focuses on transcriptomic studies analysing total RNA abundance as a stand-in for protein levels. This precludes discovery of many potential biomarkers whose protein expression relies mainly on the translational rate. Indeed, it is now well established that transcriptomic estimates of RNA abundance alone are insufficient to capture proteins whose differential expression critically impacts cellular differentiation and growth, environmental and pathological stress, or tumorigenesis (21,22). This is in part due to the complex regulatory mechanisms that orchestrate the translation of RNAs. It is estimated that about 40% of protein level variations are due to translational regulation (23). Thus, accurate estimation and identification of relevant protein variations occurring in various cancers including PCa calls for integrative methods that measure the transcriptome, the RNAs associated with translating polysomes (translatome), as well as the proteome.

Monitoring the translational status of entire transcripts via polysome profiling and RNA sequencing (RNA-seq) is a powerful approach used to identify ribosome-associated RNAs (24). Indeed, several polysome profiling studies on cancer cell lines have succeeded in identifying cancer cell-specific signatures not detected by standard RNA-seq analyses (25–27). Hsieh *et al.* reported the first study in PCa using polysome profiling (28). They found that eIF4F, driven by its upstream mTORC1 signaling regulatory pathway, promotes a metastatic phenotype in PCa through preferential translation of mRNAs encoding proteins involved in cell invasion and metastases. This is consistent with data revealing the PI3K/AKT/mTOR translational pathway as a key oncogenic pathway in treatment resistant PCa (29). Even though accumulating evidence supports a potential role played by translation regulation in the progression of PCa, the role of translational changes in the acquisition of ADT resistance or ENZ-resistance in PCa remains unknown.

To investigate perturbations in the translatome acquired upon PCa ENZ-resistance, we utilize an integrative approach merging global quantification of RNA abundance by RNA-seq and of their association to ribosomes through polysome profiling in ENZ-sensitive and ENZ-resistant PCa cell lines. We supplement these results with mass spectrometry of total proteins, patient proteomic data analyses and evaluation of phosphorylation states for core translation factors. We apply these methods to a novel model of castration-resistant (ENZ-sensitive) and ENZ-resistant PCa which we developed from the well-known AR-positive VCaP prostate cancer cell line (30). Some of these analyses were also validated in the ENZ-sensitive LNCaP and ENZ-resistant MR49F cell lines (31). We show that for a majority of mRNAs, translation is downregulated in ENZ resistant cells, but that a subset of mRNAs escapes this downregulation. We identify such mRNA candidates for which overexpression in ENZ-sensitive cells promotes development of resistance. Furthermore, our analysis revealed enrichment of long non-coding RNAs (lncRNAs) associated to ribosomes, which may suggest aberrant translation of novel peptides in the context of ENZ-resistant PCa. Again, overexpression of putative open reading frames (ORFs) of select lncRNAs in sensitive cells induces resistance to enzalutamide. Our findings thus point towards novel potential biomarkers or therapeutic targets which are involved in PCa resistance to ENZ.

## MATERIALS AND METHODS

### Generation of the enzalutamide-resistant VCaP^ER^ model in mice

All animal procedures were performed according to Canadian Council on Animal Care guidelines and with approval of the Animal Care Committee of the University of British Columbia (protocol # A12-0210). One million VCaP cells were inoculated on both flanks of 6-week-old male athymic nude mice (Harlan Sprague-Dawley, Inc). Two weeks later, when tumors reached an approximate volume of 200 mm^3^, mice were surgically castrated. Castration resistance subsequently developed and when these tumors were growing beyond their pre-castration size, tumors were freshly harvested, washed, passaged and isolated from stromal cells in DMEM with 10% fetal bovine serum. Among several tumors concurrently passaged this way, cells termed VCaP^CRPC^ were selected for further experiments. Mice with castration-resistant tumor were then force-fed with 10 mg/kg ENZ (or vehicle) 5 days per week until tumor recurrence, at which point cells termed VCaP^ER^ were isolated as previously described and maintained in medium supplemented with 10 μM ENZ. This is summarized in Figure 1A.

**Figure 1.**
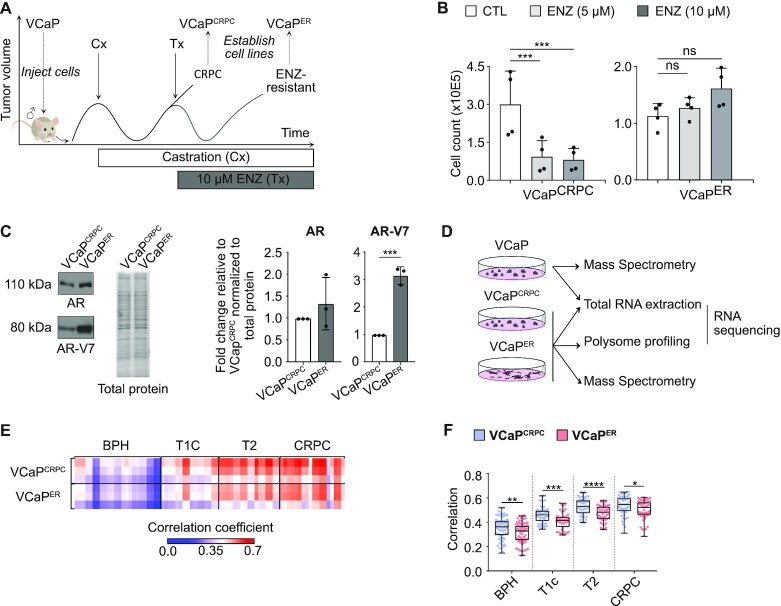
Establishment of enzalutamide (ENZ)-resistant prostate cancer (PCa) cellular models. (**A**) Experimental approach to establish PCa resistance in a mouse model and to derive castration-resistant but ENZ-sensitive, and ENZ-resistant cell lines. Cx: surgical castration, Tx: ENZ treatment. (**B**) Viable cell count assay on VCaP^CRPC^ and VCaP^ER^ performed with and without increasing quantities of ENZ. *n* = 4 biological replicates. (**C**) Western blots showing expression of androgen receptor (AR) and resistance-specific splice variant AR-V7 in VCaP^CRPC^ and VCaP^ER^ (left). Quantifications of Western Blot signal intensity relative to VCaP^CRPC^ and normalized to total protein (right). *n* = 3 biological replicates. (**D**) Schematic for analysis of transcriptome, translatome and proteome in PCa cell lines: Transcriptome and proteome from VCaP, VCaP^CRPC^ and VCaP^ER^ and translatome from VCaP^CRPC^ and VCaP^ER^. (**E**) Heatmap and (**F**) boxplots of correlation coefficients for VCaP^CRPC^ and VCaP^ER^ proteomes with proteomes from patient samples. BPH: Benign prostate hyperplasia. T1C: tumor not detectable by palpation but detected upon needle biopsy. T2: tumor detectable by palpation but confined to the prostate. CRPC: Castration resistant prostate cancer. *P-value < 0.05; **P-value < 0.01; ***P-value < 0.001; ns indicates a non-significant *P*-value.

### Cell culture and drugs

VCaP and LNCaP cell lines were obtained from ATCC. All cell lines were cultivated at 37°C with 5% CO_2_. LNCaP and MR49F (ENZ resistant cells derived from LNCaP) were cultivated in RPMI 10% FBS whereas VCaP, VCaP^CRPC^ (castration-resistant cells derived from VCaP) and VCaP^ER^ (ENZ-resistant cells derived concomitantly from VCaP^CRPC^) were cultivated in DMEM 15% FBS with 1 mM sodium pyruvate. ENZ-resistant cell lines (i.e. MR49F and VCaP^ER^) were maintained in 10 μM ENZ. ENZ was purchased from MedChemExpress (Cat. No.: HY-70002).

### Proliferation of ENZ resistance cell model

Cell count analyses were performed to assess the effect of ENZ treatment on cell proliferation and growth. VCaP^CRPC^, VCaP^ER^, LNCaP and MR49F cells were seeded at a density of 25 000 cells per well in 24-well plates, as technical triplicates, and allowed to attach and grow for 2 days. VCaP^CRPC^ and VCaP^ER^ were seeded in Geltrex™-coated plates, while LNCaP and MR49F were seeded without coating. Cells were treated without ENZ or with ENZ at concentrations of 5 or 10 μM. After, 3, 6, 9 and 12 days of treatment, images were taken and cells were detached using TrypLE (ThermoFisher Scientific; 12604021) and resuspended in PBS. Cells were stained with Trypan blue and viability was assessed by counts using a Countess automated cell counter (Thermo Fisher Scientific). Counts were performed twice for each technical replicate. Experiment was repeated as four biological replicates. Significant differences in viable cell counts between conditions were assessed by analysis of variance (ANOVA) followed by Tukey's honest significant difference test.

### Overexpression of gene candidates in VCaP^CRPC^ and LNCaP cells

VCaP^CRPC^ and LNCaP cells were lipotransfected with polycistronic vectors carrying doxycycline (DOX)-inducible TetO promoters (min.CMV) driving expression of gene candidates (Tg: transgene). Coding sequences for mRNA transcripts (Ensembl transcripts for *OCIAD1*: ENST00000264312.12, *GDAP1*: ENST00000220822.12, *PQBP1*: ENST00000447146.7, *RAB9A*: ENST00000464506.2 and *RAB3B*: ENST00000371655.4) and putative peptide-coding sequence for lncRNAs (Ensembl gene ID for *JPX*: ENSG00000225470, *CRNDE*: ENSG00000245694 and *LINC00467*: ENSG00000153363; Peptide sequences are available in Figure 4D) in the hg19 assembly; were cloned and overexpressed as transgenes. Cells were co-transfected with a second plasmid constitutively expressing a piggyBac transposase, which allows for random stable integration of transgenes into VCaP^CRPC^ or LNCaP genomes through piggyBac inverted terminal repeat (ITR) transposition. Vectors constitutively express a reverse tetracycline trans-activator (rtTA), which activates the TetO promoter upon addition of DOX, and a puromycin resistance gene (P) for selection. Transfected cells were selected for using 2 μg/ml and 750 ng/ml puromycin for VCaP^CRPC^ and LNCaP, respectively. Selection was maintained for 7 days. An IRES-controlled mCherry reporter gene downstream of the transgene enables monitoring the transgene RNA expression after DOX induction.

Cell lines were seeded at 25 000 cells/24-well dishes. After two days, induction of transgenes was performed by addition of 250 ng/ml DOX (Sigma-Aldrich #D9891-1G). Cells were treated with or without ENZ at 5 μM. Medium was changed, and pictures taken every three days. Viable cells were counted at day 12 for VCaP^CRPC^/VCaP^ER^ and day 9 for LNCaP/MR49F. Counts were performed as before; refer to the ‘Proliferation of ENZ resistance cell model’ section. For each sample, cell counts were normalized as log2(Fold change) of the average count of the corresponding untreated control condition. Points on the box plots represent three biological replicates and 2–3 technical replicates. Medians of control and enzalutamide-treated conditions were compared together to obtain a Δmedian and significant differences between two conditions were assessed via two-tailed T-tests assuming unequal variances.

### Preparation of cell pellets for downstream analyses

VCaP^CRPC^, VCaP^ER^, LNCaP and MR49F cells were grown as described above, in 100-mm tissue culture dishes to ∼80% confluence, for downstream analyses (Please refer to sections below). VCaP^ER^ and MR49F were grown with 10 μM ENZ.

### Mass spectrometry (MS) analysis

#### Sample preparation

Protein pellets from three biological replicates of VCaP, VCaP^CRPC^ and VCaP^ER^, and from one replicate of MR49F were resuspended in 100 μl of 50 mM ammonium bicarbonate, 0.5% deoxycholate and sonicated on ice with a microprobe Sonic Dismembrator 550 (Fisher Scientific) as follow: 20 × 1 s at power 2 followed by 5 × 3 s at power 4. The extract was centrifuged at 20 817 × *g* for 15 min at 4°C. The supernatants were transferred to new tubes and precipitated with acetone. The protein pellets were then resuspended in 100 μl of 500 mM triethylammonium bicarbonate, 0.5% deoxycholate. Protein concentrations of each sample was determined by colorimetric Bradford assay.

#### Tryptic digestion and TMT labeling

10 μg of each sample was used for TMT labeling (Thermo Fisher Scientific). Proteins were denatured for 5 min at 95°C and then reduced with 50 mM TCEP for 30 min at 37°C before being alkylated with 100mM iodoacetamide for 30 min at room temperature in the dark. Samples were digested with 0.5 μg of trypsin (V5111; Promega) for ∼15 h at 37°C. After digestion, peptides were acidified to precipitate the deoxycholate and then purified with homemade C_18_ Stage-Tip before being lyophilized. The now dried peptides were dissolved in 30 μl of 100 mM triethylammonium bicarbonate and labeled with TMT 10-plex reagent (Thermo Fischer Scientific). Labeling was performed for 1 hour at room temperature and the reaction quenched with hydroxylamine for 15 min. The now labeled peptides were combined in one tube and speedvac to dryness without heat. Samples were cleaned up using solid-phase HLB cartridge (Water Corp.) before being speedvac to dryness.

#### High pH: reverse phase fractionation

Peptides were fractionated into 14 fractions using a high pH (pH 10) reversed-phase chromatography method using an Agilent 1200 HPLC system as previously described (32). The final fractions were dried and resuspended in 0.1% formic acid before mass spectrometry analysis.

#### Mass spectrometry

Approximately 1 μg of each fraction was injected and separated by online reversed-phase (RP) nanoscale capillary liquid chromatography (nanoLC) and analyzed by electrospray mass spectrometry (ESI MS/MS). The experiments were performed with a Dionex UltiMate 3000 nanoRSLC chromatography system (Thermo Fisher Scientific/Dionex Softron GmbH, Germering, Germany) coupled to an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific, San Jose, CA, USA) equipped with a nanoelectrospray ion source. Peptides were trapped at 20 μl/min in loading solvent (2% acetonitrile, 0.05% TFA) on a 5 mm × 300 μm C_18_ PepMap cartridge pre-column (Thermo Fisher Scientific/Dionex Softron GmbH, Germering, Germany) for 5 min. Then, the pre-column was switched online with a 75 μm × 50 cm Acclaim PepMap100 C_18_—3 μm column (Thermo Fischer Scientific/Dionex Softron GmbH, Germering, Germany) and the peptides were eluted with a linear gradient from 5–40% solvent B (A: 0.1% formic acid, B: 80% acetonitrile, 0.1% formic acid) in 90 min at 300 nl/min. Mass spectra were acquired using a data dependent acquisition mode using Thermo XCalibur software version 3.0.63. Synchronous Precursor Selection-MS3 acquisition mode was used for this analysis. Full scan mass spectra (380–1500 *m*/*z*) were acquired in the Orbitrap at a 60 000 resolution and using an AGC target of 2e5, a maximum injection time of 50 ms. Internal calibration, using lock mass on the *m*/*z* 445.12003 siloxane ion, was used. Precursors for MS2/MS3 analysis were selected using a TopSpeed of 3 s. The most intense precursor ions were isolated in the quadrupole at 0.7 *m*/*z*, fragmented with 35% CID and the fragments detected in the ion trap. Following acquisition of each MS2 spectrum, an MS3 acquisition was performed by isolating of multiple MS2 fragment ions with a multi-notch isolation waveform (33). MS3 analysis was detected in the Orbitrap at a 60 000 resolution after 45% HCD, with an AGC target of 1e5 and a maximum injection time of 120 ms. Dynamic exclusion of previously fragmented peptides was set for a period of 20 s and a tolerance of 10 ppm.

#### Data analysis for mass spectrometry-based proteome quantification

Spectra acquired were processed using ProteomeDiscoverer 2.2 (Thermo). Files were searched against Uniprot (34) *Homo sapiens* protein database (93634 entries). Trypsin was set as enzyme and two missed cleavages were allowed. Deamidation (N, Q), oxidation (M), were set as dynamic modifications and carbamidomethylation (C), and TMT10-plex label (N-ter, K) were set as static modifications. Mass search tolerance were 10 ppm and 0.6 Da for MS and MS/MS respectively. For protein validation, a maximum False Discovery Rate of 1% at peptide and protein level was used based on a target/decoy search. MS3 spectra were used for quantification, with an integration tolerance of 10 ppm. Unique and razor peptides are considered for protein quantification and isotopic correction is applied on reporters. Data normalization was performed on total peptide amount. Peptides and protein result tabs were exported in Excel and means of three replicates per group were calculated. A fold change was calculated between the means of VCaP^ER^ and VCaP, VCaP^CRPC^ and VCaP, or VCaP^ER^ and VCaP^CRPC^. Proteins or peptides with variations >1.25 fold with a *P*-value ≤0.05 (or 0.1 for less stringent analysis in Supplementary Figure S4 C-D) in either their VCaP^ER^/VCaP or VCaP^ER^/VCaP^CRPC^ fold changes were considered as significant (either up or downregulated), so long as no opposite variation was found in these two.

#### Comparison of proteome quantifications to ENZ-resistance models and patient proteomics datasets

Average protein abundance counts for replicates for VCaP^CRPC^ and VCaP^ER^ MS were compared to the MR49F proteome through Spearman correlations. Expression of proteins with increased abundance in VCaP^ER^ or in VCaP^CRPC^ was assessed in MR49F, and a two-tailed Student's *t*-test was used to highlight significant differences from the whole distribution of MR49F proteins, to determine if VCaP^ER^’s or VCaP^CRPC^’s upregulated proteins are also upregulated in other models. Each replicate of VCaP^CRPC^ and VCaP^ER^ MS was also individually compared to patient proteomics data from Latonen *et al.* (35) using Pearson correlations. Correlation coefficients were compared to VCaP^CRPC^ and VCaP^ER^ for each group of sample grades (BPH, T1C, T2 and CRPC) using two-tailed Student's *t*-tests.

#### Construction of biological networks

Interactions among identified differentially expressed proteins were mapped with the STRING database (36). Two protein-protein interaction (PPI) networks were constructed (for upregulated and downregulated proteins) for experimentally validated interactions and databases with a required interaction score a 0.9. Subsequently, the PPI networks were imported into Cytoscape (37) using stringApp (38). The identified hub genes related GO terms were used to construct a complete PPI network.

#### Gene set enrichment, modules and network analysis

Gene Set Enrichment Analysis (GSEA) was performed with Broad Institute's GSEA software (v4.1.0) (39,40). Expression data sets were created as text files according to GSEA specifications. We computed overlaps with the C2.cp.kegg (curated gene sets) and C5.go, C5.go.bp, C5.go.cc and C5.go.mf (GO gene sets) collections. Gene set permutations were performed 1000 times per analysis. An FDR <0.1 was set as cut-off for significant enrichment.

#### Western blot for AR, AR-V7, 4E-BP1 and eIF2α

VCaP^CRPC^ and VCaP^ER^ cells were lysed in RIPA buffer containing protease and phosphatase inhibitors. Proteins were separated on SDS-PAGE and transferred to nitrocellulose membranes (Bio-Rad). Membranes were blocked in PBS containing 0.1% Tween-20 and 5% non-fat milk or 5% BSA for 30 min, followed by incubation with primary antibodies overnight at 4°C. The following antibodies were used: anti-AR and anti-AR-V7 (Cell Signaling Technology (Beverly, MA, USA)) diluted 1:1000. Anti-eIF2α diluted 1:1000, (#9722, Cell Signaling Technology), anti-phospho-eIF2α diluted 1:500 (#9721, Cell Signaling Technology), anti-4EBP1 diluted 1:5000 (#9644, Cell Signaling Technology) and anti-phospho-4EBP1 diluted 1:1000 (#9456, Cell Signaling Technology). Membranes were then incubated with HRP-conjugated secondary antibodies (Jackson ImmunoResearch Laboratories Inc, West Grove, PA) 1 h in PBST 5% milk (1:10 000). Immunoblots were visualized using enhanced chemiluminescence (ECLPlus, Perkin-Elmer). TCE-UV stain-free total protein visualization was used as loading control (41).

#### Ribopuromycylation assay

Anti-puromycin antibody was obtained from EMD Millipore (Merck, Germany). Puromycin was purchased from Sigma (St Louis, MO) and dissolved in water as a 25 mg/ml stock solution, aliquoted and stored at −20°C. Cells were plated to reach a confluency of ∼80% the day of the treatment. For puromycylation assay, cells were labelled with 10 μg/ml of puromycin for 5 min. Cells were collected and proteins were separated on SDS-PAGE and transferred to nitrocellulose membranes (Bio-Rad). Membranes were blocked in PBS containing 0.1% Tween-20 and 5% non-fat milk or 5% BSA for 30 min, followed by incubation with primary antibodies overnight at 4°C. Anti-puromycin was diluted 1:25 000 (EMD Millipore). After incubation with horseradish peroxidase coupled secondary antibodies at room temperature for 1 h, immunoblots were visualized using enhanced chemiluminescence (ECLPlus, Perkin-Elmer). Coomassie staining of total proteins was used as loading control.

#### Mitochondrial metabolism analysis

An extracellular Flux Analyzer XFe96 (Agilent/Seahorse Bioscience) was used to analyze live-cell mitochondrial respiration. VCaP^CRPC^ and VCaP^ER^ were seeded in a poly-l-lysine coated 96-well XFe96 plate (15 000 cells/well). After 48h treatment, oxygen consumption rate (OCR) was measured using standard protocols for PCa cells (42–44). At the end of the assay, cells were harvested and counted using CyQUANT to normalize for cell number. Average and SEM of one representative experiments, with three replicates/condition, out of three independent experiments is shown. Student's *t* test was performed to evaluate statistical significance.

#### DNA extraction and qPCR for mt/N DNA ratios

VCaP^CRPC^ and VCaP^ER^ were seeded in a 6-well plate at 500 000 cells/well. After 72 h of growth, DNA was purified using the DNeasy Blood and Tissue kit (QIAGEN). Mitochondrial/nuclear (Mt/N) DNA ratios were determined by qPCR, using the LUNA Universal qPCR reagents (New England Biolabs). *CYTB* and *ND1* genes were used to quantify mitochondrial DNA, and *EP300* and *HPCAL4* for nuclear DNA, as previously described (45) (see Supplemental Table 6). Results are shown as the average and SEM of three independent experiments, each consisting of three biological replicates, and statistical significance was evaluated using a Student's *t* test.

#### Polysomal profiles, isolation of polysome-associated RNAs and analysis

VCaP^CRPC^, VCaP^ER^, LNCaP and MR49F cells were scraped in 1 mL of polysomal buffer (20 mM Tris, pH 7.5, 150 mM NaCl, 1.25 mM MgCl_2_, 5 U/ml RNasin, cOmplete™ EDTA-free Protease Inhibitor Cocktail (Roche, Indianapolis, IN) and 1 mM dithiothreitol), and Nonidet *P*-40 was added to a final concentration of 1% for lysis, 15 min on ice. Extracts were clarified by centrifugation at 12 000 × g for 20 min at 4°C. RNA concentration was measured by spectrophotometry and ∼20 OD_260_ units of RNA were loaded onto a 15–55% sucrose gradient. The gradients were centrifuged for 2.5 h at 37 000 rpm (223 000 × g) (SW 40 TI Beckman rotor) and then placed on an Automated Density Fractionation System (Teledyne Isco, Density Gradient Fractionation System) to collect fractions. Each fraction was collected into individual tubes with continuous monitoring of absorbance at 254 nm. Absorbance was recorded on chart paper to generate polysomal charts. RNA from each fraction was extracted by phenol–chloroform extraction and fractions corresponding to light or heavy polysomes were respectively pooled together.

For quantification of area-under-the-curves for polysome graphs, polysome profiles from four biological replicates for VCaP^CRPC^ and VCaP^ER^, or three biological replicates for LNCaP and MR49F were scanned and digitized. For each biological replicate, polysome profiles for VCaP^CRPC^ and VCaP^ER^ were overlayed to assess differences. Area-under-curve was calculated using ImageJ, as number of pixels for sub-polysomal fractions (i.e. area corresponding to peaks of the 40S, 60S and 80S ribosomal sub-units) and for polysomal fractions (i.e. area from the first polysomal peak to the twelfth polysomal peak, as reported by Haneke *et al.* (46)). Lower limit of the Y axis values was defined by the lowest point of the graph. Polysomal fractions area was normalized to the sub-polysomal area and presented as fold change over area corresponding to VCaP^CRPC^. Significant difference between VCaP^CRPC^ and VCaP^ER^ was determined via non-parametric *t*-test.

### Transcriptome and translatome analysis

#### RNA extraction

For analysis of the transcriptome, RNA was extracted from VCaP, VCaP^CRPC^, VCaP^ER^, LNCaP and MR49F with TRIzol reagent (Life Technology; 15596018). For polysome profiling, heavy polysomal RNA was prepared from VCaP^CRPC^, VCaP^ER^, LNCaP and MR49F polysomal fractions by phenol-chloroform extraction.

#### RT-qPCR

RNA was purified from five biological replicates of VCaP^CRPC^ and VCaP^ER^ or from 2 biological replicates of LNCaP and MR49F, and DNase treated and purified via RNA clean-up columns (Zymo Research, RNA Clean & Concentrator-5 (with DNase), VWR; 76020-604). RNA was then reverse-transcribed for RT-qPCR using iScript™ gDNA Clear cDNA Synthesis Kit (Bio-Rad #1725035) following the manufacturer's instructions. All RT-qPCR analyses were performed on CFX384 Touch Real-Time PCR Detection system instrument (Bio-Rad) using SYBR Select Master Mix (ThermoFisher Scientific; 4472919). The reaction mix (10 μl) was prepared according to the manufacturer's instructions, using each primer (see Supplemental Table S3) in a final concentration of 300 nM. The cycling conditions were set according to the manufacturer's instructions, using a primer annealing temperature of 58°C. All RT-qPCR reactions were performed in technical triplicates. Translation efficiency was calculated by normalizing the relative fold-change of heavy polysomal RNA extracted from polysome profiling, to the RNA expression in total RNA. This was performed separately in VCaP^CRPC^, VCaP^ER^, LNCaP and MR49F, and normalized to expression of the *RPS13* housekeeping gene. Average of biological and technical replicates is shown with error bars representing SEM. Significant differences in translation efficiency between VCaP^CRPC^ and VCaP^ER^, or between LNCaP and MR49F was ascertained by two-tailed *t*-tests assuming unequal variances. Refer to Supplemental Table S3 for primer sequences.

#### RNA sequencing library preparation and analysis

For samples used in RNA sequencing (two biological replicates of total RNA from VCaP, VCaP^CRPC^ and VCaP^ER^, and from heavy polysomal RNA from VCaP^CRPC^ and VCaP^ER^). RNA quality was verified with the TapeStation 4200 (Agilent Technologies). RNA libraries were made from 0.2 ug of RNA in accordance with the TruSeq stranded mRNA kit protocol (Illumina; # 20020594) and TruSeq RNA Single Indexes Set A and B (Illumina, # 20020492 and 20020493). Library qualities and sizes were checked with the TapeStation 4200 and then quantified using the KAPA Library Quantification Kit for Illumina platforms (Kapa Biosystems). Libraries were sequenced on the Illumina NextSeq500 sequencer to a depth of about 50 millions of 75-bp pair reads per library.

The reads were aligned to the GRCh37 human genome (Ensembl release 75) by STAR (v2.7.5) (47). Read alignments were merged and disambiguated, and a single BAM (Binary Alignment Mapped) file output per library or sample was used. BAM files were then additionally filtered to remove reads with a mapping quality (MAPQ) <13, and all ribosomal and mitochondrial RNA reads. Alignments were assembled using Cufflinks (v2.2.1) (48) using the –g parameter to construct a genome annotation file against the reference gene model (Ensembl release 75) and to identify novel transcripts. Raw read counts were obtained by mapping reads at the gene level using the Cufflinks assembled transcript annotation file with the featureCounts tool from the SubRead package (version 2.0.0) (49) using the exon counting mode. EdgeR R-package (v3.12.1) (50) was then used to normalize the data, calculate transcript abundance (as counts per million reads (CPM)) and perform statistical analysis. Briefly, a common biological coefficient of variation (BCV) and dispersion (variance) was estimated based on a negative binomial distribution model. This estimated dispersion value was incorporated into the final EdgeR analysis for differential gene expression, and the generalized linear model (GLM) likelihood ratio test was used for statistics, as described in EdgeR user guide. Genes were considered as significantly up or downregulated in either total or polysome-bound RNAseq if their fold change between VCaP^ER^ and VCaP^CRPC^ were superior to 1.25 fold, with a FDR ≤0.05. Concordance of the transcriptome and the translatome was assessed via Pearson correlations. All statistical analyses and data visualization were done in R using R basic functions and the following packages: gplots (3.1.1), stats4 (3.5.1), plyr (1.8.4), dplyr (0.8.1) and ggplot2 (3.1.1).

#### Translation efficiency (TE) analysis

We assessed translation efficiency for each transcriptome replicate by comparing separately to each translatome replicate, and vice-versa. Hence, we calculated TE for each gene and each comparison of replicates in VCaP^ER^ and VCaP^CRPC^ as follows: ${\rm TE} = \frac{{{\rm Abundance}\,{\rm in}\,{\rm translatome}\,( {{\rm CPM}} )}}{{{\rm Abundance}\,{\rm in}\,{\rm transcriptome}\,( {{\rm CPM}} )}}$. An average was calculated for each comparison in VCaP^ER^ and VCaP^CRPC^ and variation between these two lines was calculates as a TE ratio. Significant differences were assessed with via Student's T-test adjusted for multiple comparisons with a 10% FDR. TE ratios >1.25 with adjusted *P*-values ≤0.05 were considered significant.

In parallel, TE ratios were also calculated with two other complementary methods. First, we employed the DeltaTE software (51) using the base parameters. Here, we set the ‘batch’ parameter to allow for each transcriptome replicate to be separately analyzed against each translatome replicate, and vice-versa.

Next, we assessed TE ratios using anota2seq (52). We used the anota2seqDataSetFromMatrix function to initialize an Anota2seqDataSet object from out data, with the following arguments: dataType = ‘RNAseq’, filterZeroGenes = TRUE, normalize = TRUE, transformation = ‘TMM-log2’, varCutOff = NULL. The phenoVec argument was set as to allow, as before, for each transcriptome replicate to be separately analyzed against each translatome replicate, and vice-versa. Next, we assessed the model assumptions with anota2seqPerformQC using the following arguments: generateSingleGenePlots = TRUE, useRVM = TRUE, and normality of the residuals from the linear regression were checked with the anota2seqResidOutlierTest function. Finally, the anota2seqAnalyze function was run with the following parameters: analysis = c(‘translation’, ‘buffering’, ‘total mRNA’, ‘translated mRNA’) and genes were categorized as either mode of gene expression change (changes in mRNA abundance, changes in translational efficiency, or buffering where constant levels of translating RNAs are maintained despite total RNA levels being altered). Genes with an adjusted *P*-value ≤0.05 were considered significant.

Genes with significant TE ratios were separated according to their gene type. Expected and observed frequencies were compared via Chi-squared tests, to assess enrichment/depletion of certain gene types in polysomal RNA. Expected values under null hypothesis were calculated as:

$$\begin{equation*}\frac{{{\rm{Sum}}\,{\rm{of}}\,{\rm{all}}\,{\rm{genes}}\,{\rm{of}}\,{\rm{the}}\,{\rm{same}}\,{\rm{type}}\,{\rm{across}}\,{\rm{samples}}\,{\rm{X}}\,{\rm{Sum}}\,{\rm{of}}\,{\rm{all}}\,{\rm{genes}}\,{\rm{in}}\,{\rm{the}}\,{\rm{same}}\,{\rm{sample}}}}{{{\rm{Total}}\,{\rm{sum}}\,{\rm{of}}\,{\rm{all}}\,{\rm{genes}}\,{\rm{across}}\,{\rm{all}}\,{\rm{samples}}}}\end{equation*}$$

Differences with *P* < 0.05 were considered statistically significant.

#### Analysis of alternative splicing events

BAM files from the transcriptome and the translatome RNA-sequencing experiments were compared for differential splicing events using rMATS (53,54), using only reads that span splicing junctions (JC analysis) with the following arguments: –variable-read-length –novelSS –mel 1000. Events with a *P*-value <0.05 and an inclusion level difference >0.1 between the transcriptome and translatome samples for either VCaP^CRPC^ or VCaP^ER^ were considered significant. Events were classified as to whether they occurred in VCaP^CRPC^ exclusively, in VCaP^ER^ exclusively, in both VCaP^CRPC^ and VCaP^ER^ and varying in the same direction (e.g. an exon more often skipped in polysomal RNA in both cell lines), or in both VCaP^CRPC^ and VCaP^ER^ varying in opposite directions (e.g. an exon more often included in VCaP^CRPC^ polysomes, but skipped in VCaP^ER^ polysomes). Events corresponding to exon skipping or mutually exclusive exons were combined as Alternative exon choice (AEC) events. Alternative 3’ and 5’ splice site choice events were combined as Alternative splice site (ASS). Significant AEC, ASS and intron retention (IR) events were quantified and separated for whether they occurred in mRNAs or lncRNAs. Significant enrichment for an event type in the translatome versus transcriptome for VCaP^CRPC^ or VCaP^ER^ was determined by chi-squared tests comparing expected and observed frequencies for events. Expected values under null hypothesis were calculated as:

$$\begin{equation*}\frac{{\left( {{\rm{Sum}}\,{\rm{of}}\,{\rm{all}}\,{\rm{genes}}\,{\rm{of}}\,{\rm{the}}\,{\rm{same}}\,{\rm{type}}\,{\rm{across}}\,{\rm{samples}}} \right){\rm{X}}\left( {{\rm{Sum}}\,{\rm{of}}\,{\rm{all}}\,{\rm{genes}}\,{\rm{in}}\,{\rm{the}}\,{\rm{same}}\,{\rm{sample}}} \right)}}{{{\rm{Total}}\,{\rm{sum}}\,{\rm{of}}\,{\rm{all}}\,{\rm{genes}}\,{\rm{across}}\,{\rm{all}}\,{\rm{samples}}}}\end{equation*}$$

Differences with *P*-value < 0.05 were considered statistically significant. Events occurring in the lncRNA *JPX* were compiled with featureCounts (49) using the following arguments: -T 8 -O -J –fraction –largestOverlap -t exon -g transcript_name_id. *JPX* transcript annotations were obtained from Ensembl's GRCh38 release 107 and are provided as Supplementary material 1. featureCounts was restricted to the *JPX* locus. Reads corresponding to transcripts with altered translation initiation site and Kozak sequence for *JPX*’s putative peptide were grouped together and counted (refer to Supplementary Table S11). Significant differences in abundance for transcripts with selected splicing events between VCaP^CRPC^ and VCaP^ER^ were assessed via two-tailed T-tests assuming unequal variances. Translation initiation site (TIS) scores were predicted with TISpredictor (55).

#### cBioPortal analysis

Integrative analysis of publicly available PCa patient data was performed using the public databases of cBioPortal (https://www.cbioportal.org/) (56). We focused our analysis on data generated by the TCGA research network (The Cancer Genome Atlas, https://www.cancer.gov/tcga). We selected all studies implicated in PCa (25 in total as of 2022). We selected samples where mRNA expression was available (266 samples). For each candidate gene, samples were separated into mRNA expression quartiles (in FPKM) and association towards clinical attributes (AR score—PolyA, polyA ARV7 SRPM spliced reads per million, NEPC score—PolyA, ETS Fusion—SEQ) was assessed.

## RESULTS

### Development and characterization of an ENZ-resistant PCa progression model

With the advent of potent AR-antagonists such as ENZ as first line therapy for castration-resistant prostate cancer (CRPC) patients, a few ENZ-resistant cellular models have been described (57,58). Among the first and most widely characterized ENZ-resistant cells were MR49F (31,59,60), generated through serial passage of LNCaP cells (androgen-sensitive prostate adenocarcinoma cells) in ENZ-treated mice. To develop a complementary model that contains a concomitantly passaged castration-resistant control from human PCa cells (which is not available for the LNCaP and MR49F cell lines), we used a similar approach with the wild-type AR VCaP cell line (59) (i.e. AR is mutated in LNCaP cells (61)) (Table 1). VCaP cells were inoculated in male athymic nude mice (Figure 1A); mice were surgically castrated, and cells termed VCaP^CRPC^ were derived from tumors resistant to castration. In parallel, mice with castrate-resistant tumors were treated with ENZ until tumor regrowth, at which time the VCaP^ER^ cell line was established.

**Table 1.** Characteristics of AR in PCa cell lines

Cell line	Androgen receptor	AR-V7 splice variant levels
VCaP	Wild-type	Low-moderate
VCaP^CRPC^	Wild-type	Low-moderate
VCaP^ER^	Wild-type	High
LNCaP	T878A mutant	Very low
MR49F	T878A and F876L mutant	Very low

Summary of androgen receptor status of ENZ-resistance models.

We first confirmed acquisition of ENZ-resistance in VCaP^ER^ cells using cell survival assays, in the presence or absence of ENZ. After 12 days of ENZ treatment, a significant reduction in the number of viable cells, changes in morphology (i.e. going from dome-like to flattened colonies), and increased cell death was observed for VCaP^CRPC^ (Figure 1B; Supplemental Figure S1A and B). This was recapitulated in the ENZ-sensitive LNCaP cells (Supplemental Figure S1C and D). Comparatively, VCaP^ER^ and MR49F were unaffected in the usual clinical concentration for ENZ (62) (Figure 1B and Supplemental Figure S1). We next verified whether our ENZ-resistant VCaP^ER^ cell line recapitulated key characteristics of clinical ENZ-resistant prostate cancer. We assessed expression of the androgen receptor, a frequently overexpressed driver of prostate cancer, and of its AR-V7 splice variant, which is associated with clinical ENZ-resistance (58,63,64). This variant encodes a truncated protein that lacks the C-terminal ligand-binding domain but retains the N-terminal domain and therefore constitutively activates downstream target genes, which are involved in PCa progression (65,66). AR-V7 expression is generally higher in advanced PCa and has previously been linked to ENZ resistance (58). Correspondingly, we found that VCaP^ER^ displayed increased AR and AR-V7 splice variant expression (Figure 1C; Table 1, Supplemental Figure S2. A-B), indicating that our ENZ-resistance model recapitulates key characteristics of clinical ENZ-resistant prostate cancer.

To understand how transcription and translation are coordinated during acquisition of ENZ-resistance in PCa, we analyzed the transcriptome (i.e. Poly(A)+ RNA-seq), translatome (i.e. Heavy polysomal RNA-seq) and proteome (i.e. total proteins quantified by mass spectrometry (MS)) from the VCaP^CRPC^ and VCaP^ER^ cell lines, and included the transcriptome and proteome from the parental VCaP cell line as an additional control (Figure 1D). 

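VCaP cells are an androgen-responsive prostate cancer line, VCaP CRPC is their castration-resistant derivative, and VCaP ER is the enzalutamide-resistant derivative, kept in 10 µM enzalutamide, an antiandrogen. PolyA RNA of whole cells was sequenced from all 3 lines. RNA of the heavy polysome fractions, which hold transcripts with 3 or more ribosomes, was sequenced from VCaP CRPC and VCaP ER. Each of these 5 groups has 2 biological replicates, which makes 10 libraries. The paper gives 15% serum in the medium of these cells, and the submitters' sample labels give 10%. The authors aligned the reads to GRCh37 with STAR, removed reads of low mapping quality and those from ribosomal and mitochondrial RNA, counted reads per gene over exons with featureCounts, and normalized the counts with edgeR. The paper states a depth of about 50 M read pairs per library. The deposited values are whole read counts divided by a normalized library size, in CPM. The counts could be recovered from them: 100% of the values came out whole within 0.01 of a read. The recovered reads in genes were 49.0 and 40.8 M in the VCaP libraries, 46.5 and 54.5 M in VCaP CRPC polyA RNA, 40.1 and 44.2 M in VCaP ER polyA RNA, 51.0 and 38.3 M in VCaP CRPC heavy polysome RNA, and 38.0 and 29.3 M in VCaP ER heavy polysome RNA. One read was worth 0.0187 to 0.0342 CPM. Replicates had a Pearson correlation of log2 values across genes between 0.981 in VCaP ER polyA RNA and 0.996 in VCaP CRPC polyA RNA, and their median absolute difference was 0.281 and 0.126 on the log2 scale in those groups. In the other groups this difference was 0.163 for VCaP polyA RNA, 0.272 for VCaP CRPC heavy polysome RNA and 0.208 for VCaP ER heavy polysome RNA. From these values, log2(CPM + 0.5) was tested with limma in 1 model of all 10 libraries for the 16970 of 18503 genes with at least 0.5 CPM in at least 2 libraries. A gene counted as higher or lower at the paper's thresholds, a fold above 1.25 and a Benjamini-Hochberg adjusted p of at most 0.05. The pseudocount makes the fold changes of genes with low CPM smaller than the ratio of their means.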

We validated that the proteins highly expressed in VCaP^ER^ were linked to ENZ-resistance globally and not only specific to our model by comparing to the proteome of previously established ENZ-resistant MR49F cell line, which was independently derived from the parental LNCaP cells (31). We show that proteins highly expressed in VCaP^ER^ correspond well with those highly expressed in MR49F, which was not the case for downregulated proteins (i.e. highly expressed in VCaP^CRPC^) (Supplemental Figure S3A and B).

We next sought to determine if the generated proteomics data truly recapitulated the determinants of clinical PCa, to further validate our resistance model. By comparing to patient proteomics data (35), we find that VCaP^CRPC^ and VCaP^ER^ proteomes correlate poorly with benign prostate hyperplasia (BPH) but show an increase in correlations with gradually increasing PCa grade (Figure 1E and F). Proteomics data from our VCaP^CRPC^ PCa models, and to a lower extent VCaP^ER^, correlate well with castration resistant cancer (CRPC) patient samples. Interestingly, VCaP^ER^ data correlates less with low-grade untreated PCa patient samples (T1C and T2, localized PCa) when compared to VCaP^CRPC^ (Figure 1F, Supplemental Figure S3C), which may indicate that the VCaP^ER^ proteome is more akin to advanced, treatment resistant PCa. Hence, here we present a novel model of PCa ENZ-resistance with high concordance to the main clinical features of advanced PCa and high similarity to established patient sample proteomes.

### Increased mitochondrial activity and reduced translation in ENZ-resistant cells

To investigate whether specific pathways or biological processes play a role in driving the emergence of ENZ-resistance in PCa, we inspected the differentially expressed proteins in VCaP^ER^ compared to VCaP and VCaP^CRPC^. Out of the 2548 identified proteins in our dataset, 185 were differentially expressed, with a significant increase in abundance for 80 proteins in VCaP^ER^, and a decrease for 105 (Figure 2A; Supplemental Figure S3D–F; Table S1). Moreover, expression of VCaP^ER^-enriched proteins was equivalent in both the parental VCaP and their castrate-resistant derivatives, VCaP^CRPC^ (Supplemental Figure S3E), suggesting that these genes do indeed correspond to a signature of enzalutamide resistant PCa cells.

**Figure 2.**
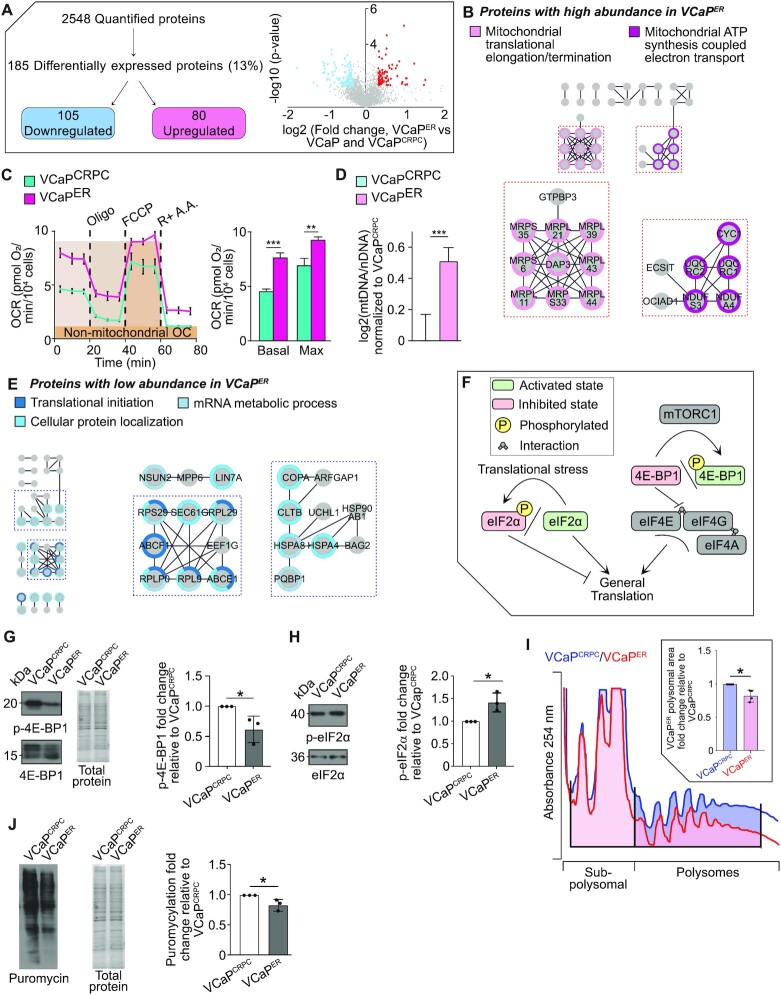
VCaP^ER^ are characterized by increased mitochondrial activity and decreased translation. (**A**) Mass spectrometry analysis showing differentially expressed proteins in VCaP^ER^ cells compared to VCaP^CRPC^ and VCaP (left). Volcano plot showing fold change between VCaP^ER^ cells and VCaP^CRPC^ (right). Significantly up- and downregulated proteins are marked by red and blue dots respectively. (**B**) Network analysis showing clusters formed by proteins highly expressed in VCaP^ER^ compared to VCaP^CRPC^. Main clusters are identified and highlighted in pink. (**C**) OCR of VCaP^ER^ and VCaP^CRPC^ cells during mitochondrial stress test (left) and basal and maximal OCR in VCaP^CRPC^ and VCaP^ER^ (right). Results are shown as the average and standard error of the mean (SEM) of 3 independent experiments performed in triplicates. (**D**) Mitochondrial DNA and nuclear DNA ratio in VCaP^CRPC^ and VCaP^ER^ cells. Results are shown as the logged average and SEM of 3 independent experiments performed in triplicates, normalized to VCaP^CRPC^. (**E**) Network analysis shows clusters formed by proteins lowly expressed in VCaP^ER^ compared to VCaP^CRPC^ and VCaP. Main clusters are identified and highlighted in blue. (**F**) Schematic of the effect of eIF2α and 4E-BP1 phosphorylation on translation. (**G**) Western-blot showing phosphorylation of 4E-BP1 and (**H**) eIF2α in VCaP^CRPC^ and VCaP^ER^ cell lines (left). Quantification of signal intensities (right), relative to VCaP^CRPC^. 4E-BP1 was normalized to total protein and p-eIF2α, to eIF2α. *n* = 3 biological replicates. (**I**) Polysomal profiles of VCaP^CRPC^ (blue) and VCaP^ER^ (red) (left) and quantification of area under curve of polysomal area (top right), normalized to sub-polysomal area and relative to VCaP^CRPC^. *n* = 4 biological replicates. (**J**) Puromycylation assay on VCaP^CRPC^ and VCaP^ER^ cell lines (left) and quantification (right) relative to VCaP^CRPC^ and normalized to total protein. *n* = 3 biological replicates. *P-value < 0.05

Gene network analyses revealed that ENZ-resistance promoted up-regulation of two main protein clusters, corresponding to mitochondrial translation factors and electron transport (Figure 2B; Supplemental Figure S4A, C; Table S2). Previous work has demonstrated that AR activation stimulates mitochondrial respiration and biogenesis (42–44,67–69). Thus, AR blockade with ENZ was expected to decrease this mitochondrial response, while ENZ-resistance would be expected to restore increased mitochondrial activity in PCa cells. Therefore, to assess if these changes in mitochondrial protein levels were indicative of an impact of ENZ-resistance on cellular metabolism and mitogenesis, we conducted extracellular flux analysis to quantify cellular oxygen consumption rates (OCR) (Figure 2C). Our results showed that ENZ-resistant VCaP^ER^ demonstrate a significant increase of basal mitochondrial respiration compared to VCaP^CRPC^ (Figure 2C). Furthermore, following a mitochondrial stress test, VCaP^ER^ cells also exhibited increased maximal respiration capacity (Figure 2C; right panel). In addition, to assess the impact of ENZ-resistance on mitochondrial cell content, mitochondrial DNA over nuclear DNA (mtDNA/nDNA) ratios were measured (Figure 2D, Supplemental Tables S3 and S4). A significant increase in mtDNA/nDNA was observed in VCaP^ER^ compared to VCaP^CRPC^. Altogether, these findings indicate increased mitochondrial content and activity in VCaP^ER^, in agreement with proteomics analyses demonstrating increased abundance for mitochondrial translation machinery and proteins of the electron transport chain.

We also investigated proteins with decreased abundance in VCaP^ER^ compared to VCaP^CRPC^. Network analyses found protein clusters involved in regulation of cytoplasmic translation and mRNA metabolic processes (Figure 2E; Supplemental Figure S4B, D; Table S2). Various translation regulators such as eIF4B, ABCE1 and 4E-BP1, or ribosomal proteins, for example RPL29 or RPL9 which have been linked to malignant PCa and other cancers (7,70–75), were found in low abundance in VCaP^ER^ (Figure 2E, Supplemental Figure S4B, D). These results were corroborated by GSEA (Supplemental Figure S5; Table S5) and together, suggest that ENZ-resistance may affect translation. We further defined the network corresponding to mRNA metabolic processes through less stringent analyses, which revealed enrichment of several proteins linked to alternative splicing, such as PQBP1, SNRNP70, HSPA8 and LSM3/7 (76,77) (Supplemental Figure S4B, D). To understand how a decrease in the expression of translation factors in VCaP^ER^ could affect global translation levels, we assessed phosphorylation levels of 4E-BP1 and eIF2α, which represent two major factors implicated in regulating the initiation step of translation (78) (Figure 2F). We show that, in addition to the observed decrease in total levels of the 4E-BP1 protein, VCaP^ER^ also display significantly reduced normalized levels of phosphorylated 4E-BP1 (Figure 2G, Supplemental Figure S2A,C). Correspondingly, higher eIF2α phosphorylation is detected in VCaP^ER^ (Figure 2H, Supplemental Figure S2D) indicating a decreased translation initiation compared to VCaP^CRPC^.

To further confirm that VCaP^ER^ have reduced global translation as compared to VCaP^CRPC^, we quantified polysomes, which mostly reflect the proportion of translating ribosomes. We observed a significantly diminished area under the curve in the polysomal fractions isolated from VCaP^ER^, compared to those corresponding to VCaP^CRPC^ (Figure 2I; Supplemental Figure S6-B, Table S6). This indicates that the overall relative level of translating ribosomes is lower in VCaP^ER^, which is consistent with the previously observed downregulation of translation initiation (Figure 2G, H). We corroborated these results using (ribo)puromycylation assays, in which VCaP^ER^ displayed significantly reduced protein synthesis (Figure 2J, Supplemental Figure S2E). To determine whether downregulated translation is a general feature of ENZ resistance, rather than a cell line-specific effect, we investigated polysomal profiles of LNCaP and their ENZ-resistant related cell line, MR49F. We observe that MR49F, similar to VCaP^ER^, exhibit a lower area under the curve for polysomal fractions (Supplemental Figure S7, Table S6), suggesting that a decrease in translation may be characteristic of ENZ resistance in the broader term.

Together, these results suggest that ENZ-resistant PCa cells are defined by alterations in mitochondrial composition and activity, but also by a general downregulation of translation.

### Genes encoding highly translated RNAs in VCaP^ER^ are drivers of PCa ENZ resistance

To better understand the mechanisms underlying the interplay of translation and development of drug resistance in PCa, we next investigated alterations in our transcriptome and translatome RNA-seq datasets. 

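In polyA RNA, SHH, which encodes the secreted ligand Sonic hedgehog (ENSG00000164690, GRCh37 chromosome 7, 155592680 to 155604967), rose from 221 ± 24.3 CPM in VCaP CRPC to 1559 ± 1071 CPM in VCaP ER (SD, n = 2, here and for the other means). Its log2 fold change was 2.63 (standard error 0.48, adjusted p = 0.0357 from limma). TFF1, a secreted trefoil peptide (ENSG00000160182, chromosome 21, 43782391 to 43786703), had 1.78 ± 0.448 CPM in VCaP CRPC and 19.3 ± 17.1 CPM in VCaP ER, a log2 fold change of 2.80 (standard error 0.56, adjusted p = 0.0484 from limma). The transmembrane mucin MUC13 rose by 2.73 on the same scale, to 10.7 ± 6.75 CPM, and HES1, a transcriptional repressor induced by Notch, by 2.59, to 13.2 ± 7.57 CPM. The cold-activated cation channel TRPM8 (ENSG00000144481, chromosome 2, 234826043 to 234928166), a gene regulated by androgens in the prostate, fell from 465 ± 31.3 to 84.3 ± 72.0 CPM, with a log2 fold change of −2.78 (standard error 0.49, adjusted p = 0.0308 from limma). RELN, the extracellular glycoprotein reelin, had a log2 fold change of −3.21 and PXDN, the matrix peroxidase peroxidasin, one of −3.03. Of 29 androgen receptor target genes tested, 1 rose, the kallikrein KLK4 at 1.44, 2 fell, TRPM8 and the zinc finger gene ZBTB10 at −1.01, and 26 did not pass the test. Adjusted over the list alone, 1 was higher and 4 were lower. Among 16 replication-dependent histone genes, HIST1H2AC (log2 fold change 1.47) and HIST1H4H (1.19) rose, and 6 were higher when adjusted over the list alone. The histone genes had a median log2 fold change of 0.63 and the 10 luminal prostate markers, all above 0, one of 0.37, both higher as lists (adjusted p = 2.71e-05 and 0.0174 from camera in limma, and 0.564 each with an estimated correlation between genes). As lists, cell cycle genes (29 of 30 below 0, median −0.43, adjusted p = 0.00616 from camera), endoplasmic reticulum stress genes (14 of 17 below 0, median −0.44, adjusted p = 0.00101) and 4 basal epithelial markers (median −0.60, adjusted p = 0.0278) were lower. With an estimated correlation, the adjusted p of these 3 lists was 0.998, 0.642 and 0.564. With a library left out, here and below, lists were tested with the preranked form of camera, which works on the gene statistics. In all, 92 genes were higher and 63 lower in VCaP ER, and edgeR's quasi-likelihood test on the recovered reads called 97 and 57. No gene named here passed without replicate 1 or without replicate 2 of VCaP CRPC polyA RNA, when 1 gene was called each time. In a limma fit of only these 4 libraries 0 genes passed (2273 at an unadjusted p under 0.05, and 0 with edgeR). Without replicate 1 of VCaP ER polyA RNA 1063 passed. The count also moved without a heavy polysome library, which enters only the variance, to 41 without replicate 1 or 2 of VCaP ER and to 246 and 250 without those of VCaP CRPC, and to 58 and 56 without replicate 1 and 2 of VCaP polyA RNA. Leaving out replicate 2 of VCaP ER polyA RNA also ended the calls of SHH (adjusted p = 0.0663 from limma), TFF1 (0.0773), HES1 (0.0577), RELN (0.0623), ZBTB10 (0.0827), HIST1H2AC (0.0561) and HIST1H4H (0.065). It ended those of the endoplasmic reticulum stress (0.28 from camera) and luminal lists (0.231), and turned the cell cycle genes into a list called higher (median 0.38, adjusted p = 2.21e-05). The histone (0.245) and basal calls (0.0823) were lost without replicate 1 of VCaP ER, the basal call (0.0922) without replicate 1 of VCaP CRPC, and the luminal and cell cycle calls (0.0719 each) without replicate 2 of VCaP CRPC. TFF1's call was lost as well with a pseudocount of 0.1 CPM (adjusted p = 0.0571 from limma), no filter (0.0708), a filter at 5 CPM (0.0672), TMM factors (0.0536), centring (0.0527) and the replicate number as a block (0.0741). So was that of SHH with no filter (0.053) and the block (0.0505), that of HIST1H4H with a pseudocount of 0.1 CPM (0.0519), a filter at 5 CPM (0.0688) and the block (0.0511), and that of ZBTB10 with the block (0.0511).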

Analysis of the transcriptome revealed 608 genes with increased RNA abundance in VCaP^ER^ compared to VCaP^CRPC^, and 361 genes with low RNA abundance (Figure 3A; Supplemental Table S7). We also assessed RNA association to ribosomes by sequencing RNAs isolated from heavy polysomal fractions. This highlighted 814 RNAs with higher, and 930 with lower association to ribosomes in VCaP^ER^ compared to VCaP^CRPC^ (Figure 3A; Supplemental Table S7). 

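The largest rise in heavy polysome RNA was that of SLC7A11, the transporter subunit that imports cystine in exchange for glutamate (ENSG00000151012, GRCh37 chromosome 4, 139085251 to 139163503). It rose from 7.47 ± 1.11 CPM in VCaP CRPC to 146 ± 51.4 CPM in VCaP ER (SD, n = 2, here and for the other means), a log2 fold change of 4.16 (standard error 0.33, adjusted p = 0.000707 from limma). CHAC1, which degrades glutathione (chromosome 15, 41245160 to 41248710), rose from 0.703 ± 0.0952 to 18.5 ± 9.48 CPM (log2 fold change 3.89, standard error 0.48, adjusted p = 0.00351 from limma). The neutral amino acid transporter SLC7A5 rose from 1.04 ± 0.187 to 13.7 ± 8.31 CPM and asparagine synthetase, ASNS, from 91.2 ± 32.4 to 284 ± 25.2 CPM. These 4 genes belong to a list of 30 targets of the transcription factor ATF4 and the integrated stress response, of which 13 rose, 0 fell and 17 did not pass the test (18 higher when adjusted over the list alone). The list's median log2 fold change was 0.74 (adjusted p = 1.04e-13 from camera in limma, 0.498 with an estimated correlation). VAV3, a guanine nucleotide exchange factor, rose from 4.46 ± 0.884 to 61.8 ± 0.236 CPM, and SHH from 43.6 ± 26.3 to 452 ± 119 CPM. TRPM8 fell from 483 ± 154 to 42.3 ± 9.86 CPM and CACNA2D1, a calcium channel subunit, from 15.1 ± 3.33 to 0.996 ± 0.0412 CPM. Of the 29 androgen receptor target genes, 4 fell, TRPM8, the kallikrein KLK2 (log2 fold change −1.22), PMEPA1 (−1.17) and PTGER4 (−1.28), and 6 were lower when adjusted over the list alone. Among enzymes of androgen synthesis and inactivation, AKR1C3 (−1.20) and UGT2B17 (−1.25) fell, with 4 lower when adjusted over the list alone, and among cholesterol synthesis genes the sterol carrier STARD4 (−2.21) and the sterol sensor INSIG1 (−0.96) fell, with 3 lower when adjusted over the list alone. The median log2 fold change was −0.25 for androgen receptor targets (adjusted p = 0.0234 from camera), −0.24 for the androgen enzymes (0.0371), −0.36 for cholesterol synthesis (0.00273), −0.27 for 78 cytoplasmic ribosomal proteins (0.00215), −0.21 for 76 mitochondrial ribosomal proteins (0.0220), −0.19 for 76 subunits of electron transport and ATP synthase (0.0159) and −0.70 for the histone genes (0.00215). With an estimated correlation, the adjusted p of these 7 lists lay between 0.498 and 0.772. In all, 294 genes were higher and 333 lower in heavy polysome RNA of VCaP ER, against 288 and 334 with edgeR's quasi-likelihood test. The count of 627 became 55 without replicate 2 and 292 without replicate 1 of VCaP ER heavy polysome RNA and 383 without replicate 1 of VCaP CRPC heavy polysome RNA. Without a polyA RNA library, which enters only the variance, it was 1433 and 1439 for replicate 1 and 2 of VCaP ER, 309 and 308 for those of VCaP CRPC and 311 for either of VCaP. Without replicate 2 of VCaP ER heavy polysome RNA, SLC7A11, SLC7A5, VAV3, CACNA2D1 and STARD4 still passed. CHAC1 (adjusted p = 0.0515 from limma), ASNS (0.0589), SHH (0.07), TRPM8 (0.0746), KLK2 (0.217), PMEPA1 (0.14), PTGER4 (0.052), AKR1C3 (0.0657), UGT2B17 (0.0988) and INSIG1 (0.109) did not. Nor did the lists of cytoplasmic ribosomal proteins (0.307 from camera), mitochondrial ribosomal proteins (0.224) and electron transport (0.284). Those 3 lists (0.224, 0.425 and 0.244), the histone list (0.0737), the androgen receptor targets (0.075) and the androgen enzymes (0.075) were lost also without replicate 2 of VCaP CRPC heavy polysome RNA. Cholesterol synthesis (0.311) and the androgen enzymes (0.123) were lost without its replicate 1, and the androgen receptor targets (0.0739) and androgen enzymes (0.119) without replicate 1 of VCaP ER. KLK2, PMEPA1, PTGER4, AKR1C3, UGT2B17 and INSIG1 were lost without replicate 1 of either line (adjusted p from 0.0574 to 0.142 from limma), and KLK2 with no filter (0.0616). KLK2 (0.0686), UGT2B17 (0.0635) and INSIG1 (0.0678) were lost also without replicate 2 of VCaP CRPC heavy polysome RNA, and so without any of the 4 libraries compared.

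**Figure D1:**
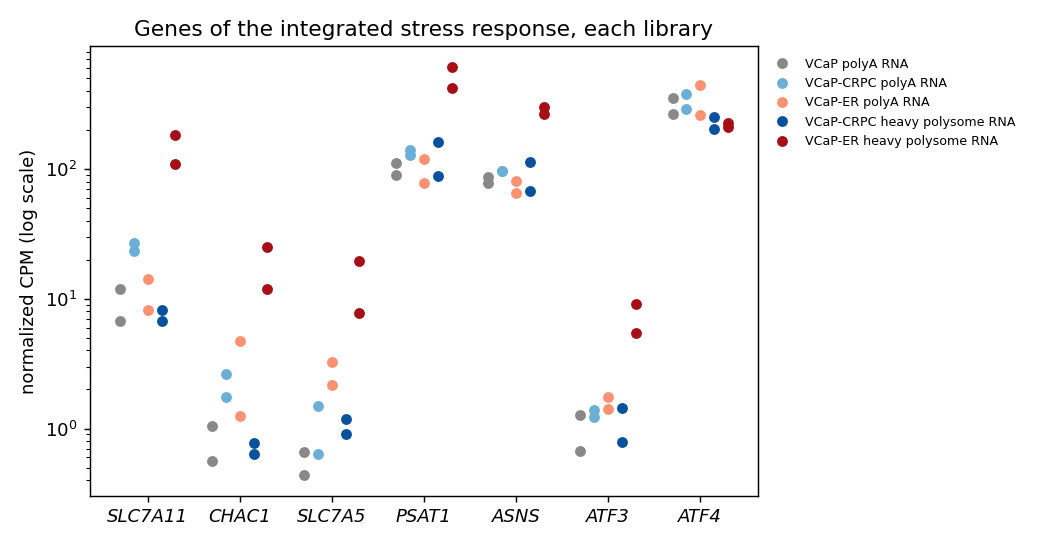
CPM of 7 genes of the ATF4 and integrated stress response list in each library of the 5 groups, on a log axis, with 1 point per library. SLC7A11, CHAC1, SLC7A5, PSAT1, ASNS and ATF3 lie highest in the 2 VCaP ER heavy polysome libraries, and ATF4 does not; PSAT1, ATF3 and ATF4 were chosen after their values were seen.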

While we do observe good correlation between the transcriptomes and translatomes of VCaP^ER^ and VCaP^CRPC^ in general (Supplemental Figure S8A-B), it was not always the case with top varying genes. 

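Across genes above 0 in both kinds of RNA, the log2 mean CPM of polyA RNA and of heavy polysome RNA had a Pearson correlation of 0.959 in VCaP CRPC (18189 genes, Spearman's rho 0.961) and of 0.955 in VCaP ER (18144 genes, Spearman's rho 0.961). These are correlations across genes, which are not independent replicates. Single genes departed from it in both directions. TFF1, which rose in polyA RNA, had a log2 fold change of −0.31 in heavy polysome RNA (adjusted p = 0.802 from limma), and HES1 had one of 1.37 (adjusted p = 0.109). SLC7A11 had 25.2 ± 2.59 CPM in VCaP CRPC polyA RNA and 11.3 ± 4.30 CPM in VCaP ER polyA RNA (SD, n = 2), a log2 fold change of −1.17 (standard error 0.33, adjusted p = 0.139 from limma), against its rise in the polysomes. The calcium channel subunit CACNA2D1, named here after its values were seen, fell alike in both, at −3.51 in polyA RNA (adjusted p = 0.000128 from limma) and −3.37 in heavy polysome RNA. The log2 fold changes of the 2 kinds of RNA between the lines had a correlation across all tested genes of 0.205. It was 0.764 over the 155 genes called in polyA RNA and 0.590 over the 627 called in heavy polysome RNA, where the selection of large changes widens the range.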

In fact, 37% of significantly upregulated genes in VCaP^CRPC^ (136 out of 361) were also more associated to ribosomes, while only 20% (119 out of 608) of significantly upregulated genes in VCaP^ER^ also showed increased association to ribosomes (Figure 3A). Therefore, highly transcribed RNAs in VCaP^ER^ tend to have a lesser propensity to associate with ribosomes, which is consistent with our biochemical results from above (Figure 2G–I). This suggests potential perturbations of the translating RNA pool in ENZ-resistant cells, which are independent from RNA abundance. It also echoes the overall decrease in translation in ENZ-resistant cells, and potentially reflects a decrease in overall translational rate.

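SHH and VAV3 were among 24 genes that were higher in VCaP ER in both kinds of RNA, and TRPM8, PXDN and CACNA2D1 among 25 that were lower in both. The 24 genes were 26.1% of the 92 higher in VCaP ER polyA RNA, and the 25 were 39.7% of the 63 higher in VCaP CRPC. PXDN had 176 ± 22.1 CPM in VCaP CRPC heavy polysome RNA and 39.9 ± 15.3 CPM in that of VCaP ER (SD, n = 2), a log2 fold change of −2.18 (adjusted p = 0.0311 from limma), and VAV3 had 7.02 ± 2.10 and 34.7 ± 13.6 CPM in polyA RNA, a log2 fold change of 2.20 (adjusted p = 0.0177 from limma). MUC13, among the largest rises in polyA RNA, had 0.0659 and 0.444 CPM in the heavy polysomes (log2 fold change 0.74, adjusted p = 0.265). Independent lists of these sizes would share 1.59 and 1.24 genes, and 0 genes passed limma's test in opposite directions. The authors' deposited calls, more in number, gave 18.9% of 628 genes higher in VCaP ER and 37.1% of 367 higher in VCaP CRPC. With limma's calls the difference between 26.1% and 39.7% did not pass Fisher's exact test (two-sided p = 0.0813). That test takes genes as independent and had few of them here, so it does not speak against the paper's difference. The share among the genes higher in VCaP CRPC was 22.5% without replicate 1 of VCaP CRPC heavy polysome RNA, 23.5% without replicate 2 of VCaP ER heavy polysome RNA, and rested on 1 gene without either polyA RNA library of VCaP CRPC. VAV3's call in polyA RNA was lost without replicate 1 or 2 of VCaP CRPC (adjusted p = 0.0781 and 0.168 from limma), and PXDN's call in heavy polysome RNA without any of the 4 libraries compared (0.0668 to 0.228).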

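From the smaller shared fraction among RNAs upregulated in VCaP ER (Figure 3A), the paper infers that highly transcribed RNAs in these cells tend to associate less with ribosomes. The 92 genes higher in VCaP ER polyA RNA had a median log2 fold change of 1.47 there and of 0.54 in heavy polysome RNA, and 67 of them (72.8%) were above 0 in the polysomes. The 63 genes lower in VCaP ER polyA RNA had medians of −1.47 and −0.73, and 57 of them (90.5%) were below 0 in the polysomes. The log2 ratio of heavy polysome to polyA RNA, VCaP ER over VCaP CRPC, thus had a median of −0.97 among the first group and of 0.60 among the second. MATN2, the matrix protein matrilin-2, rose by 2.57 in polyA RNA and had a log2 fold change of 1.76 in heavy polysome RNA (adjusted p = 0.0335 from limma), and LIN7A, a scaffold protein of cell junctions, fell in both, at −2.19 and −3.15 (adjusted p = 0.00473 from limma in heavy polysome RNA). The polyA RNA libraries enter both the choice of these genes and the ratio, so a chance deviation in them moves a gene into the group and its ratio away from 0 in the opposite direction. LIN7A's call in polyA RNA was lost without either VCaP CRPC library and without replicate 2 of VCaP ER (adjusted p = 0.0954 from limma). It was lost as well with a pseudocount of 0.1 CPM (0.0571), no filter (0.0704), a filter at 5 CPM (0.0602), TMM factors (0.0536), the replicate block (0.0707), only the libraries compared (0.214) and edgeR's quasi-likelihood test (0.0571). MATN2's call was lost without either VCaP CRPC library (0.137 and 0.106) and with only the libraries compared (0.147).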

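The ATF4 and integrated stress response genes were higher in heavy polysome RNA (adjusted p = 1.04e-13 from camera, 0.498 with an estimated correlation) without a like change in polyA RNA. In polyA RNA, 12 of the 30 tested lay above 0 and 18 below, with a median log2 fold change of −0.07 (adjusted p = 0.95 from camera in limma). SLC7A5 was among the 12, with a log2 fold change of 1.07, against 3.07 in heavy polysome RNA. ASNS had 96.6 ± 0.910 CPM in VCaP CRPC polyA RNA and 72.8 ± 10.6 CPM in VCaP ER polyA RNA (SD, n = 2; adjusted p = 0.423 from limma), and CHAC1 had 2.18 ± 0.624 and 2.99 ± 2.47 CPM (adjusted p = 0.893 from limma). ATF4 itself, named after its values were seen, had 336 ± 62.4 and 353 ± 130.4 CPM in polyA RNA and 228 ± 32.9 and 219 ± 12.6 CPM in heavy polysome RNA of the 2 lines. A pair of translation initiation factors rose in heavy polysome RNA, EIF4G3 (log2 fold change 0.76, adjusted p = 0.0302 from limma) and EIF2S3 (0.62, adjusted p = 0.0412), and had values of −0.03 and −0.14 in polyA RNA. They were the 2 of 52 initiation factors and regulators called, also when adjusted over the list alone, and the list's median of −0.02 turned positive with TMM factors or with centring (adjusted p = 0.655 from camera). Both calls were lost without replicate 2 of VCaP ER heavy polysome RNA (adjusted p = 0.189 and 0.178 from limma) and without either replicate of VCaP CRPC heavy polysome RNA (0.0506 and 0.0764 for EIF4G3, 0.0939 and 0.0644 for EIF2S3). That of EIF2S3 was lost without replicate 1 of VCaP ER too (0.126). Neither passed with only the libraries compared (0.0916 for EIF4G3 and 0.122 for EIF2S3) or with a common dispersion in edgeR (0.0608 and 0.165).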

**Figure 3.**
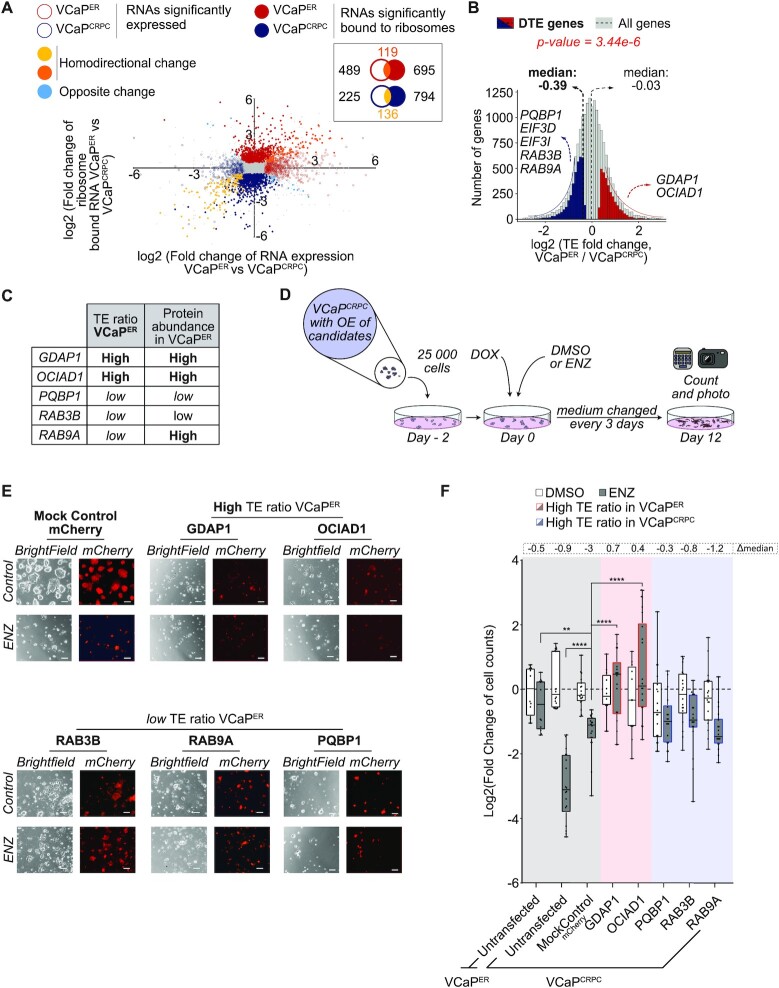
Highly translated genes in VCaP^ER^ are drivers of PCa ENZ resistance. (**A**) Scatterplot highlighting RNAs significantly increased or decreased in the transcriptome (empty circles) or translatome (full circles) in VCaP^ER^ (red) compared to VCaP^CRPC^ (blue). Significant genes are colored. *n* = 2 biological replicates for each condition. (**B**) TE ratios for all genes, and for genes with a significant differential TE ratio in VCaP^ER^ compared to VCaP^CRPC^ (red for higher and blue for lower TE ratio). Medians are indicated with dashed lines (thin line for all genes, bold line for genes with significant differences in TE ratio). (**C**) Table of gene candidates selected for additional studies. (**D**) Schematic of overexpression experiments for candidate genes. (**E**) Representative images of cell lines for GDAP1, OCIAD1, RAB3B, RAB9A and PQBP1. Scale bar: 100 uM. (**F**) Fold changes of viable cell counts for cell lines overexpressing candidate genes with ENZ treatment normalized to control without ENZ treatment. Differences between ENZ-treated and control in log2(fold changes) are indicated as Δmedian. *n* = 2 or 3 biological replicates. *P-value < 0.05; **P-value < 0.01; ***P-value < 0.001; ****P-value < 0.0001. Only significant comparisons are shown.

To assess the translation rate of RNAs, we normalized polysomal occupancy of an RNA to its total abundance, giving us a metric called translation efficiency (TE). We then calculated a TE ratio for individual genes by taking the fold change in TE values between VCaP^ER^ and VCaP^CRPC^ (Figure 3B; Supplemental Table S8). 

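The ratio of heavy polysome to polyA RNA was compared between VCaP ER and VCaP CRPC as an interaction in the limma model, which gives a log2 TE ratio for each gene. Between these kinds of RNA, deviations of same-numbered replicates from their group means correlated at −0.06 in VCaP CRPC and −0.10 in VCaP ER. Any difference between the cultures used for each kind of RNA would enter every TE ratio. Over all 16970 tested genes the median log2 TE ratio was −0.04, and over the 16 ways of pairing 1 library from each of the 4 groups it ran from −0.08 to 0.01. Each library is scaled to its own size, which holds this median near 0. It can therefore neither show nor refute a fall in total translation, which the paper measured by polysome area and puromycylation. Protein-coding genes had a median of −0.07, from −0.13 to −0.01 over the pairings. The TE ratio lay below 1 by more than 1.25-fold for 4339 mRNAs (31.3%) and above 1 by more than 1.25-fold for 3175 (22.9%), without regard to a test. Genes of electron transport and ATP synthase had a median of −0.23, with 60 of 76 below 0 (adjusted p = 0.0120 from camera in limma, 0.832 with an estimated correlation), and cholesterol synthesis genes one of −0.49, with 18 of 22 below 0 (adjusted p = 0.0129 and 0.819). Replication-dependent histone genes had the lowest median of the 22 lists tested, −1.34, with 16 of 16 below 0 and 11 lower when adjusted over the list alone (adjusted p = 1.6e-08 from camera), and luminal prostate markers had −0.53, with 4 of 10 lower when adjusted over the list alone (adjusted p = 0.0472). With an estimated correlation both lists had an adjusted p of 0.496. Past the thresholds of limma were 9 genes, 6 with a higher and 3 with a lower TE ratio, against 3015 at an unadjusted p under 0.05, and edgeR's quasi-likelihood test called 7 and 5. The count was 0 without replicate 2 of VCaP ER heavy polysome RNA (2243 at an unadjusted p under 0.05, and 0 with edgeR). It was 1 and 3 without replicate 1 and 2 of VCaP CRPC polyA RNA, 304 and 616 without replicate 1 and 2 of VCaP ER polyA RNA, 22 without replicate 1 of VCaP CRPC heavy polysome RNA and 42 without replicate 1 of VCaP ER heavy polysome RNA. Without replicate 1 or replicate 2 of VCaP polyA RNA, which enters only the variance, it was 1. The median over all genes was above 0, at 0.03, when each library was centred on its protein-coding genes. Of the 4 lists the histone call alone held without each library in turn. That of electron transport was lost without replicate 1 of VCaP ER polyA RNA (adjusted p = 0.804 from camera) and replicate 2 of VCaP CRPC or VCaP ER heavy polysome RNA (0.179 and 0.199). That of cholesterol synthesis was lost without replicate 1 of VCaP CRPC polyA RNA (0.145), VCaP ER polyA RNA (0.36) or VCaP CRPC heavy polysome RNA (0.29), and that of the luminal markers without replicate 2 of VCaP CRPC or VCaP ER polyA RNA (0.0761 and 0.193) or replicate 1 of VCaP ER heavy polysome RNA (0.105).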

Consistent with the VCaP^ER^ translatome and proteome data, we observe a general decrease in TE ratios in VCaP^ER^ compared to VCaP^CRPC^ (i.e. less ribosome association of RNAs in VCaP^ER^ than in VCaP^CRPC^, with a median logged TE ratio of −0.39 for genes with a differential TE ratio) (Figure 3B). However, this decrease does not equally affect all RNAs, as we detect a small portion of RNAs for which association to ribosomes is instead increased in ENZ-resistant cells, and whose proteins were also upregulated in the VCaP^ER^ proteome (corresponding to 13% of proteins with increased abundance in VCaP^ER^, Supplemental Figure S9). This specific set of RNAs therefore escapes the translation downregulation observed in ENZ-resistant cells, resulting in increased protein abundance. 

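The TE ratio of SLC7A11 was the highest of all called, with a log2 value of 5.33 (standard error 0.47, adjusted p = 0.00445 from limma), from a TE of 0.297 in VCaP CRPC and of 12.9 in VCaP ER. ANK2, which encodes ankyrin-B, an adaptor between membrane proteins and the cytoskeleton (chromosome 4, 113739265 to 114304896), went from 4.82 ± 0.0153 to 10.8 ± 0.571 CPM in heavy polysome RNA and from 10.9 ± 2.34 to 5.51 ± 0.0370 CPM in polyA RNA (SD, n = 2), a log2 TE ratio of 1.98. NSRP1, a nuclear speckle splicing regulator (chromosome 17, 28442539 to 28513493), had 1.91, and BEST1, a chloride channel with at most 2.52 CPM in any group that is named after its values were seen, had 2.77 (4.56 and 1.95 with pseudocounts of 0.1 and 1 CPM). Lower TE ratios were found for DDAH2, the relative of an enzyme that degrades methylarginines (−1.61), for the homeobox gene IRX4 (−2.31), which had 22.9 ± 3.21 CPM in VCaP CRPC and 4.06 ± 0.156 CPM in VCaP ER heavy polysome RNA, and for the sialyltransferase ST6GALNAC1 (−3.27), which had 9.28 ± 1.87 and 0.301 ± 0.00857 CPM there. Each of these 6 had an adjusted p of 0.0414 from limma. None of them passed with a pseudocount of 1 CPM (0.0658 to 0.0715) or with only the libraries compared (0.0789 to 0.140), and 5 did not with no filter (0.0647 to 0.0742), where BEST1 did (0.0425). With the replicate number as a block NSRP1 alone of the 6 passed (0.035). The ATF4 and integrated stress response genes had a median log2 TE ratio of 0.94, with 23 of 30 above 0, SLC7A11 past the test over all genes, and 15 higher and 1 lower when adjusted over the list alone (adjusted p = 1.99e-09 from camera, 0.496 with an estimated correlation). PSAT1, an enzyme of serine synthesis, had a log2 TE ratio of 2.55 (adjusted p = 0.0680 from limma), ASNS one of 2.09 (0.0561) and CHAC1 one of 3.70 (0.0779). SLC7A11's call was lost without replicate 2 of VCaP ER heavy polysome RNA (log2 TE ratio 4.97, adjusted p = 0.0816 from limma) and held without each other library. The other 6 lost theirs without that library (0.0831 for BEST1, 0.162 for the rest), without replicate 1 of VCaP CRPC polyA RNA (0.266) and without either VCaP library (0.0787 to 0.141). So did all but ST6GALNAC1 without replicate 2 of VCaP CRPC polyA RNA. Omission of replicate 2 of VCaP CRPC heavy polysome RNA ended all 6 calls (0.0512 to 0.0691). That of its replicate 1 ended the calls of ANK2 (0.0516), NSRP1 (0.0534) and IRX4 (0.0518), and that of replicate 1 of VCaP ER heavy polysome RNA those of ANK2 (0.0512), IRX4 (0.0537) and ST6GALNAC1 (0.052).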

We selected several candidate mRNAs with either increased or decreased TE in VCaP^ER^ for RT-qPCR validation. We selected mRNAs detected with a minimum of 5 CPM in transcriptome and translatome to ensure detection by RT-qPCR, and whose corresponding proteins were also differentially expressed. Changes in TE were confirmed for these candidates (Supplemental Figure S8C, Tables S3 and S4). We further validated our results assessing translation efficiency using available software, such as annota2seq and deltaTE (51,52). We observed high concordance between our method and the deltaTE software (Supplemental Figure S10), which further validates our analyses.

The next step was therefore to investigate whether the polysome-bound mRNAs encoding higher abundance proteins in VCaP^ER^ could act as molecular indicators of resistance acquisition. 

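The mitochondrial outer membrane protein GDAP1 (ENSG00000104381, GRCh37 chromosome 8, 75233365 to 75401107) had 224 ± 45.9 CPM in VCaP CRPC polyA RNA, 161 ± 1.07 CPM in VCaP ER polyA RNA, 198 ± 20.1 CPM in VCaP CRPC heavy polysome RNA and 208 ± 8.50 CPM in VCaP ER heavy polysome RNA (SD, n = 2, here and for the other means). Its log2 TE ratio between the lines was 0.53 (standard error 0.24, adjusted p = 0.276 from limma). OCIAD1, an endosomal and mitochondrial protein (chromosome 4, 48807229 to 48863834), had 252 ± 17.5 CPM in VCaP ER heavy polysome RNA and 219 ± 14.1 CPM in that of VCaP CRPC, with a log2 TE ratio of 0.33 (standard error 0.20, adjusted p = 0.403 from limma). PQBP1, which binds polyglutamine tracts and takes part in splicing (chromosome X, 48755195 to 48760420), had 26.0 ± 0.681 CPM in VCaP CRPC polyA RNA, 34.0 ± 7.86 CPM in VCaP ER polyA RNA, 40.2 ± 1.22 CPM in VCaP CRPC heavy polysome RNA and 26.1 ± 1.16 CPM in VCaP ER heavy polysome RNA, and a log2 TE ratio of −0.97 (standard error 0.25, adjusted p = 0.110 from limma). RAB3B, a small GTPase of regulated exocytosis (chromosome 1, 52373628 to 52456436), fell in heavy polysome RNA from 245 ± 20.5 to 100.3 ± 14.5 CPM (log2 fold change −1.29, standard error 0.19, adjusted p = 0.00689 from limma), and had 246 ± 46.4 CPM in VCaP CRPC and 178 ± 24.1 CPM in VCaP ER polyA RNA. RAB3B had a log2 TE ratio of −0.82 (standard error 0.27, adjusted p = 0.168 from limma). RAB9A, a small GTPase of transport from late endosomes to the trans-Golgi (chromosome X, 13707244 to 13728625), had 27.7 ± 1.85 and 42.3 ± 1.80 CPM in polyA RNA, 30.1 ± 6.72 and 34.8 ± 5.49 CPM in heavy polysome RNA, and a log2 TE ratio of −0.39 (standard error 0.27, adjusted p = 0.459 from limma). None of these 5 mRNAs passed the test of the TE ratio. PQBP1 passed without replicate 2 of VCaP ER polyA RNA. That fit leaves the group with the widest replicate difference out of the variance, so it is no stronger support. The call of RAB3B in heavy polysome RNA was lost without replicate 1 or replicate 2 of VCaP ER heavy polysome RNA. A simulation with known changes gave a gene the same dispersion in every group. With 2 replicates in each of 4 groups, it found 71.2% of the genes whose TE ratio was changed 4-fold. Of those changed by a factor of 2 it found 2.99%.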

From the mRNAs which we had previously validated through RT-qPCR, we selected two candidates with high TE and high protein abundance in VCaP^ER^, but also three with low TE ratios, which represent VCaP^CRPC^ cells, for further study (Figure 3B, C; Supplemental Figure S9). To validate the importance of candidate genes in the pathology of PCa in patients, we analyzed the publicly available TCGA patient database. As proteomics data is seldom available in this database, we analyzed the link between mRNA abundance of our candidates in patient samples and key indicators of PCa grade or resistance. We show that for both high TE (enriched in polysomes in VCaP^ER^) and low TE (enriched in polysomes in VCaP^CRPC^) candidates, mRNA abundance is often linked with a higher occurrence of the PCa-specific ETS fusion (79) (Supplemental Figures S11A and S12A), a higher AR score (Supplemental Figures S11B and S12B), which is linked to PCa development, and to higher detection of the AR-V7 splice variant of the androgen receptor (Supplemental Figures S11C and S12C). Only the high TE mRNA *GDAP1* was significantly and positively associated to NEPC score of patient samples, which constitutes an indicator for an advanced PCa stage, and often occurs after development of resistance (80) (Supplemental Figures S11D and S12D).

However, increased expression of a protein can occur in cancers due to several mechanisms, which include driver and passenger mutations (81), increased proliferation (82), and unstable metabolism and altered protein synthesis (83). Therefore, an increase in translation of an mRNA and accumulation of its protein does not necessarily mean that it would promote cancer resistance to therapy. Therefore, to determine if our identified candidates could play a role in the development of resistance, we performed overexpression experiments. VCaP^CRPC^ stably expressing either candidates or controls under a doxycycline-controlled TetO promoter (Supplemental Figure S13) were generated and grown with or without ENZ (Figure 3D and E). As expected, VCaP^CRPC^ and mock derivatives expressing a control protein remained sensitive to ENZ. However, expressing two candidates that have high TE ratio resulted in ENZ resistance (Figure 3F); whereas, expressing candidates with low TE ratios did not induce resistance to ENZ in VCaP^CRPC^. Taken together, these results suggest that genes encoding mRNAs that escape the general translation downregulation observed in ENZ-resistant cells are potential drivers of PCa resistance to enzalutamide.

### lncRNAs associate with ribosomes and drive ENZ resistance in VCaP^ER^

In the past few years, several studies have highlighted association of previously unsuspected RNAs to ribosomes in the context of cancer, with wide-ranging consequences on cancer biology (84–87). For example, non-canonical association of non-coding RNAs (ncRNAs) with ribosomes has been shown to result in the production of functional peptides in multiple cancers, controlling tumor initiation or growth (88–94). Moreover, polysome profiling datasets enable us to easily investigate such unconventional RNA associations to ribosomes. We therefore sought to identify polysome-associated non-coding RNAs in our ENZ-resistance model (Figure 4A). We found that while mRNAs associate less with polysomes in resistant PCa cells, the same is not true for non-coding RNAs. Specifically, long intergenic non-coding RNAs (lincRNAs) and non-coding processed transcripts were found at a frequency much higher than expected in the VCaP^ER^ polysomal fractions (Figure 4A). Furthermore, while the global decrease in logged TE ratio previously observed (Figure 3B) was maintained in coding mRNAs (median = −0.41 for mRNAs with a differential TE) (Figure 4B, left panel), we found the opposite in long non-coding RNAs (lncRNAs), which exhibited a generally higher logged TE ratio in VCaP^ER^ (median = 0.51 for lncRNAs with a differential TE), (Figure 4B, right panel). 

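A log2 TE ratio above 0 was found for 44.8% of 13869 mRNAs, 58.7% of 815 lincRNAs, 57.9% of 763 antisense RNAs, 66.1% of 301 processed transcripts and 54.9% of 1002 pseudogenes. Above 1 by more than 1.25-fold, without regard to a test, were 241 lincRNAs (29.6%), 202 antisense RNAs (26.5%), 109 processed transcripts (36.2%) and 266 pseudogenes (26.5%). Below 1 by more than 1.25-fold were 143 lincRNAs (17.5%), 131 antisense RNAs (17.2%), 37 processed transcripts (12.3%) and 227 pseudogenes (22.7%). MALAT1, an abundant nuclear lincRNA, had a log2 TE ratio of 0.86 and NEAT1, the scaffold of paraspeckles, one of −0.24 (adjusted p = 0.561 and 0.784 from limma). At an unadjusted p under 0.05, 1165 mRNAs were higher and 1532 lower, and 53 and 31 lincRNAs, 46 and 26 antisense RNAs, 21 and 9 processed transcripts and 61 and 44 pseudogenes. The median expression was 27.6 CPM for mRNAs and between 0.917 CPM for antisense RNAs and 1.39 CPM for processed transcripts in the other classes, so the ratios of the non-coding classes carry more counting noise. Antisense RNAs overlap a coding gene, and reads of the 2 genes can be told apart only if strand was used in counting, which is not stated.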

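In heavy polysome RNA, 7 lincRNAs rose and 9 fell in VCaP ER, 3 antisense RNAs rose and 11 fell, 2 processed transcripts rose and 2 fell, and 9 pseudogenes rose and 10 fell, beside 272 and 298 mRNAs. Antisense RNAs were 1.02% of the higher and 3.30% of the lower calls, processed transcripts 0.680% and 0.601%, pseudogenes 3.06% and 3.00%, and mRNAs 92.5% and 89.5%. The smallest p of Fisher's exact test was that of antisense RNAs, 0.0612, or 0.612 after adjustment over the classes and kinds of RNA tested. With a common dispersion 48 lincRNAs rose and 37 fell (adjusted p = 0.0478), and without replicate 2 of VCaP ER polyA RNA 28 and 16 (0.0402). In polyA RNA, 2 lincRNAs and 2 antisense RNAs rose, 2 lincRNAs fell, and 1 pseudogene rose and 3 fell, beside 86 and 57 mRNAs. The lincRNA HOTAIR, transcribed from the HOXC cluster (chromosome 12, 54356092 to 54368740), rose in polyA RNA from 0.352 ± 0.217 to 1.59 ± 0.0898 CPM (SD, n = 2), a log2 fold change of 1.32 (adjusted p = 0.0302 from limma). It was the call among 10 lncRNAs known from prostate cancer, of which 2 were higher and 1 lower adjusted over the list alone (adjusted p = 0.719 from camera). KCNQ1OT1, an imprinted antisense RNA kept in the nucleus (chromosome 11, 2629558 to 2721224), rose in heavy polysome RNA from 5.57 to 10.9 CPM (log2 fold change 0.91, adjusted p = 0.0312 from limma), and 2 of 6 nuclear-retained RNAs were higher adjusted over the list alone (median 0.44, adjusted p = 0.0574 from camera). Host genes of snoRNAs, 17 tested, had medians of −0.05 in polyA RNA and −0.07 in heavy polysome RNA (adjusted p = 0.997 and 0.994 from camera). HOTAIR did not pass without replicate 2 of VCaP ER polyA RNA (adjusted p = 0.053 from limma) or without either VCaP CRPC polyA RNA library (0.281 and 0.105), KCNQ1OT1 did not pass without replicate 2 of VCaP CRPC heavy polysome RNA (0.0819), replicate 1 of VCaP ER heavy polysome RNA (0.141) or replicate 2 of VCaP ER heavy polysome RNA (0.0979), and the list of nuclear-retained RNAs passed without replicate 1 of VCaP ER heavy polysome RNA (0.0157 from camera). With only the libraries compared, HOTAIR (0.197) and KCNQ1OT1 (0.116) did not pass.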

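The median log2 TE ratio was 0.09 for lncRNAs, taken with pseudogenes as in the paper, against −0.07 for mRNAs, a difference of 0.16 that ran from 0.02 to 0.27 over the 16 pairings of libraries. LincRNAs had a median of 0.09 (−0.02 to 0.20 over the pairings), antisense RNAs 0.09 (−0.05 to 0.22), processed transcripts 0.17 (0.01 to 0.30) and pseudogenes 0.06 (−0.04 to 0.14). Against 2881 mRNAs matched to the lncRNAs in expression (median 1.27 CPM for the mRNAs and 1.07 CPM for the lncRNAs), whose median was −0.08, the difference was 0.17 and lay above 0 in 16 of 16 pairings. KCNQ1OT1 had a log2 TE ratio of 1.37 (adjusted p = 0.0839 from limma), and the nuclear-retained RNAs as a list had a median of 0.42 (adjusted p = 0.132 from camera). The 10 lncRNAs known from prostate cancer had a median of −0.46, with 2 lower adjusted over the list alone (adjusted p = 0.352 from camera), and the snoRNA host genes one of −0.08 (adjusted p = 0.997). The pairings share libraries and are not replicates, and genes are not independent, so no p-value is attached to the difference between the classes. Without replicate 1 of VCaP ER heavy polysome RNA the nuclear-retained list passed (median 0.51, adjusted p = 0.0352 from camera).

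**Figure D2:**
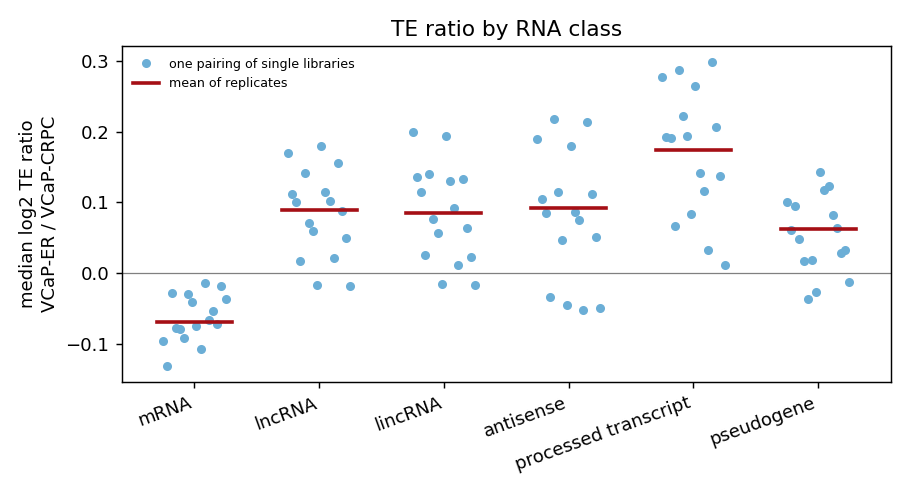
Median log2 TE ratio, VCaP ER over VCaP CRPC, of mRNAs, lncRNAs, lincRNAs, antisense RNAs, processed transcripts and pseudogenes. Points are the 16 pairings of 1 library from each of the 4 groups, and lines the value from the means of the replicates.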

Of note, the term ‘translation efficiency’ is not used here to imply that these lncRNAs are indeed translated, but rather as a metric for normalized association to polysomal fractions.

**Figure 4.**
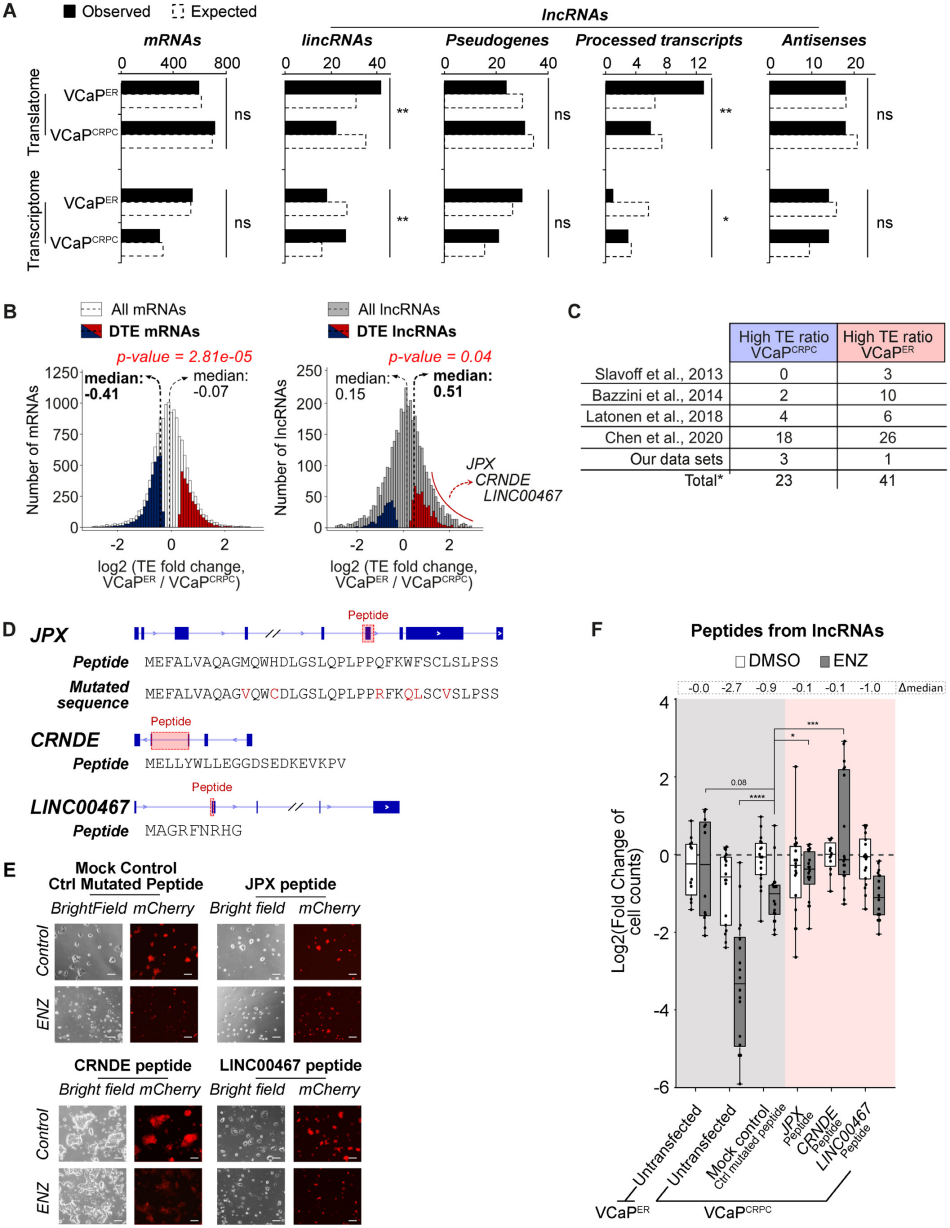
lncRNAs associate to ribosomes and drive ENZ resistance in VCaP^ER^. (**A**) Observed and expected gene counts for different categories of genes in the translatome and transcriptome RNA-seq of VCaP^ER^ compared to VCaP^CRPC^. (**B**) TE ratio distributions for mRNAs and lncRNAs. Significantly different TE ratios in VCaP^ER^ compared to VCaP^CRPC^ are highlighted (red for higher and blue for lower TE ratio). Medians are indicated with dashed lines (thin lines for all genes, bold line for genes with significant differences in TE ratio). (**C**) Table of number of lncRNAs detected as peptides in peptidomics datasets. *Total values account for lncRNAs detected in multiple studies. (**D**) Schematic of lncRNA candidates and sequences of their putative peptides. Red boxes indicate putative peptide-coding regions. (**E**) Representative pictures of VCaP^CRPC^ cell lines overexpressing putative peptide-coding sequences from candidate lncRNAs, or appropriate controls. Scale bar: 100 uM. (**F**) Fold changes of viable cell counts for cell lines overexpressing candidate lncRNAs with ENZ treatment normalized to control without ENZ treatment. Differences between ENZ-treated and control in log2(fold changes) are indicated as Δmedian. *n* = 2 or 3 biological replicates. *P-value < 0.05; **P-value < 0.01; ***P-value < 0.001; ****P-value < 0.0001. Only significant comparisons are shown.

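MTND2P28, a pseudogene copied from the mitochondrial ND2 gene into chromosome 1 (GRCh37 chromosome 1, 565020 to 566063), had 98.4 ± 0.475 CPM in VCaP CRPC polyA RNA, 71.7 ± 11.9 CPM in VCaP ER polyA RNA, 0.685 ± 0.243 CPM in VCaP CRPC heavy polysome RNA and 2.95 ± 0.181 CPM in VCaP ER heavy polysome RNA (SD, n = 2), and a log2 TE ratio of 2.02 (standard error 0.28, adjusted p = 0.0414 from limma). Since mitochondrial reads were removed before counting, its count depends on how reads that fit both sequences were placed. The processed transcript SLC7A11-AS1, named after its values were seen (chromosome 4, 138978618 to 139099331), had a log2 TE ratio of 2.07 (standard error 0.29, adjusted p = 0.0414 from limma) and at most 1.22 CPM in any group, so that the ratio depends on the pseudocount (3.87 with 0.1 CPM, 1.35 with 1 CPM). It overlaps SLC7A11 on the opposite strand, and reads of that gene may be counted in it. These were the 2 of 2881 lncRNAs and pseudogenes with a higher TE ratio in VCaP ER, or 0.0694%, and 0 had a lower one with limma. At an unadjusted p under 0.05, 181 were higher and 110 lower. Both calls were lost without replicate 2 of VCaP ER heavy polysome RNA (adjusted p = 0.162 from limma), without either VCaP CRPC polyA RNA library (0.266 for both without replicate 1, 0.251 and 0.0977 without replicate 2) and without either VCaP library (0.141), and that of SLC7A11-AS1 also without either VCaP CRPC heavy polysome RNA library (0.0516 and 0.0732). Both were lost with a pseudocount of 1 CPM (0.0658), with only the libraries compared (0.14) and with the replicate number as a block (0.0655 for MTND2P28, 0.0835 for SLC7A11-AS1), and that of MTND2P28 with no filter (0.0647).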

The above findings show that a portion of detected lncRNAs (∼13% of all detected lncRNAs) is preferentially associated with ribosomes in VCaP^ER^, potentially encoding peptides in ENZ-resistant cells. To identify if any of these ribosome-bound lncRNAs could encode peptides, we searched for putative peptides produced from lncRNAs with differential TE ratios in VCaP^ER^ and VCaP^CRPC^ in our MS data, as well as in other publicly available datasets (35,95–97), detecting 189 lncRNAs potentially encoding peptides (Supplemental Table S9). Among these, 41 originated from lncRNAs exhibiting higher TE ratios in VCaP^ER^, for example the known lncRNAs *JPX* (associated to various cancers such as lung or cervical cancer (98,99)) and *CRNDE* (associated to colorectal cancer (100,101)), while 23 lncRNAs with low TE ratio were also detected (Figure 4C). 

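JPX, a non-coding activator of X inactivation (ENSG00000225470, GRCh37 chromosome X, 73164177 to 73220326), rose in heavy polysome RNA from 7.93 ± 0.932 to 18.4 ± 0.935 CPM (SD, n = 2, here and for the other means), a log2 fold change of 1.17 (standard error 0.18, adjusted p = 0.00828 from limma). In polyA RNA it had 28.7 ± 3.26 and 28.9 ± 1.87 CPM, and its log2 TE ratio was 1.16 (standard error 0.26, adjusted p = 0.0959 from limma). CRNDE, a lincRNA expressed in colorectal neoplasia (chromosome 16, 54952775 to 54963101), had 24.8 ± 1.90 CPM in VCaP CRPC polyA RNA, 21.8 ± 1.77 CPM in VCaP ER polyA RNA, 13.4 ± 0.175 CPM in VCaP CRPC heavy polysome RNA and 15.4 ± 4.18 CPM in VCaP ER heavy polysome RNA, and a log2 TE ratio of 0.35 (standard error 0.31, adjusted p = 0.579 from limma). LINC00467, a lincRNA reported to encode a small mitochondrial protein (chromosome 1, 211556145 to 211605878), had 0.961 ± 0.304 and 1.27 ± 0.385 CPM in heavy polysome RNA, 2.83 ± 0.269 and 2.42 ± 0.225 CPM in polyA RNA, and a log2 TE ratio of 0.46 (standard error 0.37, adjusted p = 0.531 from limma). RNASEH1-AS1, annotated as AC108488.3 (chromosome 2, 3606082 to 3609324), which lies antisense to the gene of ribonuclease H1, had 2.25 ± 0.140 and 1.64 ± 0.00144 CPM in heavy polysome RNA, 4.99 ± 0.204 and 4.84 ± 1.52 CPM in polyA RNA, and a log2 TE ratio of −0.29 (standard error 0.32, adjusted p = 0.659 from limma). The call of JPX in heavy polysome RNA was lost without replicate 2 of VCaP ER heavy polysome RNA. JPX passed the test of the TE ratio without replicate 2 of VCaP ER polyA RNA (log2 TE ratio 1.23). That fit leaves the group with the widest replicate difference out of the variance, so it is no stronger support.

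**Figure D3:**
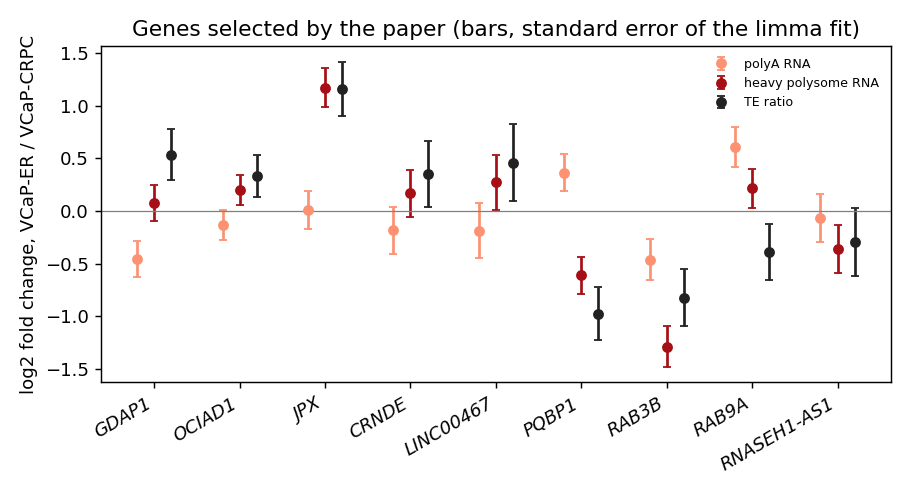
Log2 fold change, VCaP ER over VCaP CRPC, in polyA RNA and in heavy polysome RNA, and log2 TE ratio, of the mRNAs GDAP1, OCIAD1, PQBP1, RAB3B and RAB9A and the non-coding RNAs JPX, CRNDE, LINC00467 and RNASEH1-AS1. Bars are standard errors from limma (n = 2 libraries per group).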

Through RT-qPCRs, we validated TE ratios in VCaP^CRPC^ and VCaP^ER^ for three high TE ratio lncRNAs (*JPX*, *CRNDE* and *LINC00467*) and one low TE ratio lncRNA (*RNASEH1-AS1*), for which peptides had been detected (Supplemental Figure S14A; Tables S3 and S4). Interestingly, we show that two of these lncRNAs, conserve the same high polysome association in the ENZ-resistant MR49F cells, when compared to ENZ-sensitive LNCaP cells (Supplemental Figure S14A). The same cannot be said however of the previously explored high-TE mRNA candidates, *GDAP1* and *OCIAD1*, which do not show higher association to polysomes in MR49F (Supplemental Figure S14B). This suggests that peptide coding lncRNAs are more prone to drive ENZ-resistance in multiple contexts of PCa.

Hence, we evaluated the potential of selected putative lncRNA-derived peptides in driving ENZ-resistance in PCa, using overexpression experiments as described above (Figure 3D; Supplemental Figure S13). Due to isoform diversity and difficulties in identifying the properly expressed transcripts of lncRNAs (102), we limited our assays to putative peptides potentially encoded from three lncRNAs. These lncRNAs, *JPX* (103,104), *CRNDE* (100,101) and *LINC00467* (105–107), were previously characterized in the context of cancer, and all exhibit high TEs in VCaP^ER^. We expressed the putative coding sequences of *JPX*, *CRNDE* and *LINC00467*, in VCaP^CRPC^ cells. We observe that overexpression of either *JPX*’s or *CRNDE*’s putative peptides induces resistance to ENZ in VCaP^CRPC^, while untransfected cells and mock cells expressing a control peptide sequence (random PCR-induced missense mutations in the JPX peptide) remain sensitive to ENZ (Figure 4D-E). To validate whether this effect is cell line-specific or could rather be applied to PCa ENZ resistance in general, we performed overexpression of putative peptides and mRNA candidates (Figure 3C) in the ENZ-sensitive LNCaP cells. Interestingly, overexpression of all of the three lncRNA-derived putative peptides decreased sensitivity to ENZ (i.e. promoted cell survival in ENZ treatment) in LNCaP cells, whereas coding genes did not (Supplemental Figure S15). This suggests that lncRNAs with a high translation potential may play an important role in the development of ENZ resistance in PCa, through their putative peptides.

### Alternative splicing of lncRNAs promotes putative coding isoforms in VCaP^ER^

We next investigated the mechanisms that may enable non-coding RNAs to encode peptides in ENZ-resistant cells. One such option would be alternative splicing, which causes modifications in the sequence of mature RNA molecules and has been shown to alter ribosome occupancy on RNAs (108,109), but also to control sub-cellular localization for RNAs (110,111). This is of particular interest as lncRNAs tend to be retained in the nucleus (112), whereas a cytoplasmic localization is necessary for translation. We showed that expression of some components of the spliceosome complex (i.e. SNRNP70, HSPA8, LSM3/7) was decreased in VCaP^ER^ cells (Figure 2E, Supplemental Figure S3B). This could induce changes in the splicing patterns of RNAs. To verify if alternative splicing of lncRNAs could explain their observed preferential association to ribosomes in ENZ-resistant cells, we performed a transcriptome-wide alternative splicing analysis (53,54). We searched for alternative splicing events that may occur differentially between the transcriptome and the translatome of VCaP^CRPC^ and VCaP^ER^ (Figure 5B). We found that, while mRNAs exhibited similar splicing event patterns between VCaP^CRPC^ and VCaP^ER^, lncRNAs did not (Figure 5A-B, Supplemental Table 10). We observed a significant increase in the proportion of alternative splice site choice (ASS) and intron retention (IR) for lncRNAs in the VCaP^ER^ translatome. This suggests that specific isoforms of lncRNA, but not of mRNAs, are being targeted by ribosomes in VCaP^ER^ compared to VCaP^CRPC^, and that alternative splicing may therefore be used by enzalutamide-resistant cells to promote lncRNA association to ribosomes.

**Figure 5.**
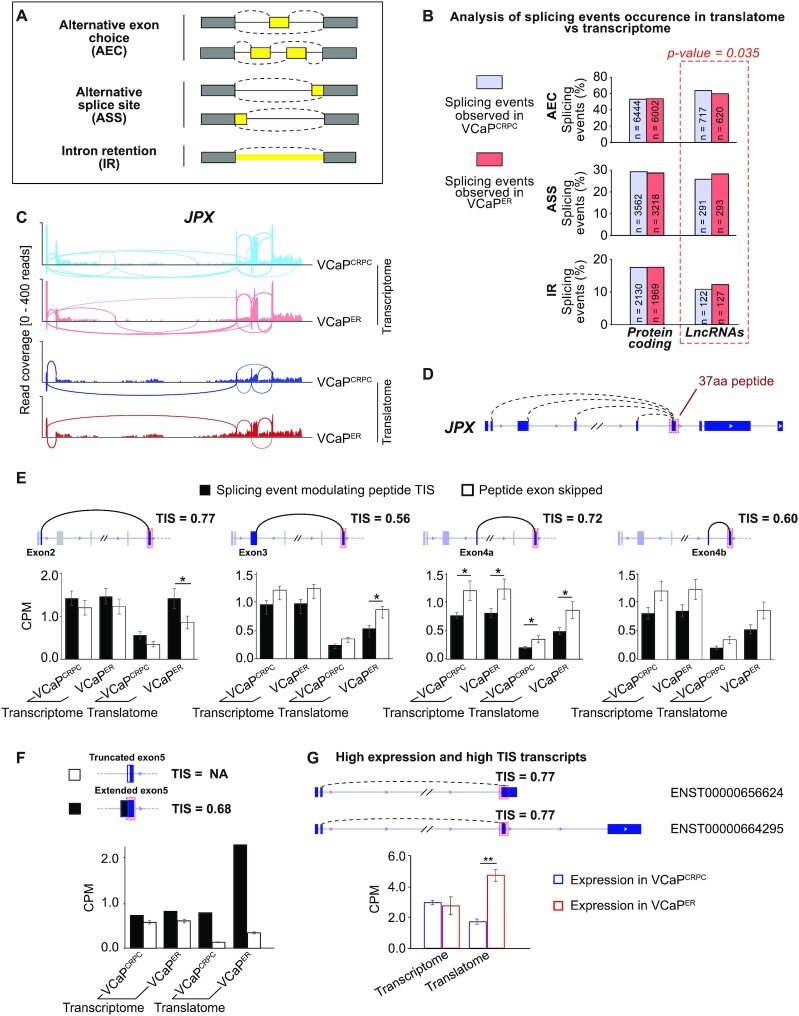
Alternative splicing of lncRNAs promotes putative coding isoforms in VCaP^ER^. (**A**) Schematic of alternative splicing event types. (**B**) Analysis of alternative splicing events with rMATS (53,54) to compare splicing events occuring in the translatome to those in the total transcriptome. Bargraphs show percentage of alternative events detected and compared through chi-squared test. Number of events are indicated. (**C**) Read density histograms of the *JPX* locus for transcriptomes and translatomes of VCaP^CRPC^ or VCaP^ER^. (**D**) Schematics of the *JPX* locus with exons (boxes) and introns (lines) indicated. Black dashed curves indicate alternative splicing events modifying the putative peptide's (exon 5) TIS. (**E**) Schematics of *JPX* exons 1 to 5 and of alternative splicing events changing the putative peptide's TIS (top). Predicted TIS scores are indicated. Quantification of corresponding transcripts in VCaP^CRPC^ and VCaP^ER^ translatomes and transcriptomes (black) and of transcripts skipping exon 5 (white) (bottom). Dark blue boxes: included exons, pastel blue: potentially included exons, grey: excluded exons. Of note, exons 4a and 4b are mutually exclusive. (**F**) Schematic of *JPX* exon 5 and quantification of transcripts with alternative splice site choice for exon 5. Extended (white) and truncated (black) exon 5 are shown with corresponding TIS scores. (**G**) Schematic of the *JPX* locus and quantification of high-TIS score (0.77) transcripts in VCaP^CRPC^ (blue) and VCaP^ER^ (red) translatomes and transcriptomes. Red boxes indicate putative peptide-coding sequences. Error bars indicate standard error of the mean, SEM. *P-value < 0.05; **P-value < 0.01.

We thus analyzed in more detail the splicing events occurring in the lncRNA *JPX*, as overexpression of its putative peptide induces ENZ resistance in VCaP^CRPC^ and LNCaP cells (Figure 4E, F, and Supplemental Figure S15). We wondered if alternative splicing events in *JPX* isoforms may either preferentially include the exon encoding this putative peptide or increase its coding potential. We found multiple alternative splicing events occurring in *JPX*, several of which may contribute directly to the splicing to include *JPX*’s fifth exon, host to the putative peptide (Figure 5C, D, Supplemental Table S11). For example, we observed that in the translatome of both VCaP^CRPC^ and VCaP^ER^, *JPX*’s exons 3, 4a or 4b are skipped (Figure 5C), which is not often the case in the transcriptome of these cell lines. Such exon inclusion/exclusion events can alter the sequence directly adjacent to the peptide start codon (ATG) within exon 5, the Kozak sequence, and affect translation efficiency. To investigate whether alterations in the Kozak sequence for *JPX* isoforms may affect translation efficiency of the peptide in VCaP^ER^, we performed translation initiation site (TIS) prediction using the TISpredictor software (55). Higher TIS scores are associated with higher propensity for ribosome binding and therefore increased translation potential. This analysis revealed that *JPX*’s isoform that skipped exons 3, 4a and 4b exhibits a strong Kozak (GAGAAGAUGG) and a higher TIS score (0.77) (Supplemental Figure S16). This isoform was also significantly more associated to the VCaP^ER^ polysomes than isoforms lacking exon 5 (i.e. the peptide) (Figure 5E). The inclusion of either exons 3, 4a or 4b resulted in lower TIS scores: 0.56, 0.72 and 0.60, respectively (Figure 5E, Supplemental Figure S16). However, isoforms containing any of these three exon inclusion events were less enriched in VCaP^ER^ polysomes compared to isoforms where exon 5 is skipped. Taken together, these results suggest ENZ-resistance (i.e. enrichment in VCaP^ER^ polysome) promotes selection of *JPX* transcripts containing alternative splicing that leads to increased TIS scores (0.77) of the *JPX*’s peptide. Moreover, *JPX*’s TIS score is comparable to the ones of several protein coding genes such as *AR* (0.77), the housekeeping gene *UBE2D3* (0.79), or our coding candidates with high TE ratios *GDAP1* (0.84) and *OCIAD1* (0.75). We also observed alternative splice site events occurring in *JPX*, which either extended the putative peptide-coding exon 5 in the 5’ direction or truncated it. Transcripts with truncated exon 5 lacked the peptide sequence's start codon, and correspondingly were depleted from polysomal fractions (Figure 5F). Comparatively, transcripts with an extended 5’ sequence prior to the peptide sequence displayed high presence in VCaP^ER^ polysomes, but not VCaP^CRPC^ polysomes, and a TIS score of 0.68. Finally, we found that some of the highly prevalent *JPX* transcripts also contained the peptide-coding sequence with a high TIS score (0.77) and were consequently enriched in the VCaP^ER^ translatome. Therefore, alternative splicing of the *JPX* lncRNA increases its putative coding potential, specifically in VCaP^ER^, and overexpression of a transcript containing the peptide-coding sequence with this high TIS score promotes ENZ-resistance (Figure 4D and E).

Altogether, these results show that alternative splicing of lncRNAs could lead to splice variants which may differentially bind to ribosomes, and potentially be translated into peptides that affect ENZ resistance in PCa.

## DISCUSSION

Genomic alterations in cancer are often viewed as the top of the hierarchy driving cancer biology through downstream transcription and subsequent translation to protein (113–116). While the directionality of this flow of information remains correct, the relationship between genomic, transcriptomic and proteomic levels of this hierarchy are not necessarily direct and linear. Indeed, many regulatory mechanisms are responsible for finely controlling the processes that leads to mature proteins in our cells, and several of these regulatory steps are altered in cancer. Here, we report, to the best of our knowledge, the first detailed analysis of the translatome in drug resistant PCa. For this, we generated and took advantage of novel models of ENZ-resistance which recapitulate key clinical features of the trajectory from low- to high-grade PCa, and later to antiandrogen-resistant cancer.

We found that the main pathways deregulated in ENZ-resistant PCa cells were implicated in translation and mitochondrial activity. We show increased mitochondrial content and activity in our ENZ-resistance model, which is consistent with the efficiency reported in PCa clinical trials for therapeutics targeting mitochondrial processes such as Gossypol, the G3139 anti-sense oligonucleotide and 2-deoxy-d-glucose (117–122). Our model also highlights a decrease in expression for certain ribosomal proteins, for example RPL9 and RPL29, and translation regulators such as eIF4B and 4E-BP1, previously implicated in PCa resistance in various models (70–72,123). Consequently, we show a general decrease in translation in ENZ-resistant cells, both for our novel VCaP^ER^ model, but also for the previously generated MR49F cell line. This may suggest that development of drug resistance in PCa could stem from a reprogramming of translation. Our data are consistent with studies reporting an association between cancer resistance and perturbation of translation mechanisms, through upregulation or downregulation of certain translation factors and signalling pathways such as mTOR, eIF4B or eIF2 (7,123). Recent studies have also shown that affecting these pathways and regulators of translation is a promising target for cancer therapy (7,124).

While there is an abundance of information from transcriptomic and genomic PCa analyses now accessible, detailed and specific data available on translational changes is scarce. Previous studies have demonstrated that focusing only on either genomic or transcriptomic data for instance, paints an incomplete picture of cancer, and that work to integrate multiple types of data is necessary for a better understanding of the disease (125). Here, we show that only 20% of RNAs significantly more abundant in our drug resistant PCa model are also enriched in polysomal fractions (119 out of 608 genes), indicating a low concordance between transcription and translation. Proteome and translatome data are hence essential for integrative approaches to discover novel biomarkers and therapeutic targets. We demonstrate a pipeline for discovery of such potential new targets for drug resistant PCa, through the combined transcriptomic, translatomic and proteomic data from resistance models and publicly available patient data. We discovered that several genes escape the decrease in global translation. These genes could conceivably be used in the future as markers to guide therapeutic options. Out of the identified target genes, *GDAP1* represents a highly interesting candidate, with elevated protein levels in resistant PCa and RNA expression linked to various determinants of high grade and resistant PCa. Simply overexpressing GDAP1 in the ENZ-sensitive VCaP^CRPC^ cells recapitulates a VCaP^ER^-like resistance. While this effect is not conserved when overexpressing GDAP1 in LNCaP cells, this could be due to fundamental differences between the LNCaP and VCaP cell lines (e.g. differences in the state of AR (61); mutated in LNCaP versus Wild-type in VCaP, differences in proliferation or in the transcriptional landscape). Interestingly, GDAP1 has been shown to be implicated in regulating the mitochondrial network in some contexts, with mutations in this protein affecting mitochondria volume and activity (126,127). As VCaP^ER^ show similarly increased mitochondrial activity and quantities, further research will need to assess if this role for GDAP1 is conserved in PCa, or if affecting its expression could represent a therapeutic option for combatting ENZ resistance. These early results are highly encouraging however and seem to indicate GDAP1’s value, first as a biomarker for PCa enzalutamide resistance, but also as a protein with high therapeutic potential. Additionally, it is interesting to note that, while we do show that our methodology for discovering novel resistance-associated genes in PCa discovers some interesting targets, it does not negate the need for functional validation in PCa models.

Our study also shows that translation perturbation is not limited to protein coding genes in resistant PCa, but also affects non-coding genes. Indeed, while it is well known that disruptions in the regulation of coding genes are important in cancers, recent evidence has also shown that non-coding genes can play a major role (128). We show that this also seems to be the case in PCa ENZ resistance. Indeed, we found that contrary to the global downregulation of translation in VCaP^ER^, lncRNAs tend to instead be enriched in polysomal fractions. It has previously been shown that lncRNAs may bind ribosomes in a context-specific manner (129) and some have further been shown to produce functional peptides (130,131). We demonstrate that in ENZ-resistant PCa cells, despite translation being generally down-regulated, ribosomes target some specific typically non-coding genes. However, association to ribosomes alone does not mean that translation of these lncRNAs occurs. There are many instances of lncRNAs binding ribosomes for purposes other than being translated, and even more for which ribosome-association has been detected, but their underlying functions remains to be defined (84). Hence, through analysis of several peptidomic datasets, we show that some of the identified lncRNAs can be translated into detectable peptides in some contexts and could therefore potentially encode these peptides in ENZ-resistant cells. Functional validation was performed for putative peptides from three such LncRNAs: (i) the nuclear lncRNA *JPX*, which plays roles in regulating X-chromosome inactivation in mammalian cells (103,104) and has also been shown to regulate several cancers (98,99), (ii) the generally cytoplasmic lncRNA *CRNDE*, whose role in colorectal cancer is already well established (100,101), and iii) the lncRNA *LINC00467*, whose roles in multiple cancers are now starting to be well established (105–107). Interestingly, despite their canonical non-coding functions, *JPX, CRNDE* and *LINC00467* have all already been shown to encode peptides in some contexts (89,106,132). We demonstrate that overexpression of the peptide-coding sequence of these lncRNAs is sufficient to induce ENZ resistance in the ENZ-sensitive VCaP^CRPC^ and LNCaP cell lines. This suggests a role for these putative peptides in PCa ENZ resistance and may provide a logic behind the increased binding to ribosomes of these three lncRNAs in VCaP^ER^.

We also show differences in the splicing events detected in polysome-associated RNAs compared to those found generally in the transcriptome. These differences are more prevalent in lncRNAs than in coding mRNAs, and hint at the fact that for any given lncRNA, a putative ORF may be incorporated or actively transcribed in only a subset of its isoforms. The existence of lncRNA variants could therefore explain the aberrant association to ribosomes which is observed in VCaP^ER^ and grant coding potential to otherwise non-coding genes in the context of PCa resistance (59,60). Promotion of certain splicing events in VCaP^ER^ for these lncRNAs may be due to the observed decrease in expression of key splicing regulators in VCaP^ER^, such as the U1 snRNP factor SNRNP70 or the Sm-like proteins LSM3 and 7 (77). This may in turn favor the aberrant splicing of lncRNAs into specific transcripts with high potential to be translated and would explain the increase in polysome-bound lncRNAs observed in VCaP^ER^. Several groups have highlighted changes in RNA splicing that play an important role in PCa severity or treatment resistance (133–136), but most of this work was centered around the dynamics of expression of the AR-V7 splice variant. Intriguingly, a recent study found multiple of our identified lncRNAs (such as *JPX*, *LINC00467* and *CASC2*) bound by PCa-linked alternative splicing regulators in LNCaP cells (137). While these results need to be validated in other PCa models, this mechanism, if proven true, could also contribute to the observed alternative splicing deregulation in ENZ-resistant PCa. Nonetheless, further research is needed to explore how splicing affects the translated proteins and peptides produced in ENZ-resistant cells.

Finally, while alternative splicing stands as an intriguing way for cells to regulate the coding potential of lncRNAs, other mechanisms may also be at play. Indeed, we find that the lncRNA *CRNDE* shows increased polysomal occupancy in VCaP^ER^; However, we observe no evidence of alternative splicing for this lncRNA between the two cell lines. Hence, this lncRNA may be specifically targeted by ribosomes in ENZ-resistant cells through mechanisms that still elude us thus far. Taken together, these data underscore the importance of lncRNAs as potential biomarkers and therapeutic targets in drug-resistant PCa. Here, we link, for the first time, the ribosome binding and coding potential of these lncRNAs to PCa drug resistance. Our data corroborates previous studies linking some of our candidate lncRNAs to PCa (138–140) and highlights potential novel roles for several other lncRNAs. Indeed, using lncRNAs for drug resistant PCa early detection and treatment represents an avenue of high interest due to their highly restricted spatio-temporal expression patterns and their relative ease of targeting, for example using specific anti-sense oligonucleotides (141–143).

In conclusion, our study highlights the occurrence of translation dysregulation during the development of PCa treatment resistance. We reveal an unusual shift in ribosome binding from protein coding genes to lncRNAs in ENZ-resistant PCa cells. However, while some information has been uncovered, several questions remain unclear: Is translational remodeling a consequence or driver of drug resistance? Are lncRNA-encoded peptides a prevalent occurrence in resistant PCa? Do some of the polysome-associated lncRNAs instead regulate translation of other genes, without being translated themselves? Our study advances novel concepts and prognostic biomarkers that relate to the translation output of drug resistant cancer cells and enables the discovery of potential biomarkers hidden from previous transcriptome and proteome analyses.

## DATA AVAILABILITY

All mass spectrometry files acquired in this study have been deposited to the MassIVE repository, assigned the MSV000086670 identifier and can be accessed using the ftp link: ftp://massive.ucsd.edu/MSV000086670/. Processed data for all RNA sequencing experiments are available as supplemental tables. Raw RNA-seq data was submitted to the NCBI Gene Expression Omnibus under accession number GSE179157.

## Supplementary Material

zcac034_Supplemental_Files

# Supplementary material for: Prostate cancer resistance leads to a global deregulation of translation factors and unconventional translation
**Source:** NAR Cancer. 2022 Nov 4;4(4):zcac034. doi: 10.1093/narcan/zcac034
**Supplement:** zcac034_Supplemental_Files

Supplemental Figure S1

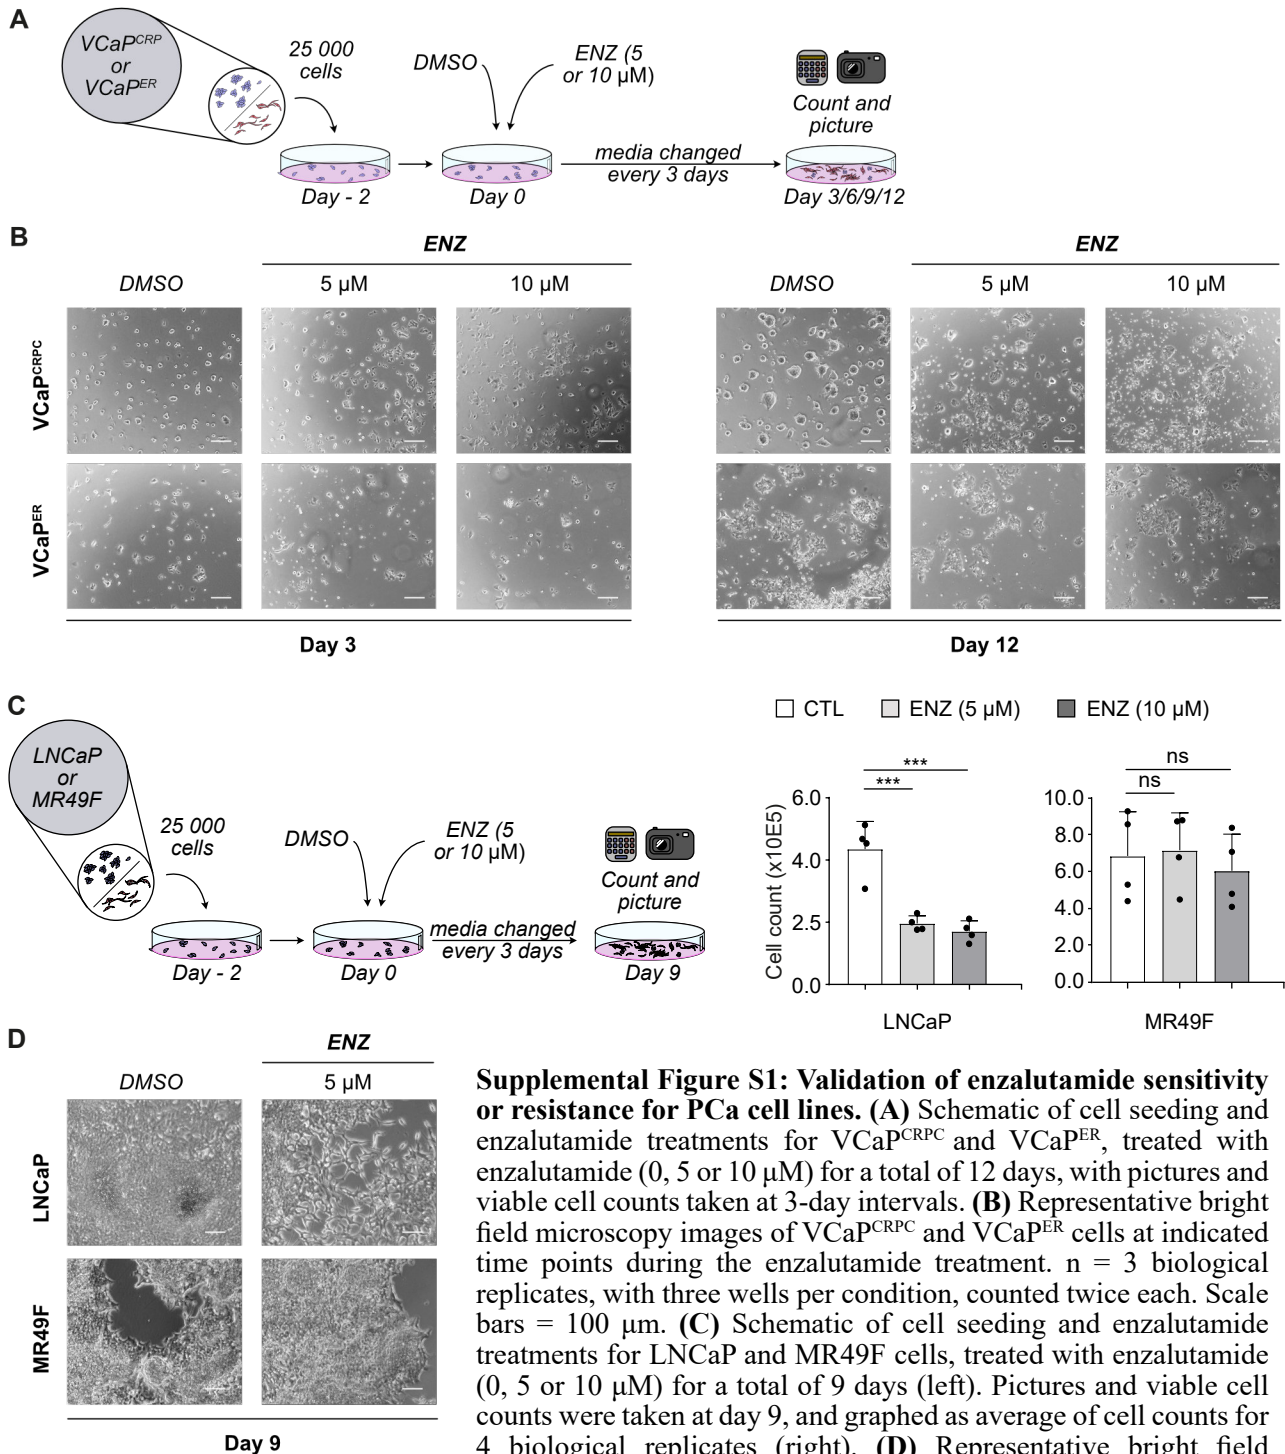

Supplemental Figure S1: Validation of enzalutamide sensitivity or resistance for PCa cell lines. (A) Schematic of cell seeding and enzalutamide treatments for VCaP^{CRPC} and VCaP^{ER}, treated with enzalutamide (0, 5 or 10 μM) for a total of 12 days, with pictures and viable cell counts taken at 3-day intervals. (B) Representative bright field microscopy images of VCaP^{CRPC} and VCaP^{ER} cells at indicated time points during the enzalutamide treatment. n = 3 biological replicates, with three wells per condition, counted twice each. Scale bars = 100 μm. (C) Schematic of cell seeding and enzalutamide treatments for LNCaP and MR49F cells, treated with enzalutamide (0, 5 or 10 μM) for a total of 9 days (left). Pictures and viable cell counts were taken at day 9, and graphed as average of cell counts for 4 biological replicates (right). (D) Representative bright field microscopy images of LNCaP and MR49F cells at day 9 of 5 μM enzalutamide treatment. n = 4 biological replicates, with three wells per condition, counted twice each. Scale bars = 100 μm.

Supplemental Figure S2

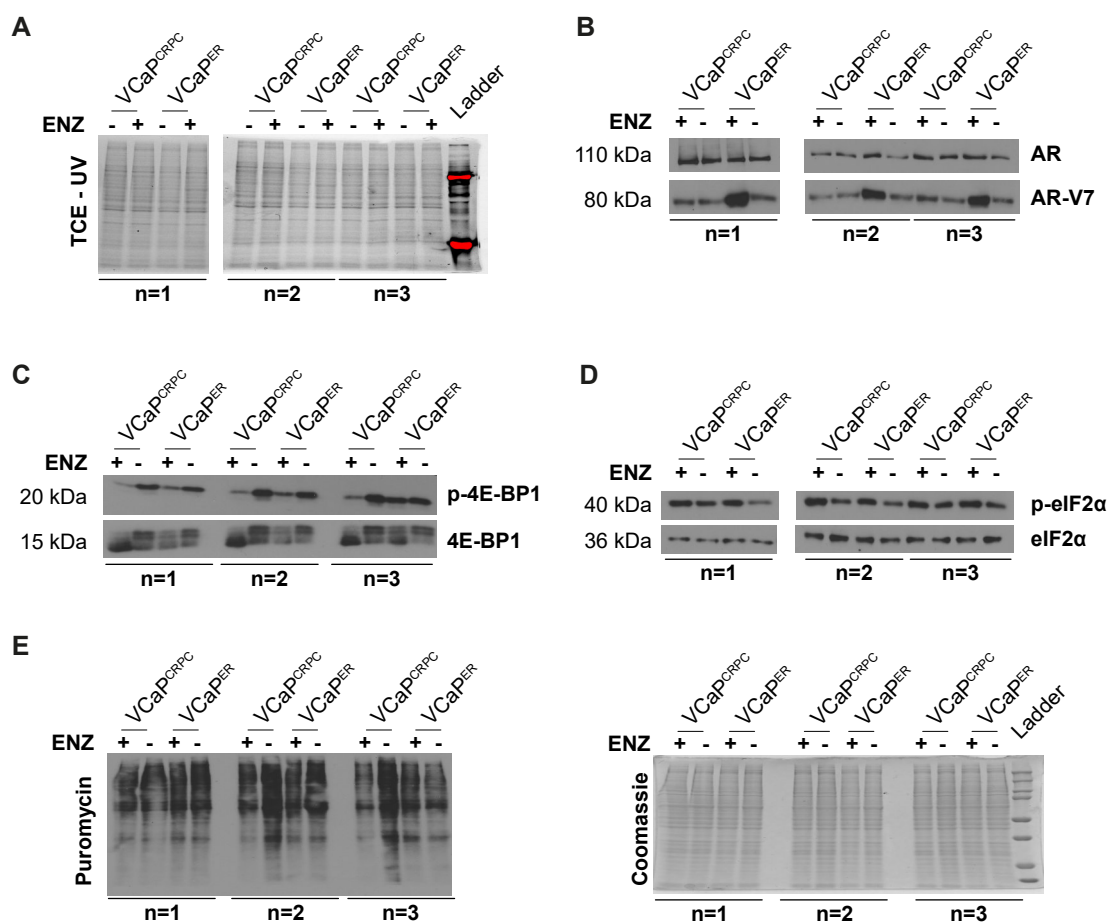

Figure S2: Full images of Western Blots and protein quantifications for AR and translation factors in VCaP^{CRPC} and VCaP^{ER}. (A) Quantification of total proteins by TCE - UV visualization, for Western Blots in B), C) and D), performed on protein extracts from three biological replicates of VCaP^{CRPC} and VCaP^{ER}, with or without 10 μ M ENZ. Western Blots using (B) anti-AR and anti-AR-V7 antibodies, (C) anti-phospho-4EBP1 and anti-4E-BP1 antibodies and (D) anti-phospho-eIF2 α and eIF2 α antibodies. (E) Puromycylation assay in VCaP^{CRPC} and VCaP^{ER} (left) and quantification of total protein by Coomassie staining.

Supplemental Figure S3

A

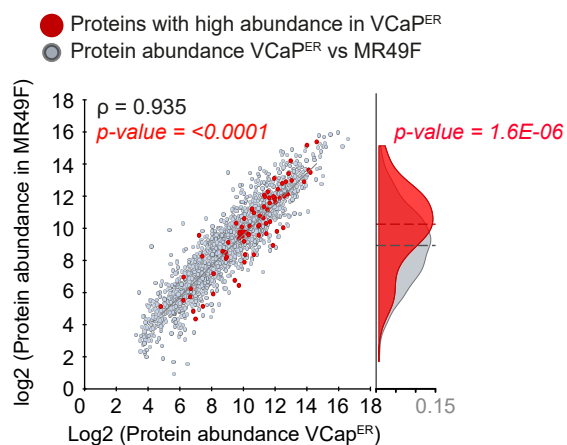

B

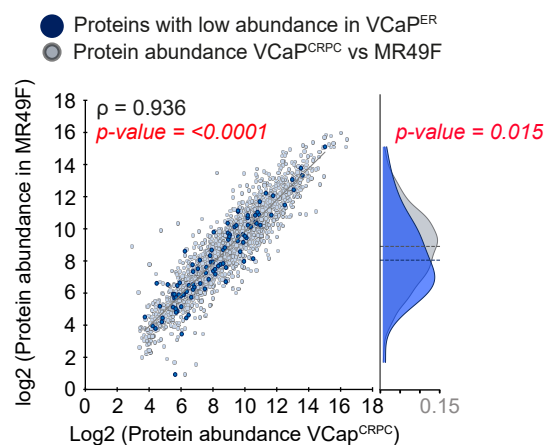

C

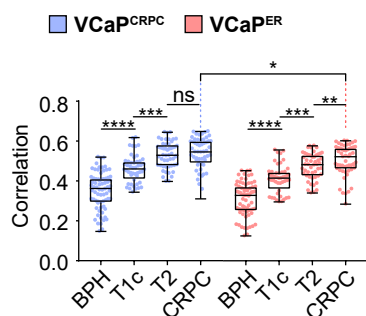

D

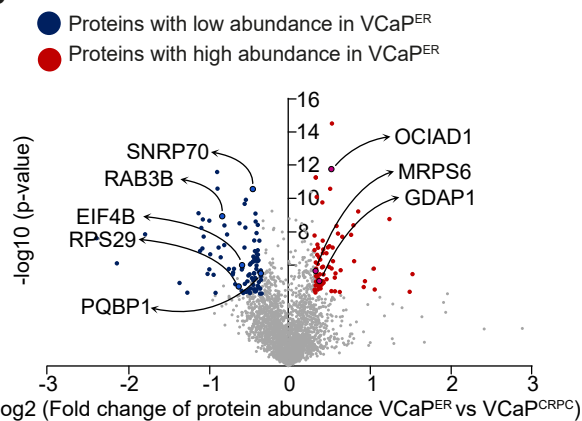

E

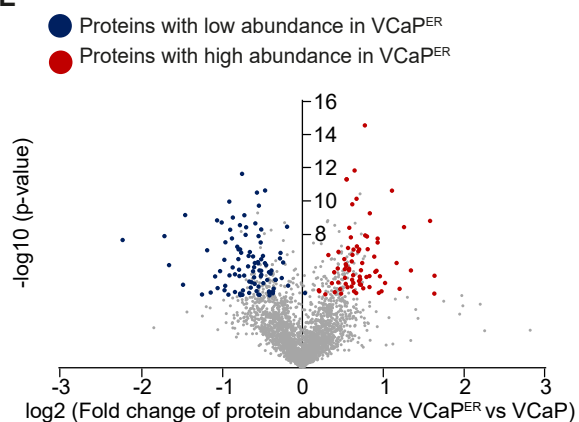

F

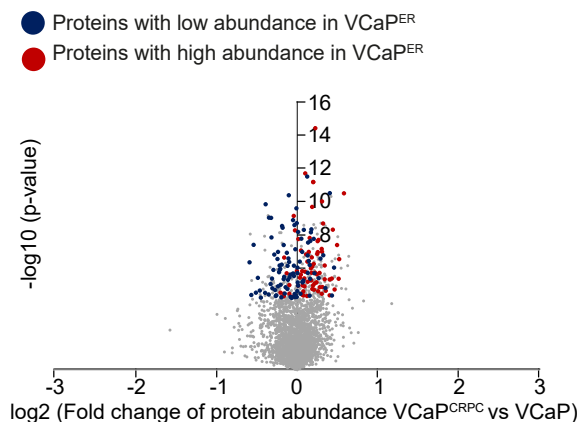

Figure S3: The VCaP^{ER} ENZ-resistance model recapitulates established features of drug-resistant PCa models. (A) Scatterplots and Spearman correlations (left) of protein abundances between ENZ-resistant MR49F and VCaP^{ER} or **(B)** VCaP^{CRPC}. Density plots (right) show MR49F expression of proteins **(A)** up or **(B)** downregulated in VCaP^{ER} compared to VCaP^{CRPC}. Grey dashed lines indicate median of the expression of MR49F total protein distribution. Colored dashed lines indicate median of the expression of proteins more (red) or less (blue) expressed in VCaP^{ER}. Significant differences between distribution was assessed by two-sample t-test. **(C)** Boxplots of correlation coefficients for VCaP^{CRPC} and VCaP^{ER} proteomes with patient proteomics samples. BPH : Benign prostate hyperplasia. T1C : Tumor not detectable by palpation but detected upon needle biopsy. T2 : Tumor detectable by palpation but confined to the prostate. CRPC : Castration resistant prostate cancer. **(D)** Volcano plots showing proteins differentially expressed between VCaP^{ER} and VCaP^{CRPC}, **(E)** VCaP^{ER} and VCaP, or **(F)** VCaP^{CRPC} and VCaP. Colored dots indicate proteins more (red) or less (blue) abundant in VCaP^{ER} compared to VCaP^{CRPC}. Proteins of interest are highlighted.

A *Proteins with higher abundance in VCaP^{ER}*

- Mitochondrial translational elongation/termination
- Mitochondrial ATP synthesis coupled electron transport
- Mitochondrial transport

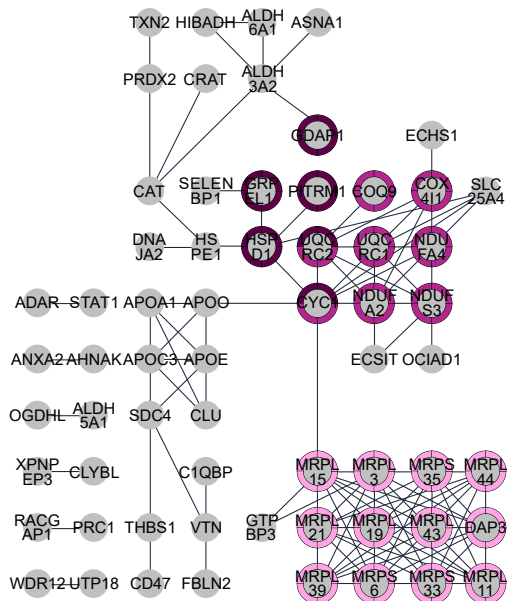[illegible]

■ Translational initiaion   ■ mRNA splicing, via spliceosome

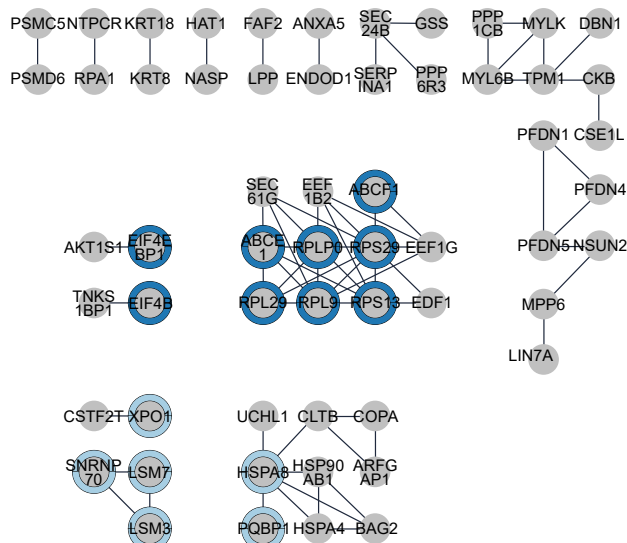

Figure S4: Proteins up- and downregulated in VCaP^{ER} assemble in protein networks. Detailed view of the network analyses of proteins differentially expressed between VCaP^{ER} and VCaP^{CRPC} presented in main Figure 2B,E. Clusters for proteins with **(A)** higher abundance in VCaP^{ER} are shown as shades of pink while those for **(B)** lower abundance proteins are shown as shades of blue. Thresholds: 0.8-1.25 fold change and **(A-B)** p-value ≤ 0.05 or **(C-D)** p-value ≤ 0.1 **(C-D)**.

Supplemental Figure S5

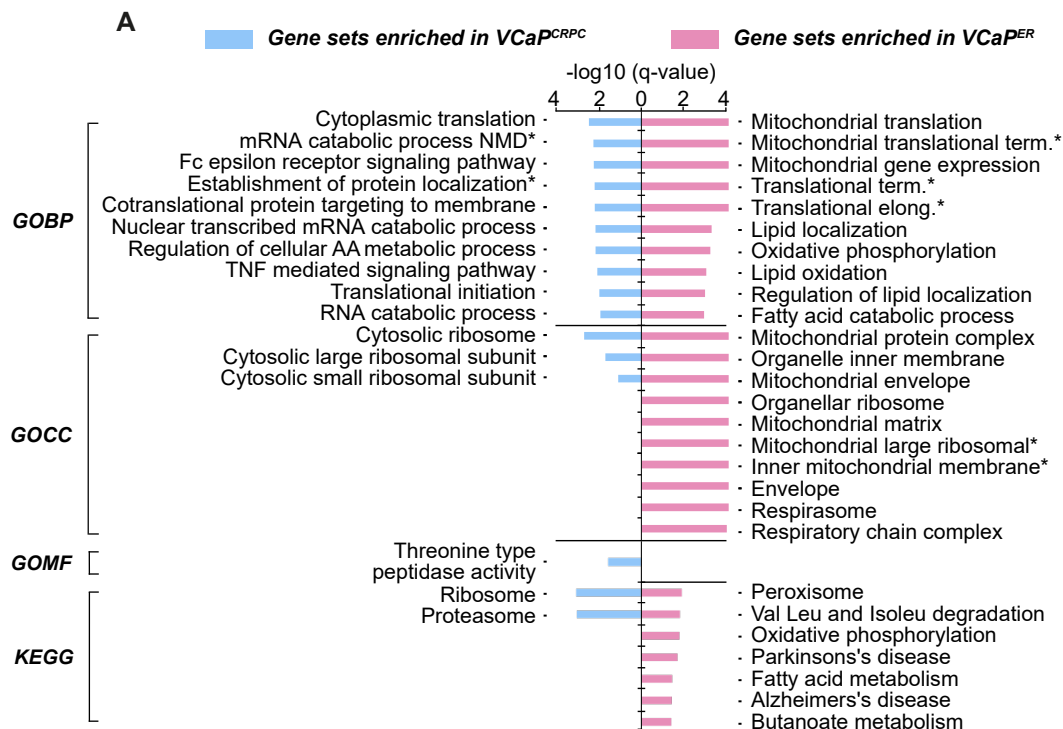

Figure S5: GSEA on VCaP^{ER} and VCaP^{CRPC} protein expression corroborates network analyses. (A) GSEA shows top 10 enriched gene sets for biological processes (GOBP), cellular components (GOCC), molecular functions (GOMF) and Kyoto Encyclopedia of Genes and Genomes (KEGG) for proteins less (blue) or more abundant (pink) in VCaP^{ER} compared to VCaP^{CRPC}. *Full names of gene sets: mitochondrial translational termination, translational termination, translational elongation, mitochondrial large ribosomal subunit, inner mitochondrial membrane protein complex, nuclear transcribed mRNA catabolic process nonsense mediated decay, establishment of protein localization to endoplasmic reticulum.

Supplemental Figure S6

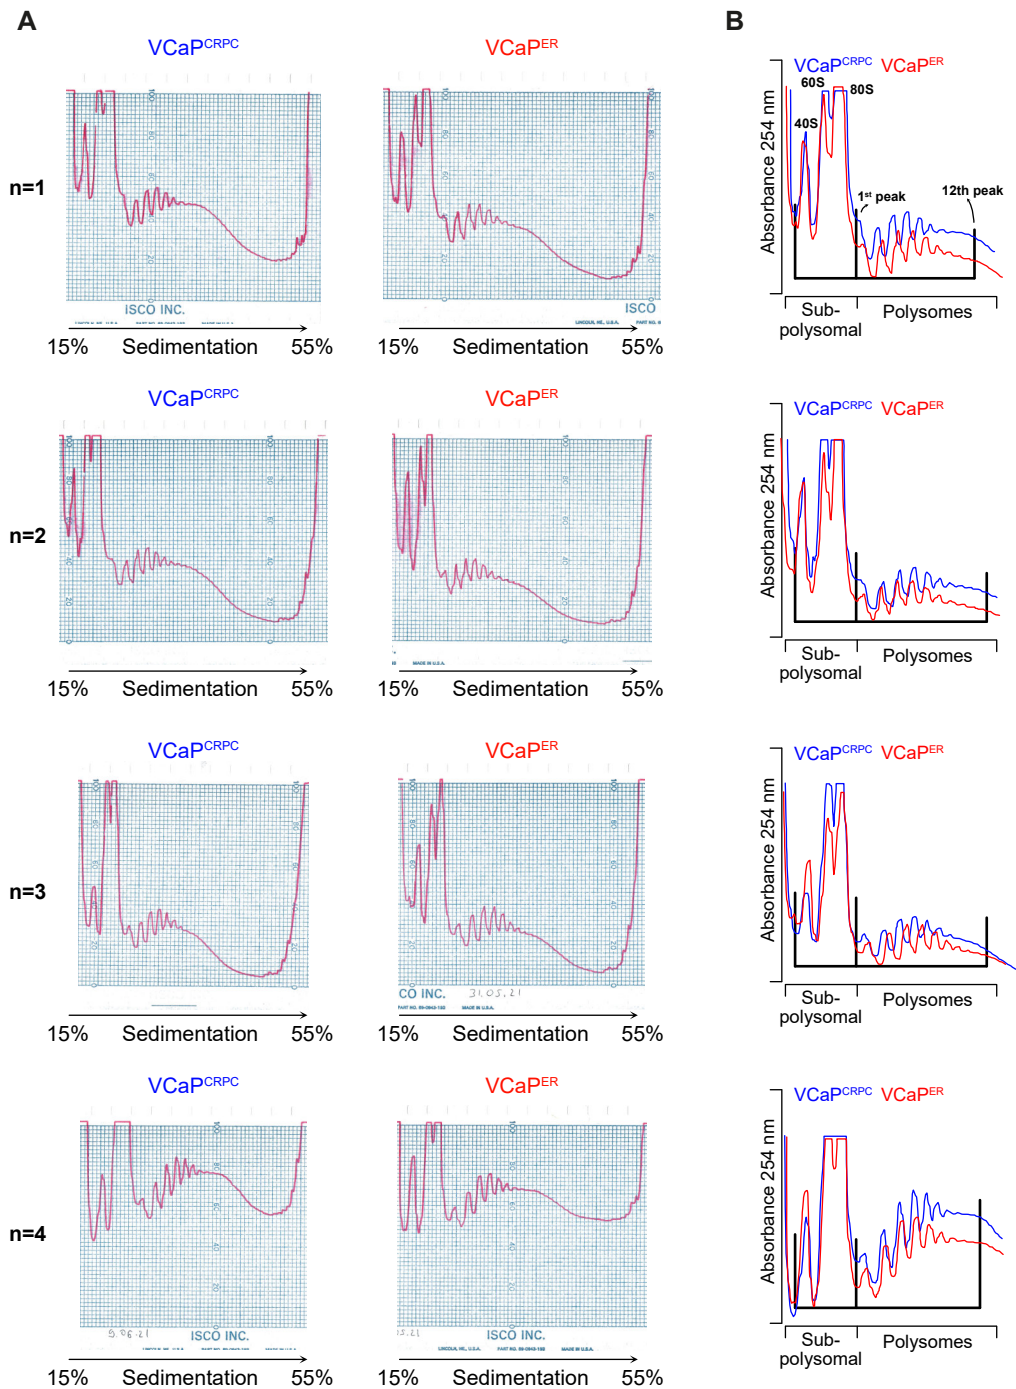

Figure S6: Polysome profiling analysis of ENZ-sensitive and -resistant cell lines. (A) Absorbance graphs and (B) digitized and overlaid versions for polysome profiling experiments sedimented across 15-55% sucrose gradients. Polysome profiling experiments were performed in VCaP^{CRPC} (blue) and VCaP^{ER} (red). Peaks show (from left to right) ribosomal subunits (40S and 60S) and mono-ribosomes (80S) (i.e. sub-polysomal fractions), light and heavy polysomes (Polysomal ribosomes), distributed along a sucrose sedimentation gradient. n=4 biological replicates.

Supplemental Figure S7

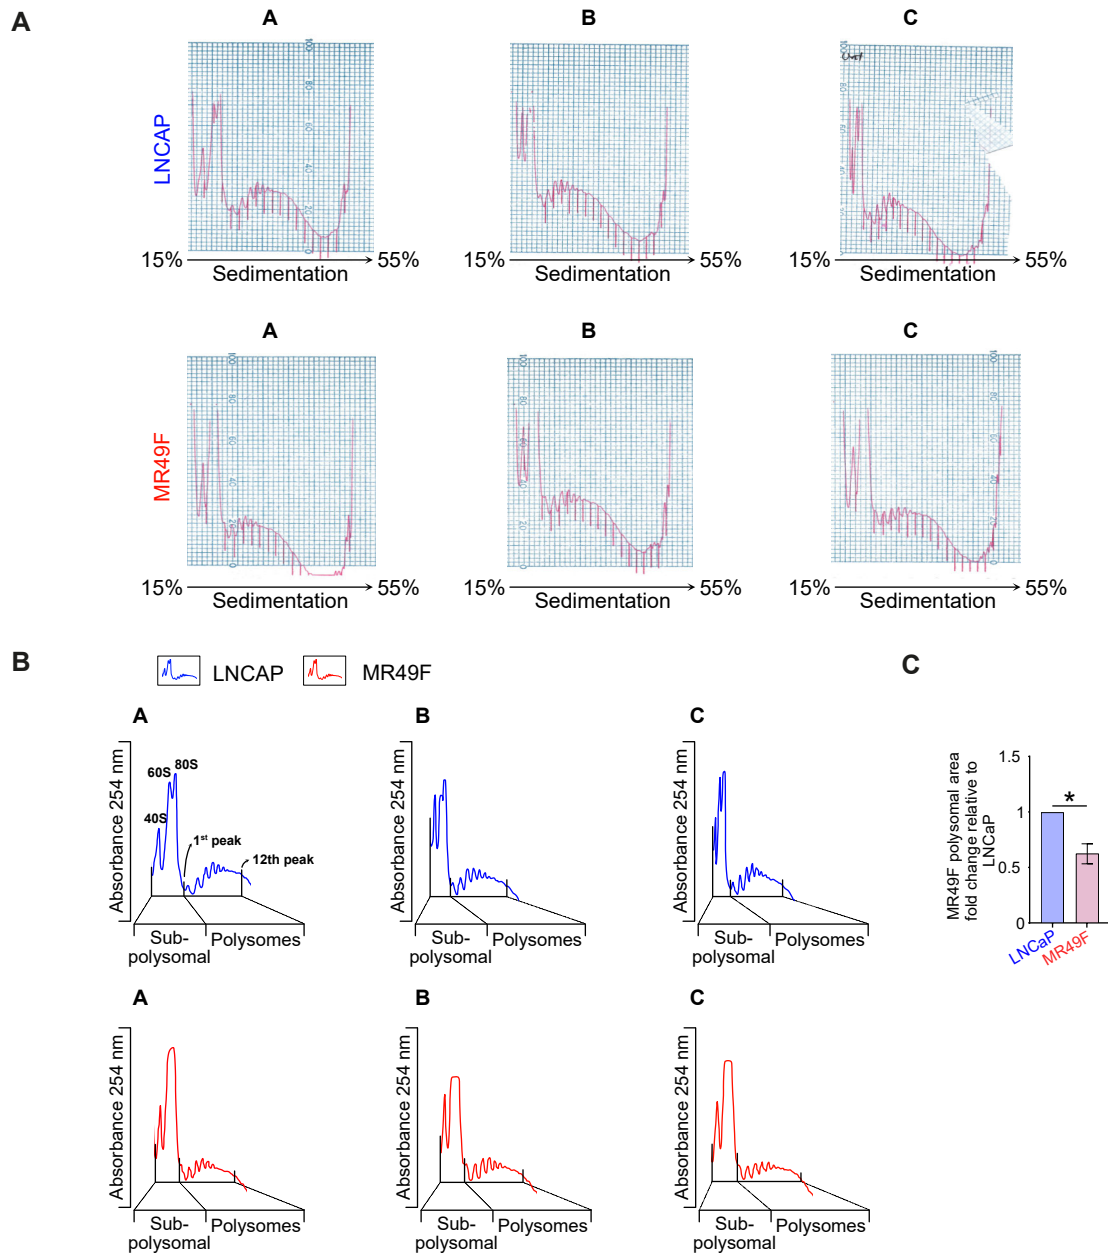

Figure S7: Polysome profiling analysis of ENZ-sensitive and -resistant cell lines. (A) Absorbance graphs and **(B)** digitized and overlaid versions for polysome profiling experiments sedimented across 15-55% sucrose gradients. Polysome profiling experiments were performed in LNCaP (blue) and MR49F (red). Peaks show (from left to right) ribosomal subunits (40S and 60S) and mono-ribosomes (80S) (i.e. sub-polysomal fractions), light and heavy polysomes (Polysomal ribosomes), distributed along a sucrose sedimentation gradient. n = 3 biological replicates (A, B and C).

Supplemental Figure S8

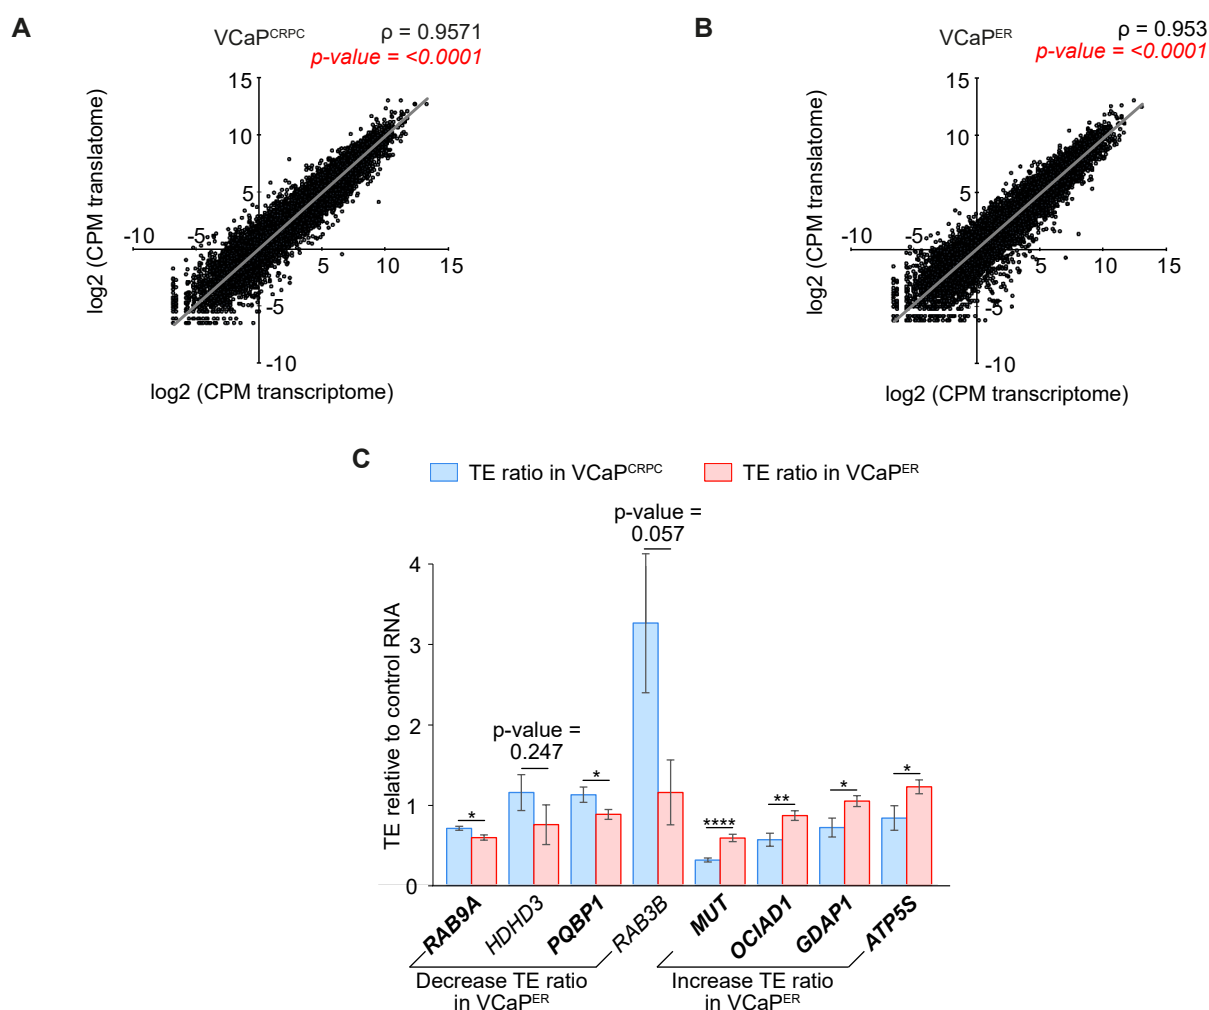

Figure S8: Analysis, validation and correlations of transcriptome and translome RNA-sequencing datasets. (A) Correlation of transcriptome and translome RNA-seq in VCaP^{CRPC} and (B) VCaP^{ER}. Pearson correlation coefficients (ρ) and linear regression (grey lines) are indicated. (C) RT-qPCR validations of TE ratio for selected candidate mRNAs in VCaP^{CRPC} and VCaP^{ER}. Candidates with similar TE ratio patterns in RT-qPCR and RNA-seq analysis are in **bold**. $n=3$ to 5 biological replicates. Error bars indicate standard error of the mean, SEM.

Supplemental Figure S9

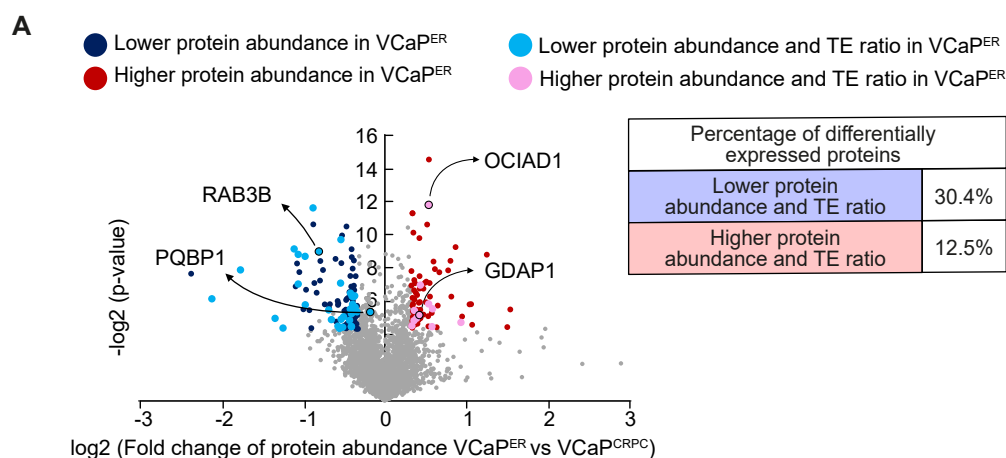

Figure S9: High TE ratio RNAs can exhibit higher protein abundance. (A) Volcano plot shows proteins differentially expressed between VCaP^{ER} and VCaP^{CRPC}. More or less abundant proteins in VCaP^{ER} compared to VCaP^{CRPC} are shown in red and blue respectively. Proteins with both a significantly upregulated TE and higher protein abundance in VCaP^{ER} are marked in pink while downregulated TE with low abundance proteins are marked in light blue.

Supplemental Figure S10

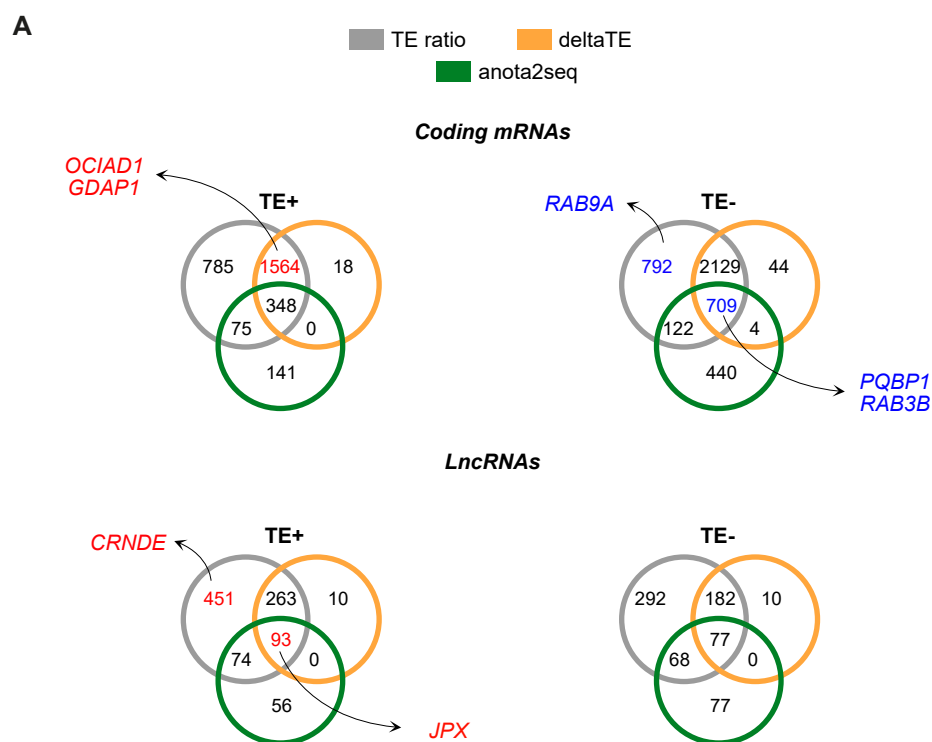

Figure S10: Validation of TE ratio calculations between VCaP^{ER} and VCaP^{CRPC}. (A) Venn diagrams showing overlap in detection of high TE and low TE mRNAs or lncRNAs from our method (TE ratio calculation) and other published methods (deltaTE (51) and anota2seq (52)). Candidate genes are highlighted: High TE ratio in red, low TE ratio in blue.

Supplemental Figure S11

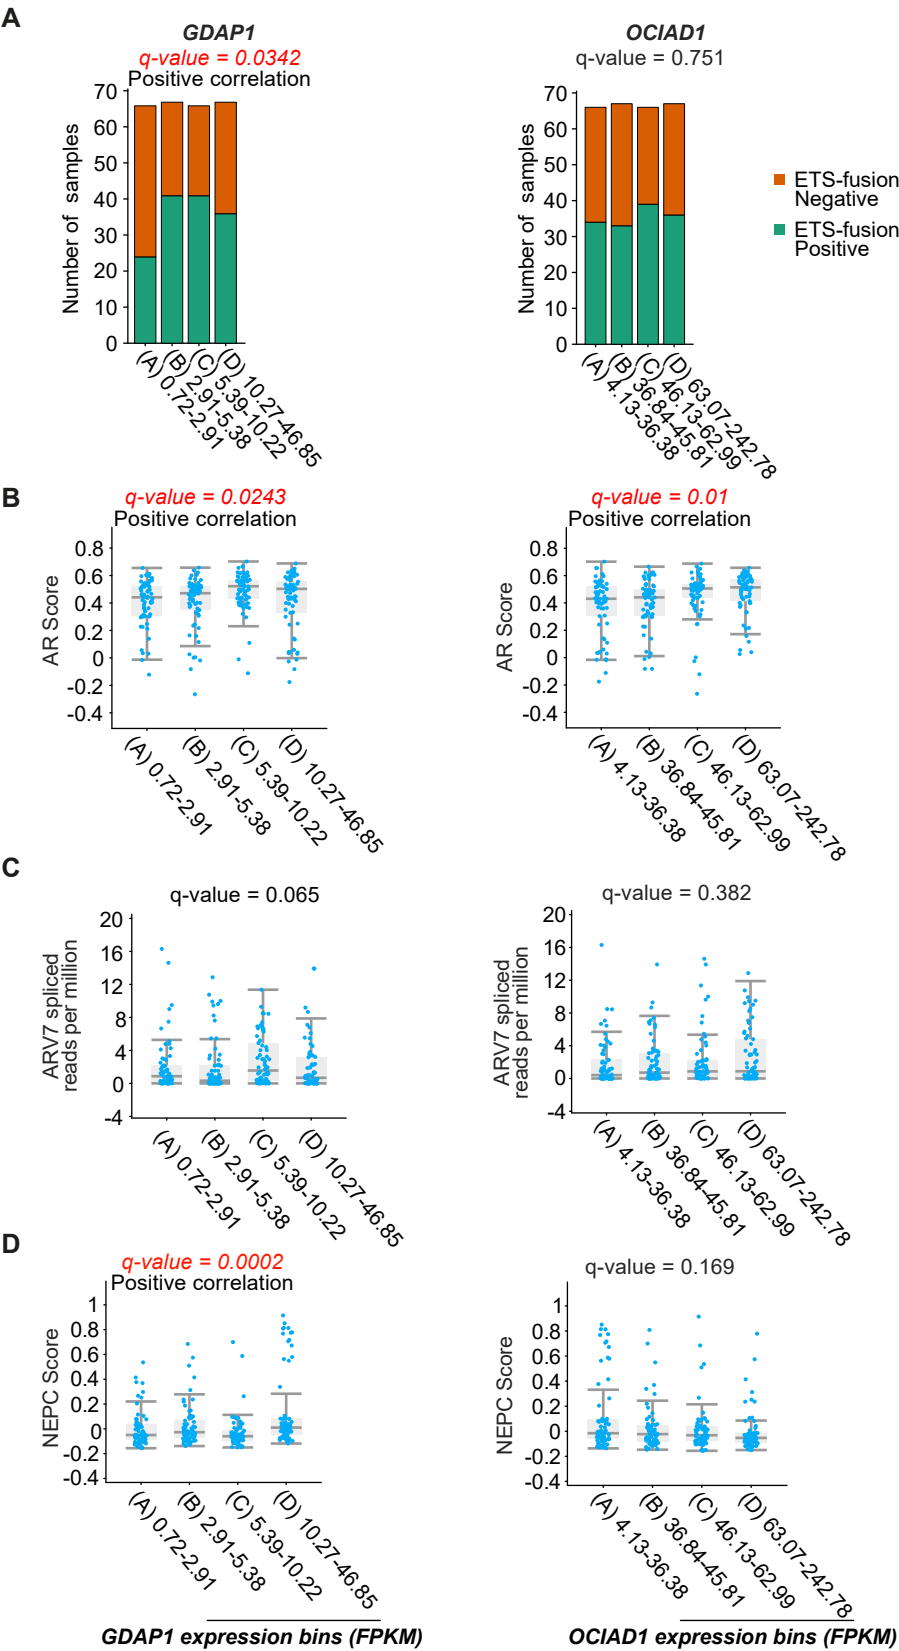

Figure S11: Expression of mRNAs with high TE and high corresponding protein abundance in VCaP^{ER} correlates with indicators of high grade and resistant PCa. Analysis of association to clinical attributes for candidate genes expression in TCGA PCa patient samples: **(A)** Occurrence of ETS fusion, **(B)** AR score, **(C)** occurrence of AR splicing into the AR-V7 variant and **(D)** NEPC score, according to *GDAP1* and *OCIAD1* binned mRNA expression. Analysis was performed through cBioPortal using 36569 samples from 25 combined studies and mRNA expression (FPKM) as parameter.

Supplemental Figure S12

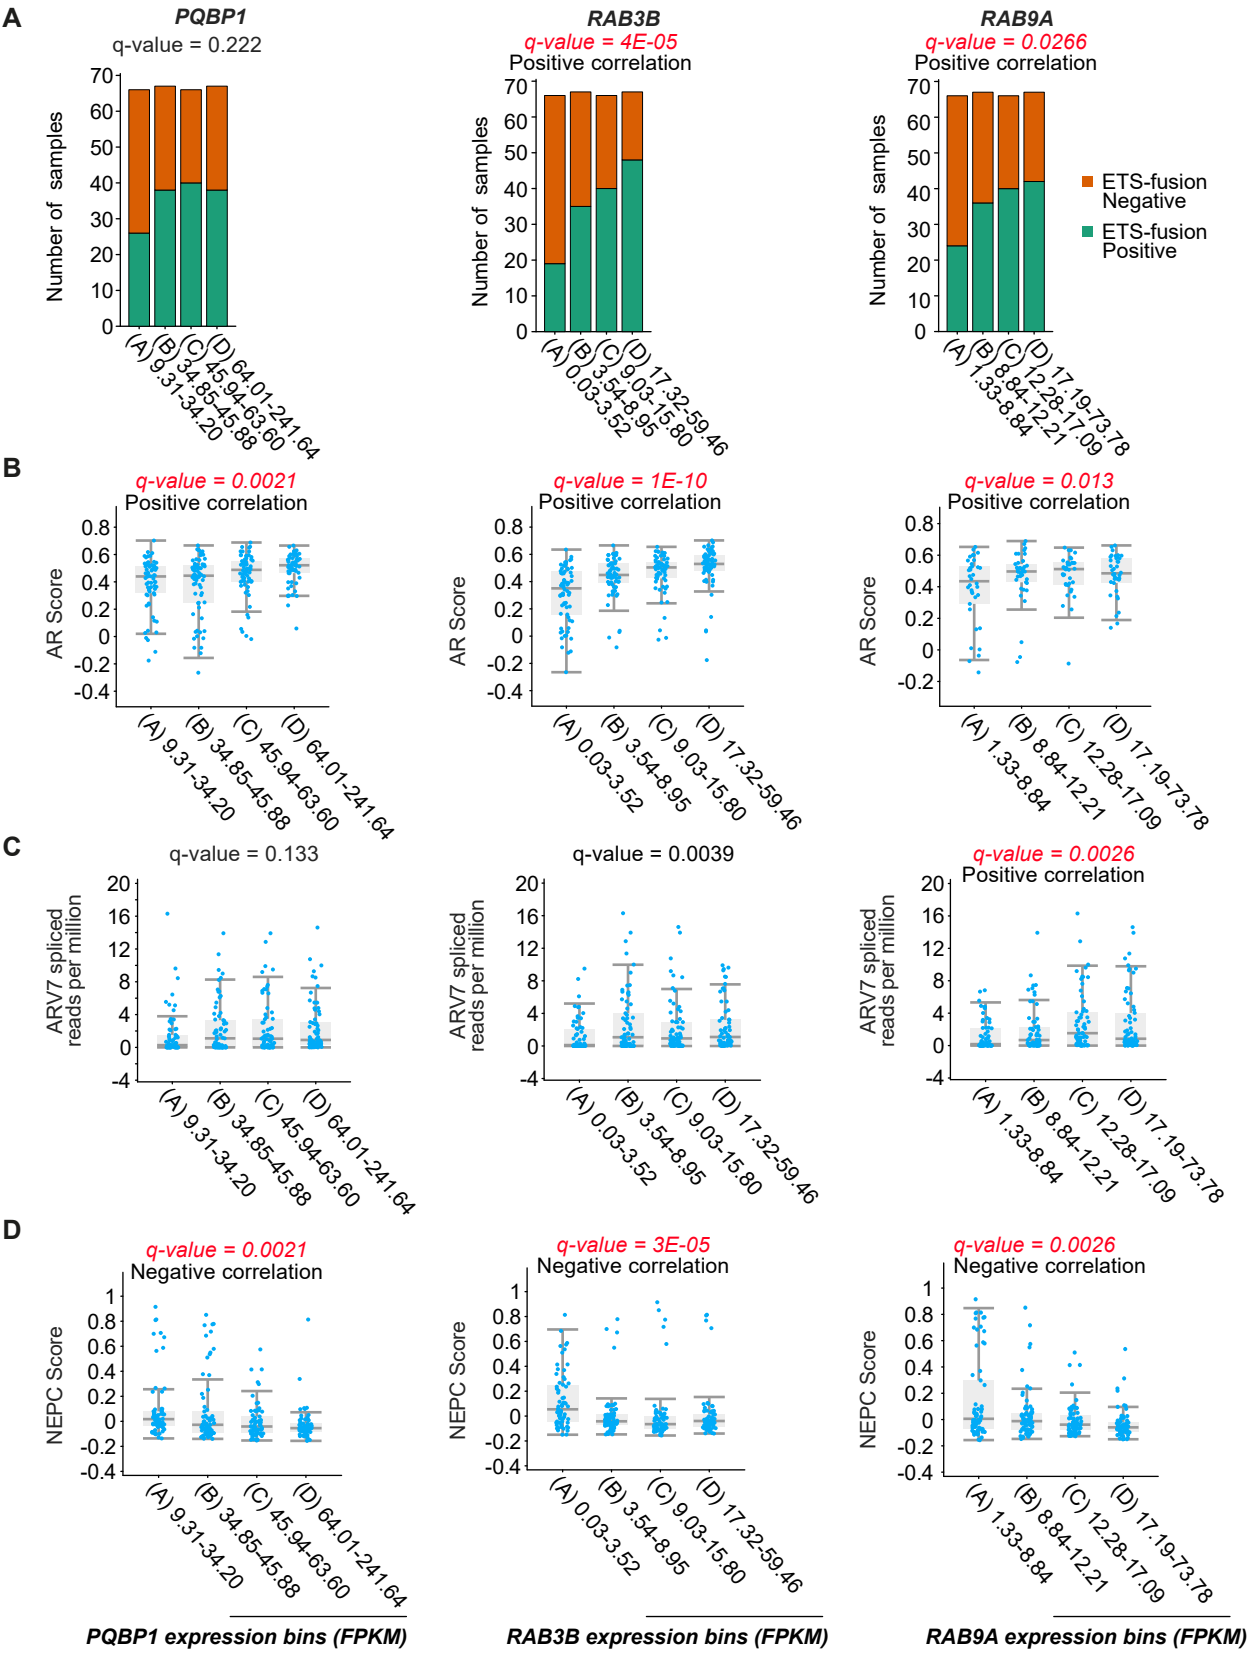

Figure S12: Expression of mRNAs with low TE and low corresponding protein abundance in VCaP^{ER} also correlates with indicators of high grade PCa. Analysis of association to clinical attributes for candidate genes expression in TCGA PCa patient samples: **(A)** Occurrence of ETS fusion, **(B)** AR score, **(C)** occurrence of AR splicing into the AR-V7 variant and **(D)** NEPC score, according to *PQBP1*, *RAB3B* and *RAB9A* binned mRNA expression in PCa patients. Analysis was performed through cBioPortal using 36569 samples from 25 combined studies and mRNA expression (FPKM) as parameters.

Supplemental Figure S13

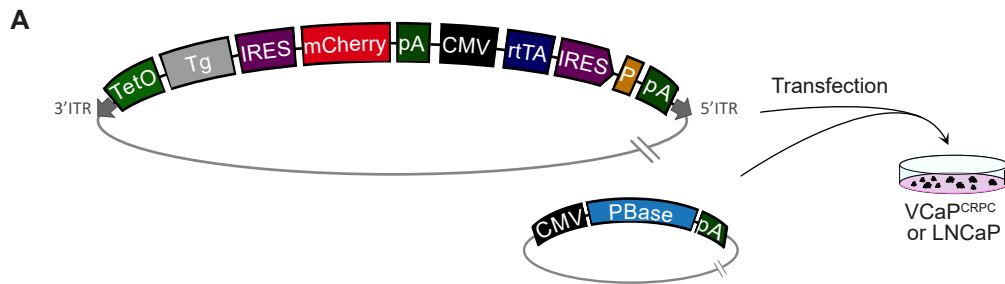

Figure S13: Overexpression strategy for candidate mRNAs in enzalutamide-sensitive cell lines. (A) Schematic for co-transfection of transient plasmid encoding hyPBase transposase, and vector for stable integration of a cassette containing the TetO promoter-driven mRNA of interest (transgene: Tg) with a polycistronic mCherry translated through an IRES, and a human cytomegalovirus promoter (CMV)-driven constitutive reverse tetracycline-controlled transactivator (rtTA) and puromycin-resistance gene (P). pA: poly-A signals.

Supplemental Figure S14

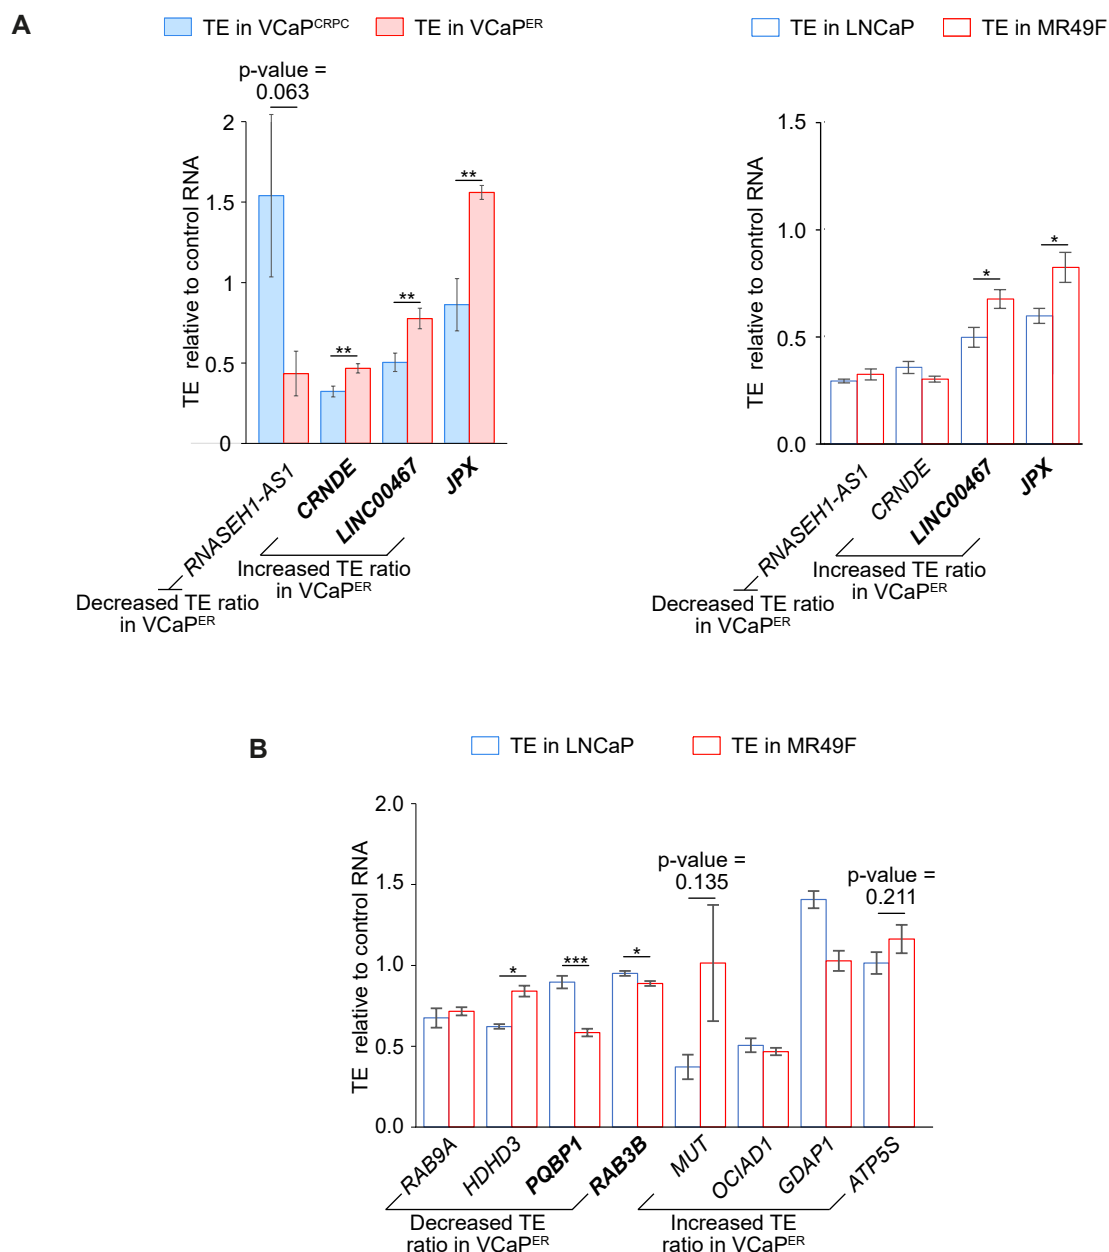

Figure S14: Validation of expression of candidate lncRNAs and mRNAs ENZ-resistant and -sensitive models. RT-qPCR validations of TE ratio for **A**) selected candidate lncRNAs in VCaP^{CRPC} and VCaP^{ER} (left) or LNCaP and MR49F (right) and **B**) selected candidate mRNAs in LNCaP and MR49F. Gene candidates with similar expression patterns in RT-qPCR and RNA-seq analysis are in **bold**. n=3 to 5 biological replicates. Error bars indicate standard error of the mean, SEM.

Supplementary Figure S15

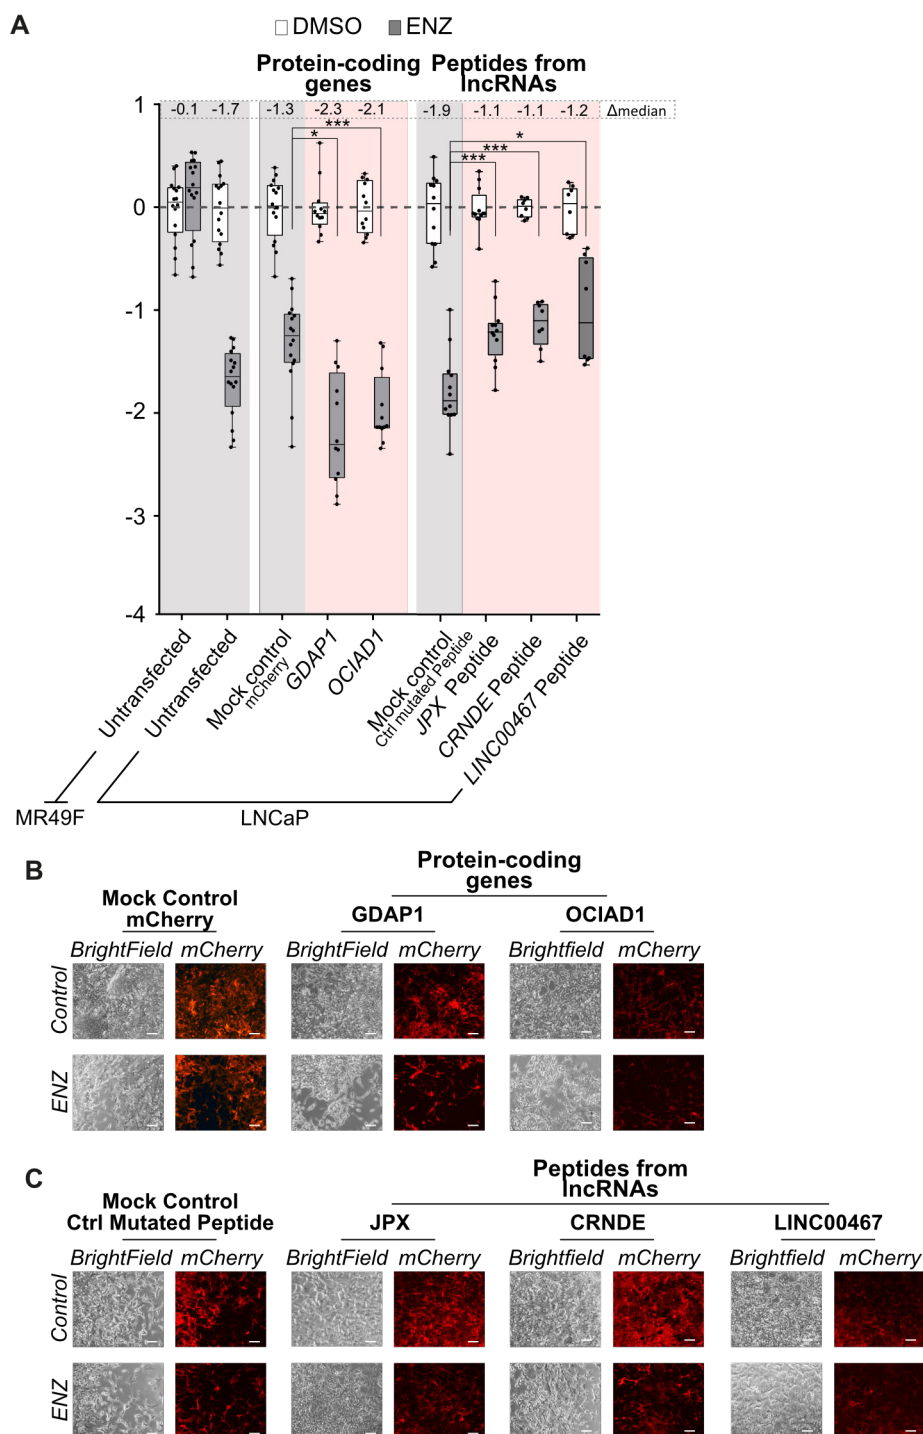

Supplemental Figure S15: Overexpression of protein or peptide candidates in LNCaP cell line. (A) Fold changes of viable cell counts for LNCaP cells overexpressing candidate genes with ENZ treatment, normalized to cells without ENZ treatment. Differences between ENZ-treated and control in log2(fold changes) are indicated as Δmedian. n = 2 or 3 biological replicates. *: p-value < 0.05; **: p-value < 0.01; ***: p-value < 0.001; ****: p-value < 0.0001. (B) Representative images of cell lines for GDAP1 and OCIAD1 and (C) JPX, CRNDE and LINC00467. Scale bar: 100 μM.

Supplemental Figure S16

A

Alternative splicing event	TIS score	TIS
**Skipping of exons 3, 4a and 4b**	**0.77**	**GAGAAGATGG**
Inclusion of exon 3	0.56	**CGACTGATGG**
Inclusion of exon 4a	0.72	**TGTATGATGG**
Inclusion of exon 4b	0.6	**TTACAGATGG**
Extended exon 5 in 5'	0.68	**TTTGAGATGG**

Figure S16: *JPX*'s isoforms that contain the putative peptide sequence and that associate with ribosomes in VCaP^{ER} show high TIS score. (A) Alternative splicing events affecting TIS (55) for *JPX*'s putative peptide. Predicted TIS score and sequence are indicated. Highest TIS score is in **bold.**

How the deposited data were processed for this re-analysis (not part of the article)

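RNA of VCaP, VCaP CRPC and VCaP ER cells was measured in 10 libraries in 5 groups of 2 biological replicates: polyA RNA of the 3 lines, prepared from whole cells, and heavy polysome RNA of VCaP CRPC and VCaP ER, prepared from cytoplasmic lysates after removal of nuclei. According to the paper, the authors made libraries with a stranded mRNA kit and sequenced paired reads of 75 bases. They aligned the reads with STAR 2.7.5 to GRCh37 with Ensembl annotation, removed reads with a mapping quality under 13 and reads of ribosomal and mitochondrial RNA, assembled transcripts with Cufflinks 2.2.1, and counted reads over exons with featureCounts of Subread 2.0.0. Whether strand was used in counting is not stated, so antisense genes and genes that overlap another are uncertain.

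The signal values deposited by the authors are gene counts divided by an effective library size, in CPM, from edgeR 3.12.1. Their columns sum to 0.963 to 1.09 M, and whole reads could be recovered from each column. The authors also deposited, for 6 comparisons of groups, the log2 fold change and the log2 mean CPM of each gene. They deposited a likelihood ratio score from a generalized linear model. The methods state a common dispersion, while the scores correlate more closely with those of a fit with gene-wise dispersions (0.981 to 0.988) than with those of a common one (0.769 to 0.855). The deposited p-value of that test is given for each gene, with a Benjamini-Hochberg adjusted p over 19811 genes, more than the 18503 in the table. The other deposited value, used for no result, is the exon length of each gene in bases.

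Reads in genes ranged from 29.3 to 54.5 M per library. All values below were computed from the deposited CPM with R 4.3.3. Genes with at least 0.5 CPM in at least 2 of the libraries were tested, 16970 in all, with limma 3.58.1 on log2(CPM + 0.5) and an intensity trend. A single fit had 1 mean per group, 5 residual degrees of freedom and 5.71 prior degrees of freedom. A fit with a library left out has 1 library in that group, which then adds nothing to the variance. That library alone also sets the group's mean. More calls without a library of VCaP ER polyA RNA, the group with the widest replicate difference, are therefore no stronger support. VCaP ER was compared with VCaP CRPC in polyA RNA and in heavy polysome RNA, and each of them with VCaP in polyA RNA. The TE ratio was tested as an interaction, the difference in log2 between heavy polysome and polyA RNA in VCaP ER minus that in VCaP CRPC. The thresholds were those of the paper, an adjusted p of at most 0.05 and a fold above 1.25. Medians of log2 TE ratios were also computed for the 16 pairings of 1 library from each of the 4 groups. RNA classes were compared among calls with Fisher's exact test. As in the paper, lncRNAs were taken as lincRNAs, antisense RNAs, processed transcripts and pseudogenes.

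The 22 gene lists tested were androgen receptor target genes, androgen synthesis and inactivation enzymes, neuroendocrine markers, cytoplasmic ribosomal proteins, mitochondrial ribosomal proteins, nuclear-encoded subunits of electron transport and ATP synthase, translation initiation factors and regulators, elongation factors and other 5′ TOP mRNAs, ATF4 and integrated stress response genes, mRNAs with upstream ORFs translated when eIF2α is phosphorylated, endoplasmic reticulum stress genes, cholesterol synthesis genes, cell cycle genes, spliceosome components, nuclear-retained non-coding RNAs, snoRNA host lncRNAs, prostate cancer lncRNAs, replication-dependent histone genes, fibroblast and smooth muscle markers, endothelial and leukocyte markers, basal epithelial markers and luminal prostate markers. Of 638 listed members, 580 were in the table. The lists were written from general knowledge. They were tested with camera in limma with a preset correlation of 0.01 between genes, and again with the correlation estimated, and adjusted over the lists within a comparison. Under each alternative and with a library left out they were tested with the preranked form of camera on the gene statistics, which with the main setting called the same 5 lists in polyA RNA, 8 in heavy polysome RNA and 5 in the TE ratio, at other p-values. The p-values from camera printed for those fits are of that form and are not to be set against the main ones in size. PolyA selection leaves most replication-dependent histone mRNA, which has no polyA tail, out of both kinds of library.

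Genes were named by a rule. For each comparison of VCaP ER with VCaP CRPC it took the 8 largest rises and the 8 largest falls past the thresholds with a mean of at least 5 CPM and no overlap between the groups, 5 lncRNAs in each direction of the TE ratio with at least 1 CPM, up to 4 members of each list with the smallest adjusted p, and every gene that the paper names. Some of the genes that this rule took are not reported here. Other genes are said to be chosen after their values were seen. The main tests, thresholds, lists, this rule and the alternatives were set before the data were examined, except where the text says otherwise. The alternatives were pseudocounts of 0.1 and 1 CPM, no filter and a filter at 5 CPM, TMM factors, centring on protein-coding genes, the replicate number as a block, only the libraries compared, each library left out in turn, no threshold on the fold, edgeR 4.0.16 (quasi-likelihood, and likelihood ratio with a common dispersion) and DESeq2 1.42.0 on the recovered reads, and the paper's procedure for the TE ratio, a t-test over pairings of replicates.

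The tests were tested on simulated reads with 200 changed genes. Genes were drawn independently, each with 1 dispersion for all groups. The real groups differed in spread, with a median absolute log2 difference between replicates of 0.126 in VCaP CRPC and 0.281 in VCaP ER polyA RNA. The shares and counts below hold for the simulated reads and are not error rates of the deposited data. With limma, 95.5% of genes changed 4-fold, 41.8% of those changed by a factor of 2 and 1.49% of those changed 1.5-fold were found in a simulation of the polyA RNA comparison (16627 genes), in which 7 of 99 calls were false. In one of the heavy polysome comparison (16615 genes) the shares were 95.5%, 34.3% and 2.99%, with 9 of 97 calls false, and in one of the TE ratio (16623 genes) they were 71.2%, 2.99% and 0%, with 3 of 52 calls false. With no gene changed, limma called 0 genes of 16630 for the TE ratio, edgeR's quasi-likelihood test 0, and the paper's procedure 463 of 16629. The 14 symbols on more than 1 line of the table were kept apart by gene identifier. Coding lengths came from a GRCh37 annotation and were found for 97.4% of the protein-coding genes tested. The raw reads, splicing, the proteome, patient tumors and the cell experiments were not analysed here.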

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

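Of the tests below, those of scaling and of SLC7A11-AS1 for the stress response genes, and those of expression level and nuclear RNA for the lncRNAs, were chosen only after the result was seen.

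Genes of ATF4 and the integrated stress response were higher in VCaP ER heavy polysome RNA and not in polyA RNA, with a median log2 TE ratio of 0.94 and SLC7A11 at 5.33. A difference of scaling between libraries would raise all genes alike. It is an unlikely source, since camera compares a list with all other genes. The list's distance from the median of all genes repeats that comparison and is no separate test. This distance was 0.977 from the group means and ran from 0.218 to 1.65 over the pairings, so its size depends on single libraries. A single VCaP ER heavy polysome library is likewise an unlikely source, since the median was at least 0.755 with either of them left out (adjusted p = 4.82e-09 and 2.13e-20 from preranked camera, 9.62e-14 with all libraries, and 0.496 from camera with an estimated correlation). Higher ribosome loading of unchanged transcripts may explain it and stays open. In VCaP ER 2 members, SLC7A11 with a TE of 12.9 and DDIT4 with 7.69, lay above 6.28. That level was passed in VCaP CRPC by the top 0.1% of mRNAs with at least 5 CPM in its polyA RNA. CHAC1 lay just under it in VCaP ER, at 6.20, so the count of members depends on where the level is set. DDIT4 lay above that level in VCaP CRPC too, at 8.30, and those mRNAs reached a TE of up to 42.4 in VCaP CRPC. The paper reports higher eIF2α phosphorylation in VCaP ER. The 10 mRNAs with upstream ORFs translated in that state had a median log2 TE ratio of −0.04, with 5 above 0 (adjusted p = 0.686 from camera). That list shares ATF4 (−0.09), DDIT3 (0.003) and PPP1R15A (−0.96) with the stress genes and cannot judge the rest. A stronger stress state in the cultures used for the polysome fractions than in those used for polyA RNA may also explain the rise. The log2 TE ratio of SLC7A11-AS1, a non-coding gene of the same locus, was 2.07 (3.87 and 1.35 with pseudocounts of 0.1 and 1 CPM). That test is open because its reads may be those of SLC7A11.

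LncRNAs had a higher median log2 TE ratio than mRNAs, 0.09 against −0.07. Low expression is an unlikely source, since the difference from mRNAs matched in expression was at least 0.071 in every pairing. Nuclear RNA carried into the VCaP ER heavy polysome fractions may raise it: nuclear-retained RNAs lay 0.332 above lncRNAs, but on 6 genes and in 14 of 16 pairings. More lncRNAs on ribosomes may raise it as well, which the snoRNA hosts do not decide, at −0.0136 relative to mRNAs and above them in 9 of 16 pairings. Heavy polysome RNA of VCaP ER cells with the ribosomes taken apart before the gradient would separate the last of these from the nuclear source.

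Cytoplasmic and mitochondrial ribosomal protein genes and those of electron transport were lower in VCaP ER heavy polysome RNA, with medians of −0.27, −0.21 and −0.19, at an adjusted p of 0.00215, 0.0220 and 0.0159 from camera and of 0.772 for each with an estimated correlation. Each call was lost without replicate 2 of VCaP CRPC or of VCaP ER heavy polysome RNA (0.224 to 0.425 from preranked camera). Short mRNAs leaving the fractions of 3 or more ribosomes could lower them. Over 13255 other genes the heavy polysome log2 fold change rose with coding length, with a Spearman's rho of 0.152, but between 0.00046 and 0.253 over the pairings. The polyA RNA log2 fold change fell with coding length (rho −0.113, and negative in every pairing). A trend with length, of the opposite sign, was thus present without selection for ribosomes too. A bias with the length of the transcript may also lower these lists in heavy polysome RNA. The partial rho with coding length was lower than that with untranslated length (a gap of −0.0142, from −0.199 to 0.180 over the pairings), and the replicates are too few to fix its sign, so such a bias and the loss of short coding sequences from these fractions both stay open. The gap met the bound foreseen for such a bias, at most 0.05 either way, and the demand that every pairing meet it was added after the value was seen.

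Electron transport and ATP synthase genes had a median log2 TE ratio of −0.23, with 60 of 76 below 0. Cholesterol synthesis genes had a median log2 TE ratio of −0.49, with 18 of 22 below 0. Replication-dependent histone genes had a median log2 TE ratio of −1.34, and polyA selection keeps only the part of their mRNA that carries a tail. Luminal prostate markers had a median log2 TE ratio of −0.53, on 10 genes. BEST1 had a log2 TE ratio of 2.77 from low counts. MTND2P28 had one of 2.02, and its count depends on how reads that also fit the mitochondrial ND2 gene were placed. ANK2 and NSRP1 had log2 TE ratios of 1.98 and 1.91. DDAH2, IRX4 and ST6GALNAC1 had log2 TE ratios of −1.61, −2.31 and −3.265. Against parental VCaP, 906 genes were changed in polyA RNA of VCaP ER and 79 in that of VCaP CRPC with limma. Fits of only the libraries compared reversed that order, with 224 and 737.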

How the results depend on the processing

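The authors' deposited p-values taken over the genes kept, the likelihood ratio test with gene-wise dispersions and 5 of the 6 forms of the paper's TE procedure were chosen only after the results were seen.

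The 155 genes changed in polyA RNA became 85 with a filter at 5 CPM, 0 with only the libraries compared, 1070 with a common dispersion, 633 with DESeq2, 670 with gene-wise dispersions and 989 with the authors' p-values, and with a library of the comparison left out 1 to 1063. The 627 in heavy polysome RNA became 1528 with a common dispersion, 1410 with DESeq2, 1413 with gene-wise dispersions and 1819 with the authors' p-values, and 55 to 574 with a library left out. Libraries outside the comparison enter through the pooled variance: without one of them the polyA RNA count ran from 41 to 250 and the heavy polysome count from 308 to 1439.

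The 9 genes with a changed TE ratio became 1 with a pseudocount of 1 CPM, 3 with no filter, 1 with only the libraries compared, 849 with a common dispersion, 788 with DESeq2, 647 with gene-wise dispersions and 0 to 616 with a library left out. The paper's TE procedure called 3273 over the genes kept, 5034 at a 10% false discovery rate and 5926 at an unadjusted p of 0.05, and over all genes 3277, 5118 and 6137.

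For same-numbered replicates of different groups, the correlations of their deviations from the group means ran from −0.354 to 0.191 over 10 pairs of groups, with 2 over 0.1. The largest in size, −0.354, was between VCaP and VCaP CRPC polyA RNA. Numbers may be crossed between groups, so a shared batch is not excluded. With the replicate number as a block, 106 genes passed in polyA RNA, 561 in heavy polysome RNA and 2 for the TE ratio, whose median became 3.62.

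Against VCaP, the 906 genes changed in VCaP ER became 590 with a filter at 5 CPM, 224 with only the libraries compared, 1892 with a common dispersion, 1476 with DESeq2, 1607 with gene-wise dispersions, 2104 with the authors' p-values and 132 to 1735 with a library left out. The 79 changed in VCaP CRPC became 737 with only the libraries compared, 627 with a common dispersion, 339 with DESeq2, 373 with gene-wise dispersions, 533 with the authors' p-values and 1 to 14 with a library left out.

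Among called genes, the median log2 TE ratio of 1.98 became 5.21 with a pseudocount of 1 CPM, 2.77 with no filter, 5.33 with only the libraries compared, 0.00958 with DESeq2, −1.44 with a common dispersion and −0.95 with gene-wise dispersions. The paper's procedure gave −0.49 for all, −0.51 for mRNAs and 0.59 for lncRNAs over the genes kept. At a 10% false discovery rate it gave −0.44 and −0.46, at an unadjusted p −0.42 and −0.44, over all genes −0.50 and −0.51, and over all genes with the other 2 limits −0.44 and −0.46, and −0.42 and −0.44. That of called mRNAs, 1.91, became 5.21 with a pseudocount of 1 CPM, 4.05 with no filter, 0.152 with a filter at 5 CPM, 3.62 with the replicate block, 5.33 with only the libraries compared, 0.0658 with the quasi-likelihood test, −1.43 with a common dispersion, −0.76 with DESeq2 and −0.97 with gene-wise dispersions. That of called lncRNAs, 2.04, became 3.16 with a pseudocount of 0.1 CPM, 3.84 with the quasi-likelihood test, 1.28 with DESeq2, 1.37 with gene-wise dispersions, −1.66 with a common dispersion, and −0.07 and −1.57 without replicate 1 and 2 of VCaP ER polyA RNA, and 2.24 without replicate 1 of VCaP CRPC heavy polysome RNA. With a library left out the first ran from −3.65 to 5.23, with −1.48 and −1.17 without replicate 1 and 2 of VCaP ER polyA RNA, −1.75 and −2.51 without those of VCaP CRPC heavy polysome RNA, and for mRNAs −1.15, −1.85 and −2.555 without the last 3.

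The median of all genes, −0.04, was −7.7e-05 with TMM factors, 0.0300 with centring and −0.065 with the quasi-likelihood test, −0.0649 with a common dispersion and −0.0651 with gene-wise dispersions, and −0.0618 to −0.0177 with a library left out. That of mRNAs was −0.0318 with TMM factors, −0.00308 with centring and −0.0948 to −0.0340 with a library left out, and that of lncRNAs 0.15 with centring and 0.04 to 0.14. The difference between the classes was 0.0734 to 0.22 with a library left out.

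The share of polyA RNA calls found in heavy polysome RNA ran from 18.0% to 29.2% for genes higher and from 22.5% to 100% for genes lower in VCaP ER with a library left out. The correlations of the 2 kinds of RNA became 0.931 and 0.936 for genes of at least 1 CPM, and 0.947 to 0.959 and 0.941 to 0.955 for single libraries.

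Among RNA classes, the percent of higher minus the percent of lower calls passed Fisher's test for antisense RNAs in heavy polysome RNA with the quasi-likelihood test (−3.25, adjusted p = 0.0414). It passed for polyA RNA with a common dispersion in mRNAs (6.25) and antisense RNAs (−2.96), and with the authors' p-values in mRNAs (7.87) and lincRNAs (−3.74). In heavy polysome RNA, that of lincRNAs was 3.06 with a common dispersion and 2.51 without replicate 2 of VCaP ER polyA RNA, and that of pseudogenes in polyA RNA was 24.6 without that library (adjusted p = 0.0069). With a library left out, it ran in heavy polysome RNA from −3.03 to 0 for antisense RNAs, −3.03 to 2.66 for lincRNAs, −0.248 to 4.55 for processed transcripts, −2.33 to 4.61 for mRNAs and −1.45 to 1.69 for pseudogenes. In polyA RNA it ran from −0.32 to 1.75, −3.18 to 4.17, −1.96 to 0, −100 to 7.11 and −3.79 to 24.6 for the same classes.

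Of the 22 lists, the 5 past the threshold in polyA RNA became 3 with DESeq2, with gene-wise dispersions, with the quasi-likelihood test, with only the libraries compared and with the authors' p-values, and 4 to 8 with a library left out. The 5 of the TE ratio became 8 with a common dispersion, 3 with a filter at 5 CPM, 2 with the paper's procedure and 4 to 8 with a library left out, and the 8 in heavy polysome RNA 2 to 7. Without replicate 2 of VCaP ER polyA RNA, cytoplasmic ribosomal proteins in polyA RNA turned to 0.1555 (adjusted p = 0.0412 from camera), against −0.28 without replicate 1. Cell cycle genes in polyA RNA turned to 0.38 (2.21e-05), against −1.24 without replicate 1, and cell cycle genes in the TE ratio to −0.78 (3.95e-09), against 1.00 without replicate 1 (2.43e-10). The remaining list calls kept their direction.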

Differences from the paper's values

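The authors' deposited p-values taken over the genes kept here, the likelihood ratio test with gene-wise dispersions and 5 of the 6 forms of the paper's TE procedure, with their simulations, were chosen only after the values had been compared with the paper's.

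In polyA RNA the paper reports 608 RNAs higher and 361 lower in VCaP ER than in VCaP CRPC, against 92 and 63 here. In heavy polysome RNA it reports 814 higher and 930 lower, against 294 and 333 here. Of the settings fixed beforehand, a likelihood ratio test with a common dispersion came within a factor of 1.5 of all 4, with 676 and 394 in polyA RNA and 657 and 871 in heavy polysome RNA. DESeq2 did so for 3 of the 4, with 254 lower in polyA RNA and 743 and 667 in heavy polysome RNA. Leaving out replicate 1 of VCaP ER polyA RNA raised the polyA RNA counts too, but is no stronger support. That fit leaves the group of the widest replicate difference out of the variance, and replicate 2 alone then sets the group's mean. The polyA RNA log2 fold change of PXDN was −3.96 there and −2.11 without replicate 2, and that of VAV3 2.60 and 1.80. Of the authors' own calls in the deposited table, 995 in polyA RNA and 1770 in heavy polysome RNA, the main test also calls 155 and 622. A common dispersion calls 712 and 1205 of them, and DESeq2 608 and 1286. The authors' deposited p-values over the genes kept, chosen after seeing the values, give 619 and 370 in polyA RNA and 844 and 975 in heavy polysome RNA and drop 38 of the 995 and 38 of the 1770 calls. Gene-wise dispersions in the likelihood ratio test, chosen after seeing the values, give 389 and 281 in polyA RNA and 639 and 774 in heavy polysome RNA and drop 340 of the 995 and 407 of the 1770 calls. The likelihood ratios from that test correlate with the deposited ones at 0.981 to 0.988 over the comparisons, and those from the common dispersion that the methods state at 0.769 to 0.855.

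The paper finds 37% and 20% of the polyA RNA calls again in heavy polysome RNA among genes higher in VCaP CRPC and in VCaP ER, where the shares here are 39.7% and 26.1%. These come within a factor of 1.5, while the second is 31.3% with TMM factors and 31.9% with centring, and the first is 22.5% without replicate 1 of VCaP CRPC heavy polysome RNA, 23.5% without replicate 2 of VCaP ER heavy polysome RNA and 100% of 1 gene without either library of VCaP CRPC polyA RNA.

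For genes with a differential TE ratio the paper gives medians of −0.39 overall, −0.41 for mRNAs and 0.51 for lncRNAs, and here the 9 genes past the test had medians of 1.98, 1.91 for the 7 mRNAs and 2.04 for the 2 lncRNAs. It states a higher TE ratio for 13% of the lncRNAs, against 0.0694% here. The paper's own procedure, fixed beforehand, gives −0.49, −0.51 and 0.59 and 7.79% of the lncRNAs. The methods name both a 10% false discovery rate and an adjusted p of at most 0.05, so 5 further forms of the procedure were tried after seeing the values. At a 10% rate the medians were −0.44, −0.46 and 0.58 and the share 13.8%. At an unadjusted p of 0.05, for which the methods give no ground, they were −0.42, −0.44 and 0.55 and 16.7%. Over all genes in place of those kept, the shares with the 3 limits were 7.22%, 12.7% and 15.7%, with medians of −0.50, −0.51 and 0.59, of −0.44, −0.46 and 0.58, and of −0.42, −0.44 and 0.55. Each of the 6 forms calls GDAP1, OCIAD1, JPX, PQBP1 and RAB3B and drops CRNDE, RAB9A, LINC00467 and RNASEH1-AS1 (annotated as AC108488.3), 4 of the 9 genes that the paper selects. In simulations with no gene changed the 6 forms called from 463 of 16629 to 3534 of 18035 genes, so none of the forms replaces the main test. The form fixed beforehand called 463 there, against 3273 on the deposited values. In simulations with 200 changed genes 85.2% to 95.8% of the calls of the 6 forms were false. That share depends on the number of genes set to change, so it does not estimate the false share among the paper's calls. None of the 6 forms reaches the counts of mRNAs and lncRNAs with a higher or lower TE ratio in Supplementary Figure S10; their largest counts were 2146 mRNAs higher and 2994 lower and 540 lncRNAs higher and 395 lower.

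The paper selects GDAP1, OCIAD1, JPX, PQBP1, RAB3B, CRNDE, RAB9A, LINC00467 and RNASEH1-AS1 (annotated as AC108488.3) for a differential TE ratio. It also asked for a changed protein for the mRNAs and a detected peptide for the lncRNAs. It measured their TE by RT-qPCR and compared its method with deltaTE and anota2seq. With limma 0 of the 9 passed (3015 genes at an unadjusted p under 0.05), and edgeR's quasi-likelihood test called 12 genes, none of them. The log2 TE ratios of the 9 were 0.53, 0.33, 1.16, −0.97, −0.82, 0.35, −0.39, 0.46 and −0.29. In the simulation limma found 2.99% of TE ratios changed by a factor of 2 and 0% of those changed 1.5-fold. Ratios of this size could hardly pass, so 0 of 9 is not evidence against the paper's selection. JPX passed with DESeq2 (adjusted p = 0.00207), and also with gene-wise dispersions in edgeR, chosen after seeing the values (0.00798), which drop the other selected genes but PQBP1, 7 of the 9. PQBP1 passed in the same settings (adjusted p = 0.023 from DESeq2 and 0.0284 from edgeR with gene-wise dispersions, chosen after seeing the values, which drop 7 of the 9). Both also passed without replicate 2 of VCaP ER polyA RNA (log2 TE ratio 1.23 for JPX). That fit leaves the group with the widest replicate difference out of the variance, so it is no stronger support. GDAP1, OCIAD1 and RAB3B passed only with forms of the paper's procedure, of which the one fixed beforehand gave 0.0312, 0.0159 and 0.0297.

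The general decrease of TE ratios in the paper refers to the median of −0.39 for genes with a differential ratio, compared above. A median over all genes is held near 0 by the scaling of each library and does not bear on the total level of translation. The medians over all genes in Figure 3B and over lncRNAs in Figure 4B are printed as −0.03 and 0.15, against −0.04 (−0.083 to 0.012 over the pairings) and 0.09 here, and that over mRNAs, −0.07, matches Figure 4B. The correlations between polyA and heavy polysome RNA in Supplementary Figure S8 match those here, 0.959 and 0.955. The paper finds lincRNAs and processed transcripts more often than chance among RNAs higher in VCaP ER heavy polysome RNA, and here 7 lincRNAs were higher and 9 lower, and 2 processed transcripts higher and 2 lower, with no class past Fisher's test after adjustment. With a common dispersion, which the paper's methods state, 48 lincRNAs were higher and 37 lower (adjusted p = 0.0478 from Fisher's test), as in the paper. Processed transcripts did not pass with that dispersion (0.285). The stated depth of about 50 M read pairs per library compares with a median of 42.5 M reads in genes.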

Other observations

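The tests of the gene lists under other scalings and with a library left out in the comparisons with parental VCaP, and the comparison with separate controls, were chosen only after their results were seen, and so were the genes TGM4, REG4, PLA2G2A, PPP2R2B, TNC and NPY.

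KLK3, which encodes the prostate-specific antigen, had log2 fold changes between VCaP ER and VCaP CRPC of 1.65 in polyA RNA and −1.10 in heavy polysome RNA (adjusted p = 0.290 and 0.384 from limma). In polyA RNA it was called higher with a common dispersion (1.68, adjusted p = 4.77e-07) and with the authors' p-values, chosen after its value was seen (1.69, adjusted p = 0.0317).

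The RNA of translation factors whose protein or phosphorylation the paper follows did not pass limma's test between VCaP ER and VCaP CRPC in either kind of RNA. RNA levels do not measure the protein or its phosphorylation. In the simulations limma found 1.49% of 1.5-fold changes in polyA RNA and 2.99% in heavy polysome RNA, so smaller changes could hardly pass. In polyA and heavy polysome RNA the log2 fold changes were 0.05 and −0.39 for EIF3D, 0.11 and −0.26 for EIF3I, −0.30 and −0.23 for EIF4B, −0.31 and 0.40 for ABCE1, −0.17 and 0.44 for EIF4EBP1 and −0.15 and 0.40 for EIF2S1. RPL29 had −0.71 (adjusted p = 0.133 from limma), RPL9 −0.45 and HSPA8 −0.53 in heavy polysome RNA. RPL29 in heavy polysome RNA was called lower with the authors' deposited p-values, chosen after its value was seen (−0.66, adjusted p = 0.0429).

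TGM4, the prostate transglutaminase, had 133 ± 161 CPM in VCaP ER polyA RNA, from very unlike replicates, and 0.597 CPM in its heavy polysome RNA. REG4 had 276 ± 248 and 2.40 CPM and PLA2G2A 79.3 ± 9.64 and 6.97 CPM. No class of genes was tested for such a gap.

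Against parental VCaP, 504 genes were higher and 402 lower in VCaP ER polyA RNA, and 37 higher and 42 lower in that of VCaP CRPC, with limma. In fits of only the libraries compared the order was reversed, with 224 genes changed in VCaP ER and 737 in VCaP CRPC. The counts therefore do not show which line lies further from VCaP. TNC, the matrix protein tenascin-C, fell in both lines. Its log2 fold change was −5.12 in VCaP ER (standard error 0.27, adjusted p = 1.28e-05 from limma) and −4.85 in VCaP CRPC (adjusted p = 4.56e-05). In VCaP ER, NPY fell (−5.75, adjusted p = 0.00113), ERG, the oncogene of the fusion that VCaP cells carry, fell (−1.23, adjusted p = 0.0381), and SHH rose (3.71, adjusted p = 0.00256). PPP2R2B, a regulatory subunit of protein phosphatase 2A, rose in both, with log2 fold changes of 4.29 and 2.96. The call of ERG was lost without replicate 1 or 2 of VCaP (adjusted p = 0.183 and 0.206 from limma) and replicate 2 of VCaP ER (0.128), and that of PPP2R2B in VCaP CRPC without replicate 1 of VCaP (0.0708). Of the calls, 29 were higher and 34 lower in both lines and 0 went in opposite directions, where independent lists would share 1.10 and 0.995. The log2 fold changes correlated at 0.607, against 0.500 for 20 simulated sets of unchanged groups with the same controls, and their covariance was 0.111 against 0.0364, a difference of 0.0743. With only 2 control libraries, part of the excess may come from them. With replicate 1 of VCaP as the control of VCaP ER and replicate 2 as that of VCaP CRPC the correlation was 0.493 and the covariance 0.0981, and with the replicates exchanged 0.425 and 0.0869. The count for VCaP ER ran from 132 without replicate 2 of VCaP to 1735 without replicate 1 of VCaP ER, and that for VCaP CRPC from 1 to 14 with any of its 4 libraries left out.

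Cholesterol synthesis genes were higher than in parental VCaP in both lines, with a median of 0.53 and 22 of 22 above 0 in VCaP ER (adjusted p = 2.66e-06 from camera, 0.672 with an estimated correlation) and of 0.52 and 20 of 22 in VCaP CRPC (1.46e-09, 0.737 with an estimated correlation). MSMO1 (1.32) and SC5DL (1.19) rose in VCaP ER, with 7 higher when adjusted over the list alone, and MSMO1 (1.27) rose in VCaP CRPC, with 6. These calls were lost without replicate 1 or 2 of VCaP (MSMO1 0.0653 and 0.0648, SC5DL 0.155 and 0.18, and in VCaP CRPC MSMO1 0.288 and 0.239, from limma). They were also lost for SC5DL without replicate 2 of VCaP ER (0.0626) and for MSMO1 in VCaP CRPC without replicate 1 or 2 of VCaP CRPC (0.0683 and 0.427). Endoplasmic reticulum stress genes were higher in VCaP CRPC, with a median of 0.46 and 17 of 17 above 0 (4.14e-08, 0.737 with an estimated correlation). The 3 list results held with each library left out, and the sign held under TMM factors and centring. Histone genes (median 0.62, 3.41e-05) and electron transport genes (0.21, 0.00245) were higher and elongation factors and other 5′ TOP mRNAs lower (−0.32, 0.0111) in VCaP ER, and electron transport genes higher in VCaP CRPC (0.14, 0.0109), with an adjusted p of 0.672 to 0.865 with an estimated correlation. Of these, the histone call was lost without replicate 1 of VCaP ER (adjusted p = 0.169 from camera), that of electron transport in VCaP ER without replicate 2 of VCaP (0.249) and replicate 1 of VCaP ER (0.912), that of the TOP mRNAs without replicate 2 of VCaP (0.249) and of VCaP ER (0.151), and that of electron transport in VCaP CRPC without replicate 2 of VCaP (0.564) and of VCaP CRPC (0.0885).

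The remaining lists did not pass between VCaP ER and VCaP CRPC. Of 15 neuroendocrine markers, NCAM1 fell in both kinds of RNA (−1.94 and −1.83), and in heavy polysome RNA SCG3 rose (1.17) and INSM1 fell (−1.42), with list medians of −0.10 and 0.06 (adjusted p = 0.336 and 0.775 from camera). NCAM1 was lost in polyA RNA without replicate 1 or 2 of VCaP CRPC (adjusted p = 0.192 and 0.382 from limma) and replicate 2 of VCaP ER (0.112), and in heavy polysome RNA without any of the 4 libraries compared (0.0658 to 0.165). In polyA RNA it was lost as well with a pseudocount of 0.1 CPM (0.0594), no filter (0.0704), a filter at 5 CPM (0.0618), TMM factors (0.0536), the replicate block (0.0708), only the libraries compared (0.214) and edgeR's quasi-likelihood test (0.0571). SCG3 was lost without replicate 1 of VCaP CRPC (0.0909) and replicate 2 of VCaP ER heavy polysome RNA (0.162), and INSM1 without replicate 1 of VCaP CRPC (0.0819) and replicate 1 or 2 of VCaP ER heavy polysome RNA (0.108 and 0.0968). SPARC was the call among 8 fibroblast and smooth muscle markers, lower in heavy polysome RNA (−1.53; list adjusted p = 0.95 and 0.114 in polyA and heavy polysome RNA). It was lost without replicate 2 of VCaP CRPC (0.0913) and replicate 1 or 2 of VCaP ER heavy polysome RNA (0.0789 and 0.198 from limma), with a pseudocount of 0.1 CPM (0.0595) and with edgeR's quasi-likelihood test (0.0589). Of 16 endothelial and leukocyte markers 3 could be tested (medians 0.12 and −0.65, adjusted p = 0.997 and 0.277). The 10 mRNAs with upstream ORFs had medians of 0.03 and 0.02 (adjusted p = 0.95 and 0.335), the 38 spliceosome components 0.01 and −0.15 (0.95 and 0.301), and the 13 elongation factors and other TOP mRNAs −0.23 and −0.31 (0.138 and 0.161).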
